# Cas9-mediated knockout of Ndrg2 enhances the regenerative potential of dendritic cells for wound healing

**DOI:** 10.1038/s41467-023-40519-z

**Published:** 2023-08-07

**Authors:** Dominic Henn, Dehua Zhao, Dharshan Sivaraj, Artem Trotsyuk, Clark Andrew Bonham, Katharina S. Fischer, Tim Kehl, Tobias Fehlmann, Autumn H. Greco, Hudson C. Kussie, Sylvia E. Moortgat Illouz, Jagannath Padmanabhan, Janos A. Barrera, Ulrich Kneser, Hans-Peter Lenhof, Michael Januszyk, Benjamin Levi, Andreas Keller, Michael T. Longaker, Kellen Chen, Lei S. Qi, Geoffrey C. Gurtner

**Keywords:** Translational research, Regenerative medicine, CRISPR-Cas9 genome editing

## Abstract

Chronic wounds impose a significant healthcare burden to a broad patient population. Cell-based therapies, while having shown benefits for the treatment of chronic wounds, have not yet achieved widespread adoption into clinical practice. We developed a CRISPR/Cas9 approach to precisely edit murine dendritic cells to enhance their therapeutic potential for healing chronic wounds. Using single-cell RNA sequencing of tolerogenic dendritic cells, we identified N-myc downregulated gene 2 (*Ndrg2*), which marks a specific population of dendritic cell progenitors, as a promising target for CRISPR knockout. *Ndrg2*-knockout alters the transcriptomic profile of dendritic cells and preserves an immature cell state with a strong pro-angiogenic and regenerative capacity. We then incorporated our CRISPR-based cell engineering within a therapeutic hydrogel for in vivo cell delivery and developed an effective translational approach for dendritic cell-based immunotherapy that accelerated healing of full-thickness wounds in both non-diabetic and diabetic mouse models. These findings could open the door to future clinical trials using safe gene editing in dendritic cells for treating various types of chronic wounds.

## Abstract (web summary)

Chronic wounds impose a significant burden to a broad patient population. Here, the authors use CRISPR/Cas9 to enhance the regenerative capacity of dendritic cells by knocking out the gene Ndrg2, and show that seeding these engineered dendritic cells on hydrogels constitutes an effective therapy for chronic wounds in diabetic and non-diabetic conditions.

## Introduction

More than 6.5 million patients suffer from chronic wounds in the United States, which impact nearly 15% of Medicare beneficiaries at an annual cost estimated at $28–32 billion^1,2^. Chronic wounds constitute a significant burden to the healthcare system as a whole and on the individual level, causing a profoundly negative psychosocial impact on affected patients. Treatment approaches such as skin grafting or tissue engineered skin substitutes are helpful in clinical practice, but often require surgical intervention and frequently fail in the setting of complex wounds in patients with diabetes and peripheral vascular disease (PVD)^3^. These conditions produce a dysfunctional healing response, characterized by an impaired ability to regenerate a functional microvasculature through the process of angiogenesis^4^.

Cell-based therapies have been under development for decades and have demonstrated secretory, immunomodulatory, and regenerative effects on chronic wounds^5^. However, unlike in oncology, treatment of chronic wounds with autologous cells has not been successfully translated into clinical practice, let alone become part of the standard of care for complex wounds. The “workhorses” of current cell therapy approaches in regenerative medicine are mesenchymal stromal cells (MSCs) which, despite their beneficial effect on wound healing, have several disadvantages. Isolation of MSCs requires tissue biopsies or surgical interventions such as liposuction^6^, which are not indicated in the vast majority of patients presenting to wound clinics; moreover, stem cell cultivation and expansion are costly^5,7^.

Dendritic cells (DCs) are hematopoietic cells that play critical roles in regulating both innate and adaptive immune responses. Depending on their activation status, DCs can promote peripheral immune tolerance (tolerogenic DCs), thus limiting the activation of the immune system and tissue damage^8,9^. For clinical applications, DCs can be easily isolated from the peripheral blood in large quantities using established good manufacturing practice (GMP) protocols for leukaphereses^10^. Multiple clinical trials have reported beneficial effects of tolerogenic DC therapy in the treatment of autoimmune diseases, such as multiple sclerosis, rheumatoid arthritis, type 1 diabetes, Crohn’s disease, as well as transplant rejection^11–17^. In addition, Sipuleucil-T, a DC vaccine, demonstrated improved survival in patients with castration-resistant prostate cancer^18^, leading to its approval by the US Food and Drug Administration (FDA) in 2010^18,19^. Despite these major clinical advances in DC-based immunotherapy, the application of DCs for wound healing has not been investigated.

CRISPR/Cas9 gene editing has revolutionized the development of T-cell therapeutics for enhanced anti-cancer immunity in hematologic malignancies and solid tumors, demonstrating improved survival in multiple clinical trials^20–23^. In addition, gene editing approaches have been shown to improve the efficacy of MSCs for wound healing^24^. Whether CRISPR/Cas9 technology can modulate and enhance the therapeutic effect of DC immunotherapy has not been investigated so far. Here, we present a CRISPR/Cas9 based approach to enhance the therapeutic potential of DCs in order to develop an effective and translatable cell-based therapy for chronic wounds. Using single-cell RNA sequencing (scRNA-seq) of tolerogenic DCs, we identified N-myc downregulated gene 2 (*Ndrg2*), which marks a specific population of DC progenitors, as a promising target for CRISPR knockout (KO). KO of *Ndrg2* alters the transcriptomic profile of DCs, preserving an immature cell state with a strong pro-angiogenic and regenerative capacity. We further combined our in vitro engineered cells with a therapeutic hydrogel for in vivo cell delivery and developed an effective translational approach for DC therapy of chronic wounds.

## Results

### Ndrg2 expression is reduced in tolerogenic DCs

To identify potential targets for gene editing in DCs, we compared transcriptomic profiles of treatment induced tolerogenic DCs, which confer a variety of clinical benefits^11–17^ with untreated DCs. Bone marrow-derived DCs were cultivated from wild-type (WT) mice (C57/BL6) according to standard protocols^25^. Vitamin D3 (calcitriol, VD3) was used to induce tolerogenic DCs, and comparative scRNA-seq of VD3 stimulated and untreated DCs was performed (Fig. 1a, b). 

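The untreated and VD3 stimulated DCs each gave 1 droplet library of single cells (10X Genomics, 3′ chemistry), so no difference between them has a replicate check, and no p-value was computed across cells, which are not replicates of a culture. VD3 was given at 1e-06 M for 24 h from day 7 of culture. The authors deposited the number of unique molecular identifiers (UMIs) that Cell Ranger 3.1.0 counted for each gene and cell barcode, without normalization, and barcodes without a cell had already been left out. The deposited counts held 7866 barcodes with 136905324 UMIs for untreated DCs and 9794 barcodes with 124731240 UMIs for VD3 stimulated DCs. Cells with at least 300 genes, under 100000 UMIs and under 10% mitochondrial UMIs were kept. The paper's methods give the lower limit in unique transcripts, taken here as genes, and a limit of 300 UMIs was run as an alternative. The genes limit left 7257 untreated cells with a median of 15804 UMIs and 8825 VD3 stimulated cells with a median of 12089 UMIs. Cells scored as doublets were kept, since the paper names no step that removes them. The UMIs of each gene were summed over the kept cells and scaled to 1000000 UMIs of the library (CPM), and libraries were compared by the log2 ratio of their CPM. Shares of cells were computed after drawing each cell down to 2000 UMIs, because deeper cells show more genes; this left out 472 untreated and 1149 VD3 stimulated cells. All intervals are exact 95% intervals (Poisson for CPM, Clopper-Pearson for shares, conditional binomial for ratios) and cover counting error only. The median log2 ratio of VD3 stimulated against untreated DCs over 11135 genes with at least 100 UMIs in both libraries was -0.075.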

DC identity of the cells was confirmed by an expression of the characteristic DC markers *Itgax* (encoding CD11c) and *H2-Ab1* (murine MHC-II gene) (Supplementary Fig. 1a, b). 

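Itgax (ENSMUSG00000030789, chromosome 7 from 128129547 to 128150657 in GRCm38) was counted at 146 CPM (95% interval 144 to 148, 19359 UMIs) in untreated and 77.8 CPM (95% interval 76.2 to 79.4, 9060 UMIs) in VD3 stimulated DCs. After drawing cells down to the same depth, 15.8% of untreated and 9.28% of VD3 stimulated cells held an Itgax UMI. H2-Ab1 (ENSMUSG00000073421, chromosome 17 from 34257689 to 34269419) was counted at 908 CPM in untreated and 561 CPM in VD3 stimulated DCs, and 45.8% and 40.2% of the cells held its UMIs. Both genes were lower after VD3, with log2 ratios of -0.91 (95% interval -0.94 to -0.87) for Itgax and -0.70 (95% interval -0.71 to -0.68) for H2-Ab1.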

Seven transcriptionally distinct clusters were identified (Fig. 1b and Table S1). Among these, C1, C3, and C4 resembled premature BM-DCs and were characterized by high expression of *Cd34, Csf1r* (encoding CD115), *Ccr2*, and *Cx3cr1*^26^. 

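The cells of both libraries were clustered together with Seurat 5.3.0 after log-normalization to 10000 UMIs per cell, from 2000 variable genes without Ndrg2, 15 principal components, 15 neighbours and Louvain resolution 0.5. No step aligned the libraries to each other. These settings gave 15 clusters, of which 11 took over 90% of their cells from 1 library, so a cluster's share of a library was not used as a measure of its cell types. Cell types were instead compared by fixed lists of marker genes, a cell being counted when it held UMIs of at least 3 genes of a list.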

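Cells with at least 3 of 8 premature DC markers (Csf1r, Ccr2, Cx3cr1, Cd34, Lyz2, Fn1, Mmp12 and Chil3) made up 39.5% (38.3 to 40.6) of untreated and 10.4% (9.68 to 11.1) of VD3 stimulated cells. All 8 markers were lower in VD3 stimulated DCs, with a median log2 ratio of -1.48. Ccr2 (ENSMUSG00000049103, chromosome 9 from 124101950 to 124113557) fell from 318 CPM (95% interval 315 to 321, 42114 UMIs) to 0.687 CPM (95% interval 0.545 to 0.855, 80 UMIs). Csf1r (ENSMUSG00000024621, chromosome 18 from 61100598 to 61132149) was counted at 151 CPM and 114 CPM, and Cx3cr1 at 2.87 CPM and 0.970 CPM, in untreated and VD3 stimulated DCs.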

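The mature DC markers Ccr7, Fscn1, Ccl22, Il4i1, Cacnb3, Ccl5, Tmem123 and Socs2 served to count mature DC-like cells. At least 3 of them were found in 45.6% (44.4 to 46.8) of untreated and 52.0% (50.8 to 53.1) of VD3 stimulated cells at 2000 UMIs per cell. Without drawing down the depth, the shares were 65.8% and 59.2%, in the opposite order. With under 5% mitochondrial UMIs in place of 10%, the order was likewise the opposite, with 41.4% of untreated and 40.0% of VD3 stimulated cells. Ccr7 (ENSMUSG00000037944, chromosome 11 from 99144196 to 99155077) was counted at 424 CPM in untreated and 713 CPM in VD3 stimulated DCs, and Flt3 (ENSMUSG00000042817, chromosome 5 from 147330741 to 147400489) at 357 and 128 UMIs, a log2 ratio of -1.29. Of the 8 markers, 5 were higher and 3 lower after VD3.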

C0 showed a mature BM-DC expression profile characterized by *Flt3* (encoding CD135)^27^ and *Ccr7*^28,29^ (Fig. 1b, Supplementary Fig 1c). Other clusters included a proliferating cell cluster (C2) with high expression of the proliferation marker *Stmn1* (stathmin-1)^30^, C5 characterized by expression of *Tcirg1* which inhibits T-cell activation^31^, and cluster 6 which expressed *Ndrg2*. 

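Stmn1 (ENSMUSG00000028832, chromosome 4 from 134468320 to 134473843) was counted at 248 CPM in untreated and 198 CPM in VD3 stimulated DCs. Cells with at least 3 of the proliferation markers Stmn1, Mki67, Top2a, Birc5, Pclaf and Ube2c made up 16.3% (15.4 to 17.2) of untreated and 13.0% (12.3 to 13.8) of VD3 stimulated cells. Tcirg1 (ENSMUSG00000001750, chromosome 19 from 3896050 to 3907133) was counted at 77.2 CPM and 99.9 CPM, a log2 ratio of 0.37 (95% interval 0.33 to 0.41).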

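Prss34 (ENSMUSG00000056399, chromosome 17 from 25298394 to 25300165) and Mcpt8 (ENSMUSG00000022157, chromosome 14 from 56082166 to 56085273) encode serine proteases of basophils and mast cells. They were counted at 3229 and 3155 UMIs in untreated DCs and at 2931 and 2193 UMIs in VD3 stimulated DCs. At least 3 of the basophil markers Prss34, Mcpt8, Cpa3, Gata2, Ms4a2, Fcer1a and Cd200r3 were held by 22 of 6785 untreated cells drawn to 2000 UMIs and by 36 of 7676 VD3 stimulated cells, or 0.324% and 0.469%.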

The smallest cluster (C7) was a mixed cell population with expression of *Prss34* and *Mcpt8*, likely representing basophilic granulocytes that are often found as a by-product in bone marrow cultures (Fig. 1b and Supplementary Fig 1d)^32^.

**Fig. 1:**
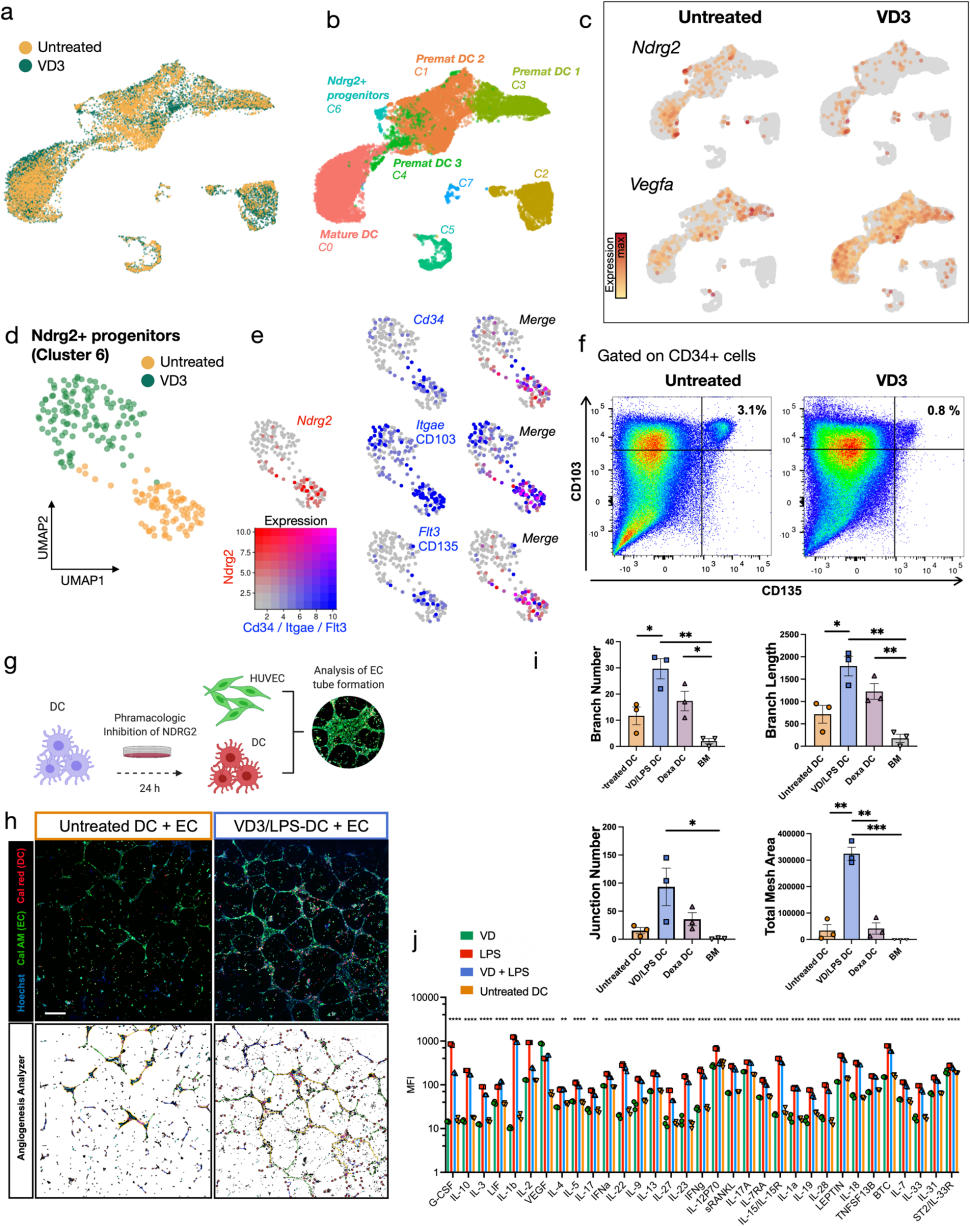
Ndrg2 inhibition in dendritic cells using vitamin D3 promotes endothelial tube formation in co-cultures. **a** Single-cell RNA sequencing (scRNA-seq) of vitamin D3 (VD3) stimulated and untreated bone marrow-derived dendritic cells (BM-DCs) (10X Genomics Chromium), cells colored by experimental group. **b** Cells colored by Seurat clusters. Premat = premature. **c** *Vegfa* and *Ndrg2* expression projected onto UMAP embedding in untreated and VD3 stimulated cells. **d** Subset of cluster 6 showing Ndrg2+ progenitor cells, colored by experimental group. **e** Expression of *Ndrg2* (red) and *Cd34*, *Itgae*, and *Flt3* (blue) projected onto UMAP embedding of cluster 6 subset. Right column shows merged expression of Ndrg2 and co-expressed genes. **f** Flow cytometry of untreated and VD3 stimulated BM-DCs, gated on CD34, CD103, and CD135. **g** Schematic of co-culture experiments using BM-DCs and human umbilical vein endothelial cells (HUVECs). **h** Endothelial tube formation after co-culture of endothelial cells together with untreated DCs or VD3 and lipopolysaccharide (LPS) stimulated DCs. DCs were stained with calcein red, ECs were stained with calcein AM (green). Cell nuclei were stained with Hoechst (blue). Scale bar: 200 µm. Bottom row shows binary images created using the Angiogenesis Analyzer. **i**, Analysis of HUVEC branch number, branch length (pixels), junction number and total mesh area (pixels), (*n* = 3 biological replicates, one-way analysis (ANOVA) with Tukey’s multiple comparisons test: *P < 0.05, **P < 0.01, ***P < 0.001. Data are presented as mean values ± SEM.). **j** Luminex multiplex ELISA showing protein expression of 33 differentially expressed proteins in cell culture media of untreated DCs and of DCs stimulated with either VD3, LPS or VD3 and LPS (one-way analysis (ANOVA) with Tukey’s multiple comparisons test: **P < 0.01, ****P < 0.0001, *n* = 3 biological replicates. Data are presented as mean values ± SEM). Source data are provided as a Source Data file.

We found that tolerogenic DCs induced by VD3 showed a downregulation of *Ndrg2*, which has previously been reported to inhibit growth factor expression, angiogenesis, and cell proliferation^33–37^. 

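Ndrg2 (ENSMUSG00000004558, chromosome 14 from 51905271 to 51914158) was counted at 4.62 CPM (95% interval 4.26 to 5.00, 613 UMIs) in untreated DCs and at 1.42 CPM (95% interval 1.21 to 1.65, 165 UMIs) in VD3 stimulated DCs, a log2 ratio of -1.71 (95% interval -1.96 to -1.46). At 2000 UMIs per cell, 0.825% (95% interval 0.624 to 1.07) of untreated and 0.365% (0.243 to 0.527) of VD3 stimulated cells held an Ndrg2 UMI. Under other cell filters, scalings and means, the log2 ratio lay between -1.83 and -1.61.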

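Vegfa (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032369) was counted at 3.64 CPM (95% interval 3.33 to 3.98, 483 UMIs) in untreated DCs and at 14.4 CPM (95% interval 13.8 to 15.1, 1681 UMIs) in VD3 stimulated DCs, a log2 ratio of 1.99 (95% interval 1.84 to 2.14). The alternative that moved this ratio most gave every cell the same weight in place of summing UMIs, and the log2 ratio was then 1.50.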

In accordance, tolerogenic DCs showed an overexpression of vascular endothelial growth factor A (*Vegfa*), indicating pro-angiogenic properties potentially associated with *Ndrg2* inhibition. Thus, we identified *Ndrg2* as an interesting target for further investigation (Fig. 1c).

### Ndrg2 marks DC progenitors

Among the untreated DCs, the strongest *Ndrg2* expression was found in cluster 6 which co-expressed the hematopoietic stem cell marker *Cd34*, and *Csf1r* (encoding CD115), as well as *Flt3* (encoding CD135) and *Clec9a* (encoding DNGR-1). This expression profile is consistent with previously defined myeloid progenitor populations, namely MDP (macrophage and dendritic cell progenitor) and CDP (common dendritic cell progenitor), for which phenotypic overlap has been described^38–40^. 

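Among the 11 clusters with at least 20 untreated cells, Ndrg2 was highest in a cluster of 76 untreated cells, in which it was counted at 88.1 CPM (95% interval 71.2 to 108) against 3.95 CPM in all other untreated cells. This cluster held 94 of the 613 Ndrg2 UMIs of the library, or 15.3% (12.6 to 18.4). Ndrg2 was not among the genes the clusters were built from. Of the co-expressed genes, Cd34 was counted at 112 CPM in the cluster and 10.2 CPM elsewhere, Flt3 at 40.3 and 2.39 CPM, and Clec9a at 108 and 1.92 CPM. All 3 ranked highest in this cluster. Csf1r was counted at 119 CPM in the cluster and 151 CPM elsewhere and ranked 5 of 11. From the co-expression of these markers, the paper reasons that the cluster holds myeloid progenitors of macrophages and DCs, and it proposes that the fall in Ndrg2 is associated with the pro-angiogenic properties of VD3 stimulated DCs.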

Interestingly, Ndrg2+ progenitors also expressed *Itage* (CD103) while being negative for *Cd8* (Fig. 1d, e; Supplementary Figs 1d, 2b).

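Itgae (ENSMUSG00000005947, chromosome 11 from 73090583 to 73147446) was counted at 373 CPM in the untreated cells of the Ndrg2 cluster and at 4.01 CPM in the other untreated cells, a log2 ratio of 6.54 (95% interval 6.35 to 6.73). Itgae and Clec9a are among the genes that define the cluster, so these ratios describe it and do not test it. Cd8a (ENSMUSG00000053977, chromosome 6 from 71373427 to 71379173) had 1 UMI among the 1066740 UMIs of the 76 cells and 28 UMIs in all other untreated cells.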

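The Ndrg2 cluster held 118 VD3 stimulated cells. Between VD3 stimulated and untreated cells of this cluster, the log2 CPM ratio of Ndrg2 was -4.27 (95% interval -5.62 to -3.17), from 7 UMIs after VD3. The ratios of Flt3 and Csf1r were -2.63 (95% interval -3.78 to -1.61) and -2.42 (95% interval -3.01 to -1.87). Those of Cd34, Itgae and Clec9a were -0.92 (95% interval -1.34 to -0.52), -0.88 (95% interval -1.10 to -0.66) and -0.59 (95% interval -0.98 to -0.20), and these genes were still counted at 58.8, 202 and 71.8 CPM in the VD3 stimulated cells of the cluster. Kit (ENSMUSG00000005672, chromosome 5 from 75574916 to 75656722) rose, with a log2 ratio of 4.40 (95% interval 3.50 to 5.47) in the cluster and 4.02 (95% interval 3.83 to 4.21) over the whole libraries, where it lay between 2.82 (mean over cells) and 4.11 under the alternatives. Over the whole libraries, the log2 ratios were -1.39 for Cd34, -0.70 for Itgae, -0.40 for Csf1r and -0.39 for Clec9a. Outside the cluster, Ndrg2 changed by a log2 ratio of -1.52 (95% interval -1.79 to -1.26).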

Compared to untreated cells, VD3 treatment almost completely abrogated the expression of *Ndrg2* and its co-expressed genes *Cd34, Csd1r, Flt3, Itgae*, and *Clec9a*, while inducing *Kit* expression (Fig. 1e, Supplementary Fig 2a, b). This was further confirmed with flow cytometry showing that 3% of all CD34+ DC progenitors in untreated cultures co-expressed Flt3 (CD135) and CD103, while this population was reduced to 0.8% after VD3 treatment (Fig. 1f).

### Ndrg2 inhibition in DCs promotes EC tube formation in co-cultures

To investigate whether inhibition of *Ndrg2* promotes pro-angiogenic behavior in DCs, we co-cultured BM-DCs with endothelial cells (ECs) and analyzed their angiogenic capacity in EC tube formation assays. *Ndrg2* was inhibited in DC monocultures according to established protocols using a combination of VD3 and lipopolysaccharide (LPS) or dexamethasone (Fig. 1g)^33^. After 24 h of treatment, DCs were co-cultured with ECs in tube formation assays. We found that Ndrg2-inhibited DCs stimulated EC tube formation in vitro, as indicated by a higher EC branch and junction number, longer branch length, and higher total mesh area compared to EC co-cultures with untreated DCs and ECs cultured in basal media (Fig. 1i and Supplementary Fig. 2c, d). The strongest angiogenic response was found in co-cultures with VD3-treated DCs (Fig. 1i, h). This was confirmed in a Luminex multiplex ELISA for 43 proteins performed on culture media of DC monocultures, which showed that DCs treated with VD3 had the highest VEGFA secretion compared to untreated DCs, DCs treated with LPS, or even DCs treated with a combination of VD3 and LPS (Fig. 1j).

Given the strong expression of *Ndrg2* in DC progenitors and the pro-angiogenic response created by pharmacologic *Ndrg2* inhibition, we hypothesized that KO of *Ndrg2* would alter the transcriptional fate and development of BM-DCs to generate cells that would improve the wound healing process. Furthermore, targeted KO of *Ndrg2* might avoid pleiotropic effects of VD3, in which unpredictable off-target or systemic effects could occur, and would also precisely interrogate whether the observed pro-angiogenic features of tolerogenic DCs were in fact due to loss of *Ndrg2* expression.

### Development of a CRISPR/Cas9 platform for KO of Ndrg2 in primary DCs

To develop an approach for CRISPR/Cas9 KO of *Ndrg2* in primary murine BM-DCs, we used nucleofection with ribonucleoprotein (Cas9-RNP) complexes assembled from Cas9 protein and single guide RNA (sgRNA) (Fig. 2a, b). This technique for CRISPR/Cas9 gene editing has recently been demonstrated to be very effective for editing primary murine and human DCs^41,42^, and has several advantages compared to previously employed lentiviral vector-based approaches^43^. To achieve the highest editing efficiency, we compared indels and KO rates after Cas9-RNP nucleofection of DCs using two sets of three sgRNAs from different manufacturers targeting the *Ndrg2* genomic locus, as well as different numbers of cells per reaction and different RNP concentrations (Supplementary Fig. 3a, Table S2). After optimization, using GFP-fused Cas9 protein (dCas9-GFP) and flow cytometry, we confirmed a >90% transfection efficiency of DCs with our approach (Fig. 2c). Sanger sequencing and the Interference of CRISPR Editing (ICE) tool (Synthego) were used to compute indel and KO rates, which were 91% resp. 88% using a triple-guide RNP approach (Fig. 2d, Supplementary Fig. 3a, “Methods”). We also performed immunocytochemical staining of CRISPR-edited (Ndrg2-KO) and control (untreated) DCs in vitro and observed a significant reduction in Ndrg2 protein expression (Fig. 2e). Single-cell RNA-seq of Ndrg2-KO and control DCs showed that the edited cells retained their DC identify and express common DC markers such as *Ptprc* (encoding CD45), *Itgax* (encoding CD11c), and *H2-Ab1* (encoding MHCII) (Supplementary Fig. 3b)^44^.

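Ptprc (ENSMUSG00000026395, chromosome 1 from 138062861 to 138175708) was counted at 220.5 CPM in Ndrg2-KO DCs and 236 CPM in untreated DCs, a log2 ratio of -0.097 (95% interval -0.12 to -0.074). Its sign changed with the processing, to 0.23 with under 5% mitochondrial UMIs and to 0.036 with every cell weighing the same. Itgax reached 263 CPM in Ndrg2-KO DCs, a log2 ratio of 0.85 (95% interval 0.82 to 0.87) against untreated DCs. H2-Ab1 was at 487 CPM, a log2 ratio of -0.90 (95% interval -0.91 to -0.89). At the same depth, UMIs of Ptprc, Itgax and H2-Ab1 were held by 33.5%, 31.6% and 40.0% of Ndrg2-KO cells.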

**Fig. 2:**
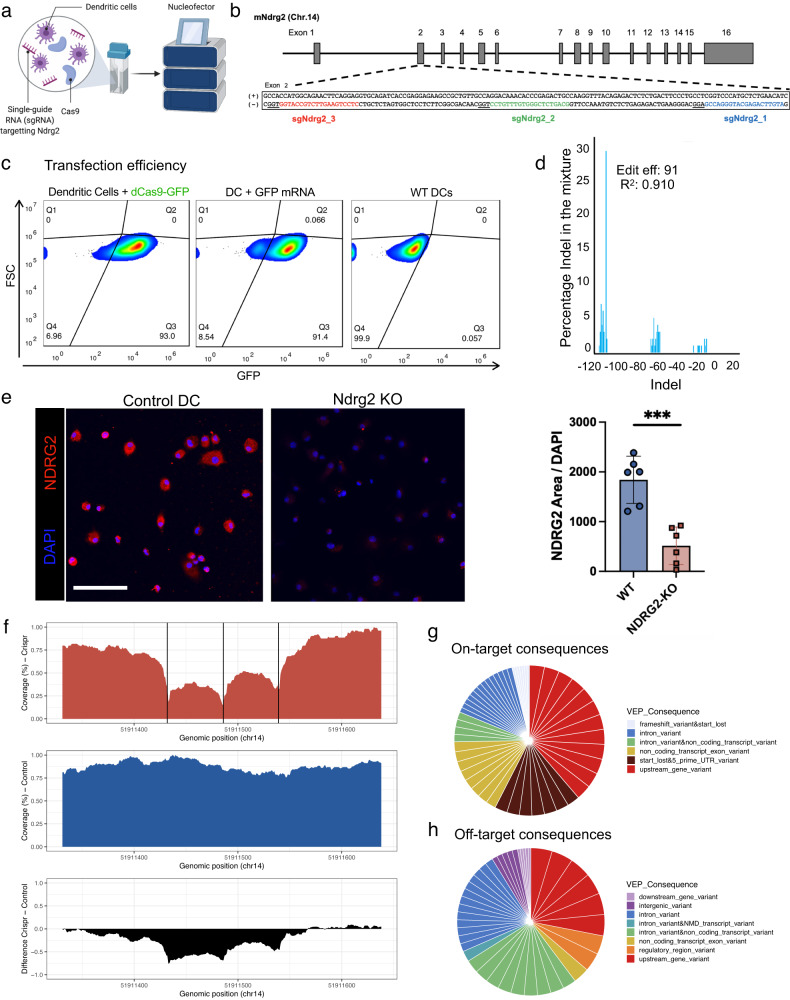
Development of a CRISPR/Cas9 platform for knockout of Ndrg2 in primary dendritic cells. **a** Schematic for Cas9 ribonucleoprotein (RNP) nucleofection of primary dendritic cells (DCs). **b** Schematic of the Ndrg2 gene. Gray rectangles indicate exon regions. The sequences of the 3 single-guide RNAs (sgRNAs) targeting Ndrg2 (Ndrg2_1, Ndrg2_2, Ndrg2_3) are indicated in red, blue, and green. **c** Flow cytometry of untreated (wild-type, WT) DCs (negative control), DCs transfected with green fluorescent protein (GFP)-fused deactivated Cas9 (dCas9-GFP), and GFP-mRNA (positive control), indicating a high (93%) transfection efficiency of primary DCs with Cas9 protein. **d** Percentage of indels per given fragment size after Cas9 nucleofection of DCs. **e** Immunofluorescent staining for Ndrg2 in control and CRISPR-edited (Ndrg2-KO) cells (Student’s *t-*test, unpaired and two-tailed: ***P = 0.0003, *n* = 6 biological replicates. Data are presented as mean values ± SEM.) Scale bar: 100 µm. **f** Coverage and reads generated by ultra-deep whole genome sequencing (100X) at the Ndrg2 on-target site for CRISPR-edited (red) and wild-type (blue) DCs. The difference in coverage between the groups is denoted in black. Vertical black lines indicate the 3 sgRNA cut sites. **g** Circle plots indicating different groups of on-target and **h** off-target consequences in CRISPR-edited cells (legend). White lines indicate the numbers of different consequences per group. Source data are provided as a Source Data file.

### Gene editing with Cas9-RNP causes no observable off-target effects

To analyze specific mutations introduced by CRISPR gene editing in DCs at the target site as well as potential off-target effects, we performed whole genome sequencing (WGS) with an ultrahigh depth (~100X coverage) of CRISPR-edited DCs using our triple-guide RNP approach (Fig. 2f). Wild-type DCs were analyzed as controls. A variety of different on-target effects were identified, the most common of which were upstream gene variants, followed by 5′ UTR variants (Fig. 2g). The Cas-OFFinder algorithm which allows for unbiased extensive mutation searching, was used to identify potential off-target sites. Importantly, indels were not detected within 15 base pairs (bp) up- and downstream of the sites predicted by Cas-OFFinder^45^. When each site was broadened to 200 bp up- and downstream, indels in 14 sites were identified (Fig. 2h, Table S3). By manual inspection of these loci, we found that only 7 loci showed indels that occurred only in the Ndrg2-KO group and not in the control group. After identifying the most likely off-target sites, we further aligned the sequence between the predicted Cas-OFFinder cut sites and the three sgRNA sequences targeting *Ndrg2*. Among the three sites that showed the highest alignment, we only identified a protospacer adjacent motive (PAM) in two of the sites. All other predicted off-target sites did not show similarity to the sgRNA sequences and therefore are unlikely true off-target sites (Supplementary Fig. 3c, d). This set of analyses confirmed that the designed guide RNAs and the use of RNP in DCs cells produced negligible to no observable off-target effects.

### Ndrg2-KO prevents DC maturation and induces regenerative gene expression profiles

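The Ndrg2-KO DCs gave 1 library, counted by the authors in the same way as those of untreated and VD3 stimulated DCs. It held 9132 barcodes with 162369979 UMIs, and 7969 cells with 143627482 UMIs and a median of 16316 UMIs passed the filters. Drawing cells down to a common depth left out 134 of them. The edited cells were nucleofected and the untreated cells were not, and no library of DCs nucleofected with non-targeting guides was analysed here, so the effects of nucleofection and of the loss of Ndrg2 cannot be told apart in this comparison. The median log2 ratio over all genes was -0.063 against untreated and -0.01 against VD3 stimulated DCs. On counts simulated for the comparison with untreated DCs, with 200 of 14370 genes changed by known amounts, the 95% intervals held the true ratio of 94.5% of the changed genes. These counts varied by counting error only, so this checks the computation and not the variation between cells or libraries.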

To assess the impact of Ndrg2-KO on the transcriptional fate of DCs, we performed scRNA-seq of CRISPR-edited DCs and compared their transcriptomic profiles with those of untreated DCs and DCs treated with VD3 (Fig. 1a). A total of 23,871 cells were analyzed (Fig. 3a). 

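The filters kept 24051 cells over the 3 DC libraries. Clustered together, these cells fell into 16 clusters, 11 of which took over 90% of their cells from 1 library. RNA velocity needs spliced and unspliced reads apart and was not analysed here.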

We employed RNA velocity analysis using dynamical modeling with the scVelo package to determine changes in DC differentiation in response to Ndrg2-KO^46^. A differentiation stream was identified originating from the Ndrg2+ progenitors (cluster 9) that progressed through clusters 1 and 3 and ended in cluster 0 (Fig. 3a, b and Table S4). 

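At 2000 UMIs per cell, 72.8% (71.8 to 73.8) of Ndrg2-KO cells held at least 3 of the 8 premature DC markers, and 33.9% (32.9 to 35.0) held at least 3 of the 8 mature DC markers. Unthinned, the mature share of Ndrg2-KO cells was 80.9%, the highest of the 3 libraries, whereas at the common depth it was the lowest. Against untreated DCs, 6 premature markers were higher and 2 lower in Ndrg2-KO DCs, with a median log2 ratio of 1.13. The rise did not extend to a list of 8 progenitor genes (Cd34, Kit, Csf1r, Flt3, Mpo, Ctsg, Elane and Prtn3). Of these, only Csf1r was higher and 7 were lower, with a median of -3.07. Cd34 and Csf1r are on both lists. Ccr2 was at 548 CPM (log2 ratio 0.79) and Cx3cr1 at 11.8 CPM (2.04). Of the mature markers, 1 was higher and 7 were lower, with a median of -0.90. None of 10000 random lists of 8 genes with similar counts had a median as low. Ccr7 was at 211 CPM (log2 ratio -1.01) and Flt3 at 0.794 CPM (-1.76).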

Most Ndrg2-KO cells were found in cluster 1, which was characterized as a premature DC cluster with strong expression of *Csf1r*, *Ccr2*, and *Cx3cr1* (Supplementary Fig. 5a)^26^, whereas control and VD3-treated cells mostly localized to cluster 0, which was identified as a mature cluster with strong expression of *Ccr7*, *Flt3, Cd80, and Cd83* (Fig. 3c, Supplementary Fig. 5c)^27–29^. 

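Nr4a3 (ENSMUSG00000028341, chromosome 4 from 48045153 to 48086447) was counted at 94.9 CPM in untreated, 68.7 CPM in VD3 stimulated and 101 CPM (95% interval 99.3 to 103, 14501 UMIs) in Ndrg2-KO DCs. The log2 ratio of Ndrg2-KO against untreated DCs was 0.089 (95% interval 0.054 to 0.12).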

Cluster 3 was identified as a smaller mature cluster which mostly contained Ndrg2-KO cells and strongly expressed *Nr4a3* (Supplementary Fig. 5d). 

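S100a9 (ENSMUSG00000056071, chromosome 3 from 90692632 to 90695721) was counted at 2031 CPM in untreated, 2337 CPM in VD3 stimulated and 136 CPM in Ndrg2-KO DCs. At least 3 of the granulocyte or monocyte markers S100a8, S100a9, Lcn2, Ly6c2, Ngp, Camp and Slpi were held by 12.3% (11.5 to 13.1), 11.0% (10.3 to 11.7) and 1.48% (1.22 to 1.77) of the cells of these libraries.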

Clusters 2, 7, and 8 were identified as premature clusters that mostly contained control and VD3-treated cells and expressed *Cx3cr1* and *Csf1r* (cluster 7) as well as *S100a9* (clusters 2 and 8) and *Stamn1* (cluster 8) (Supplementary Fig. 5a, e). Cluster 4 contained the *Stmn1* expressing proliferating cells mostly from the VD treated group, that had been identified in Fig. 1b (Supplementary Fig. 5e). 

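Stmn1 was at 195 CPM in Ndrg2-KO DCs, and 9.07% (8.45 to 9.73) of these cells held at least 3 of the 6 proliferation markers at the common depth, the lowest share of the 3 libraries. All 6 markers were lower in Ndrg2-KO than in untreated DCs, with a median log2 ratio of -0.92. In the clustering of all DCs, 3 clusters were named as proliferating. The largest, of shallow cells, held 68.4% VD3 stimulated cells. Another held 1684 untreated cells among 1828, and the last held 1070 Ndrg2-KO cells among 1072.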

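No UMI of Prss34 or Mcpt8 was counted among the 143627482 UMIs of Ndrg2-KO DCs, so with a count of 0 set to 3 they were at least 1166-fold and at least 1139-fold lower than in untreated DCs. None of 7835 Ndrg2-KO cells drawn to 2000 UMIs held 3 or more of the 7 basophil markers, where the upper end of the 95% interval is 0.0471%.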

Cluster 11 represented a very small cluster of mixed cells as a by-product of the bone marrow cultures.

**Fig. 3:**
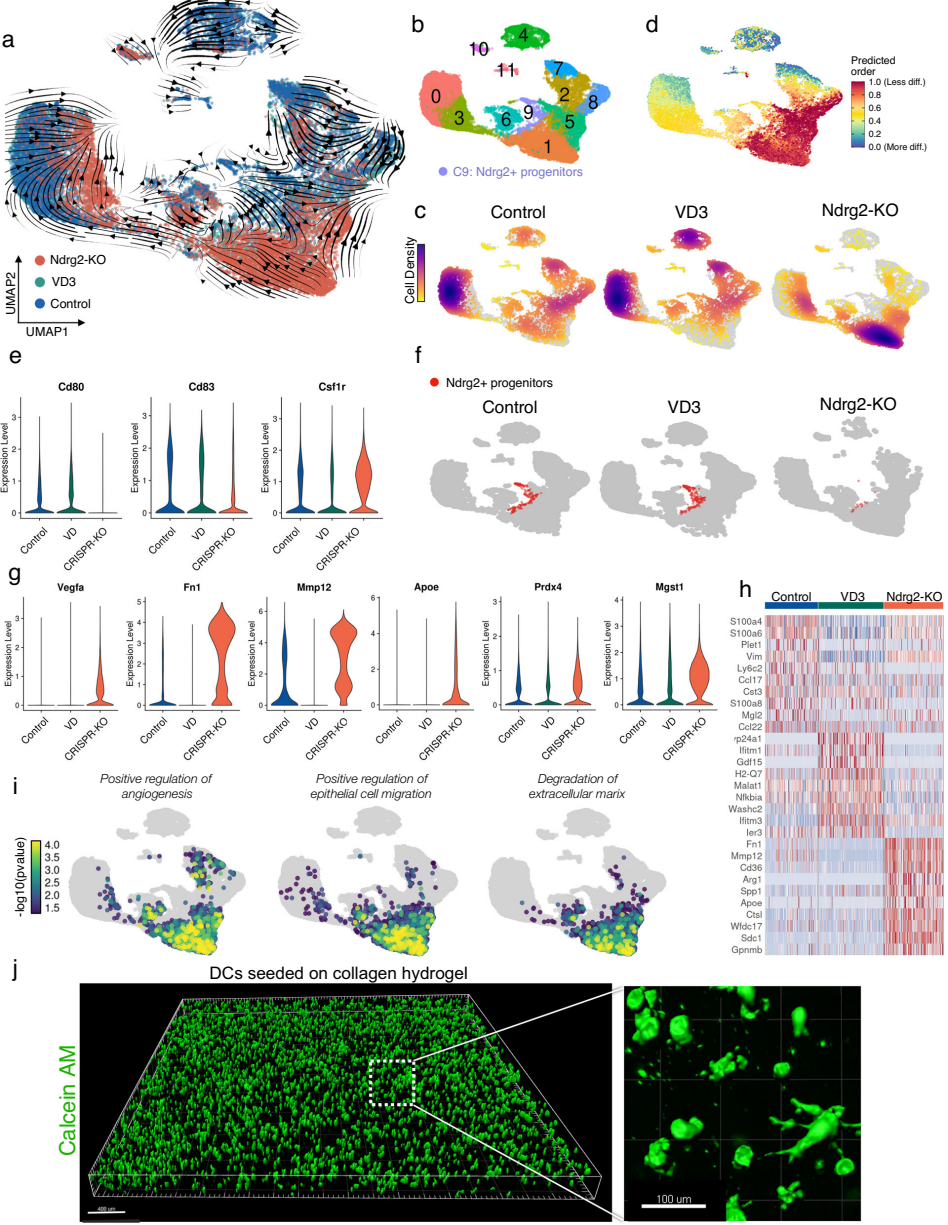
Ndrg2-knockout prevents dendritic cells maturation and induces regenerative gene expression profiles. **a** UMAP embedding of single-cell RNA sequencing (scRNA-seq) data from Ndrg2-KO dendritic cells (DCs), vitamin D3 (VD3) stimulated DCs, and untreated cells. RNA velocity stream vectors computed with scVelo are projected onto the embedding. Cells colored by experimental group (23,871 cells). **b** Cells colored by Seurat cluster. Cluster 9 represents Ndrg2+ progenitor cells. **c** UMAP embedding split by experimental condition, and cells colored by cell density. In each plot, cells of the indicated condition are colored in yellow/violet and cells of the other two conditions are colored in gray. **d** UMAP embedding colored by CytoTRACE score indicating cell differentiation states; diff. = differentiated. **e** Violin plots of DC maturation markers. **f** UMAP embedding split by experimental condition. Ndrg2+ progenitor cells (cluster 9) colored in red. **g** Violin plots of wound healing-related markers. **h** Heatmap of the top 10 differentially expressed genes per cluster, sorted by average log fold-change and ordered by experimental condition. **i** Overrepresentation analysis (ORA) of the indicated gene sets (GO-BP) projected on the UMAP embedding. **j** Ndrg2-KO cells seeded on collagen-pullulan hydrogels stained with calcein AM. 3D reconstruction of stacked confocal microscopy images. Scale bars: 400 µm in overview, 100 µm in magnified image.

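CytoTRACE ranks cells by the number of genes they express, and its score was not computed here. The median number of genes detected in a cell drawn to 2000 UMIs was 933 (95% interval 931 to 935) in Ndrg2-KO DCs, 918 (911 to 924) in untreated DCs and 876 (873 to 879) in VD3 stimulated DCs. At the full depth of each cell, the medians were 3625, 3297 and 2808.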

Using CytoTRACE, we compared the relative differentiation states of individual cells based on the distribution of unique mRNA transcripts and found that cluster 1, which mostly contained Ndrg2-KO cells, was among the least differentiated clusters, whereas cluster 0, which contained mostly VD3-treated and untreated cells, showed more advanced differentiation states (Fig. 3d)^47^. In accordance, KO of *Ndrg2* led to a downregulation of the DC maturation markers *Cd80* and *Cd83* and an upregulation of *Csf1r*, which marks premature DCs (Fig. 3e). Hence, our findings indicate that *Ndrg2* is highly expressed in DC progenitor cells and promotes DC differentiation toward mature phenotypes. In addition to a reduction of global *Ndrg2* expression (Supplementary Fig. 4a), Ndrg2-KO using our Cas9-RNP approach almost eliminated cluster 9, which contained the Ndrg2+ progenitors and thereby halted DC maturation, preserving a premature DC state (Fig. 3f). These engineered premature DCs exhibited an even stronger *Vegfa* expression than DCs treated with VD3, and in addition exhibited an upregulation of extracellular matrix-associated genes that promote wound healing, such as *Fn1* (fibronectin-1) and *Mmp12* (matrix metalloproteinase-12), as well as the anti-oxidative genes *Prdx4* and *Mgst1* (Fig. 3g and Supplementary Fig. 4b). By contrast, control DCs highly expressed pro-inflammatory markers, such as *S100a6* and *S100a4* (Fig. 3h)^37^.

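Cd80 (ENSMUSG00000075122, chromosome 16 from 38455561 to 38496335) was counted at 58.0 CPM in untreated and 17.1 CPM in Ndrg2-KO DCs, a log2 ratio of -1.76 (95% interval -1.82 to -1.69). Cd83 (ENSMUSG00000015396, chromosome 13 from 43784775 to 43803132) was at 169 CPM and 81.0 CPM, a log2 ratio of -1.06 (95% interval -1.09 to -1.03). In VD3 stimulated DCs, Cd80 and Cd83 were at 91.7 CPM and 205 CPM. Csf1r reached 220.5 CPM in Ndrg2-KO DCs, a log2 ratio of 0.55 (95% interval 0.52 to 0.58) against untreated DCs. With under 5% mitochondrial UMIs, the log2 ratio of Csf1r was 1.13, the furthest from this value among the alternatives. From these changes and the differentiation scores of the clusters, the paper concludes that Ndrg2 promotes the differentiation of DCs toward mature phenotypes.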

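Ndrg2 was counted at 0.884 CPM (95% interval 0.737 to 1.05, 127 UMIs) in Ndrg2-KO DCs, a log2 ratio of -2.39 (95% interval -2.67 to -2.11) against untreated DCs, and 0.204% of the cells held an Ndrg2 UMI at the common depth. The library counts the 3′ ends of transcripts, so a transcript with an indel near the start of its coding sequence is still counted unless it is degraded. At least 3 of the 10 other markers of the Ndrg2 cluster (Itgae, Tcea3, Kmo, Tespa1, Kctd14, Havcr2, Klrb1b, Clec9a, Dmpk and Rtn1, from Table S1) were held by 0.766% (0.573 to 1.00) of untreated, 0.378% (0.253 to 0.542) of VD3 stimulated and 0.0128% (0.000323 to 0.0711) of Ndrg2-KO cells. The Ndrg2-KO share comes from 1 of 7835 cells. Over the whole Ndrg2-KO library, 8 of the 10 markers were lower than in untreated DCs and 2 higher (median log2 ratio -2.91). The higher ones were Clec9a, at 10.5 CPM against 2.78 CPM in untreated DCs, and Havcr2, with a log2 ratio of 1.95. Itgae fell from 6.98 to 0.355 CPM.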

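Vegfa was counted at 84.8 CPM (95% interval 83.3 to 86.3, 12182 UMIs) in Ndrg2-KO DCs, a log2 ratio of 4.54 (95% interval 4.41 to 4.68) against untreated and 2.55 (95% interval 2.48 to 2.63) against VD3 stimulated DCs. UMIs of Vegfa were held by 15.3% of Ndrg2-KO, 2.70% of VD3 stimulated and 0.899% of untreated cells at 2000 UMIs per cell. Against untreated DCs, the log2 ratio of Fn1 (ENSMUSG00000026193, chromosome 1 from 71585520 to 71653200) was 2.79 (95% interval 2.78 to 2.81) and that of Mmp12 (ENSMUSG00000049723, chromosome 9 from 7344381 to 7369499) was 1.93 (95% interval 1.92 to 1.93). Prdx4 (ENSMUSG00000025289, chromosome X from 155323918 to 155340754) and Mgst1 (ENSMUSG00000008540, chromosome 6 from 138140316 to 138156755) rose less, with log2 ratios of 0.56 (95% interval 0.52 to 0.60) and 1.03 (95% interval 1.00 to 1.06). Among the 11131 genes with at least 200 UMIs in either library, the 5 largest rises included those of Col24a1, Cfap161, Tie1 and Arg1. Arg1 (ENSMUSG00000019987, chromosome 10 from 24915221 to 24927484) rose from 666 to 109113 UMIs, a log2 ratio of 7.24 (95% interval 7.13 to 7.35). The 5 largest falls were those of Prss34, Mcpt8, Ctla2a, Igkc and Dmpk.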

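S100a6 (ENSMUSG00000001025, chromosome 3 from 90612882 to 90624181) was counted at 1860.0 CPM in untreated, 748 CPM in VD3 stimulated and 1404 CPM in Ndrg2-KO DCs. S100a4 (ENSMUSG00000001020, chromosome 3 from 90603771 to 90606045) was counted at 1521, 382 and 756 CPM. Between Ndrg2-KO and untreated DCs, the log2 ratios were -0.41 for S100a6 and -1.01 for S100a4. Of 10 further inflammatory genes (Il1b, Il1a, Cxcl2, Cxcl3, Ccl3, Ccl4, Ptgs2, Tnf, S100a8 and Inhba), 4 were higher and 6 lower in Ndrg2-KO DCs, with a median log2 ratio of -0.29.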

To investigate differential regulation of cellular signaling pathways between our conditions, we then used GeneTrail 3, a computational pipeline for over-representation analysis (ORA) of specific gene sets on a single-cell level, and found a significant upregulation of pathways related to angiogenesis, epithelial cell migration, and degradation of the ECM in Ndrg2-KO cells, indicating a beneficial impact on wound healing (Fig. 3i)^48^.

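Of the 14 sites with indels in Table S3, those listed for Amy1, Minar1, Sema5a and Ftsj1 lie in an intron of Amy1 at position 113572900 of chromosome 3, in an intron of Minar1 at position 89597121 of chromosome 9, in an intron of Sema5a at position 32342480 of chromosome 15, and on chromosome X at position 8236875, which is 1793 bases outside Ftsj1 (GRCm38, GENCODE M21). The deposited counts list Minar1 by its older symbol AF529169 (ENSMUSG00000039313). Over the 3 libraries, Sema5a had 1 UMI, in 1 of 24051 cells. Minar1 had 44 UMIs in 42 cells, or 0.175% (95% interval 0.126 to 0.236). Of these cells, 6 were untreated, 1 was VD3 stimulated and 35 were Ndrg2-KO cells, 0.439% (0.306 to 0.610) of that library. Ftsj1 UMIs were held by 7.60% (7.26 to 7.94) of all cells, by 8.68% of untreated, 6.38% of VD3 stimulated and 7.96% of Ndrg2-KO cells. With under 5% mitochondrial UMIs, which kept 8465 cells, this share was 5.00%. Amy1 UMIs were held by 13 cells, 0.0541% (0.0288 to 0.0924). No cell type that should lack these genes was set as a background, and the shares are not drawn to a common depth. With 1 library per group, no difference between the groups was tested.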

When analyzing the expression levels of genes located at the aforementioned potential off-target sites, *Amy1*, *Ftsj1, Sema5a*, and *Minar1* (Table S3), no detectable expression among all groups was found for *Sema5a* and *Minar1*. *Ftsj1* and *Amy1* were expressed at very low levels in less than 6% resp. 0.06% of all cells without significant differences, confirming that our approach for gene editing is highly specific and does not cause significant off-target effects (Supplementary Fig. 3c).

### Hydrogel delivery of Ndrg2-KO DCs promotes healing of non-diabetic wounds

Having developed and characterized our approach for gene editing to specifically induce regenerative gene expression profiles in DCs, we then tested the suitability of these cells for application in a cell-based therapy for wound healing. The effectiveness and biocompatibility of hydrogels for cell delivery has been shown in murine and porcine wound models in combination with multiple cell types^5,49–53^. We seeded engineered DCs into a previously developed pullulan-collagen hydrogel to facilitate effective cell delivery onto the wound bed^49,53^. High viability and uniform distribution within the hydrogel were confirmed using calcein AM staining of live cells cultured on these hydrogels over the course of 21 days (Fig. 3j, Supplementary Fig. 6).

To determine the therapeutic potential of Ndrg2-KO-DCs, we treated splinted full-thickness excisional wounds in wild-type mice (C57BL6) with hydrogels seeded with either control DCs or Ndrg2-KO DCs. For controls, we subjected DCs to the same Cas9-RNP protocol, using 3 non-targeting sgRNAs to account for any potential effect of the Cas9-RNP or the nucleofection itself on wound healing. Hydrogels were placed onto the wound bed immediately after cell seeding. We also analyzed a second control group of wounds treated with blank, unseeded hydrogels (Fig. 4a). Wounds treated with our engineered Ndrg2-KO DCs healed significantly faster and were completely re-epithelialized by day 11, five days faster than in either control group (Fig. 4b–d). Histologically, healed wounds treated with Ndrg2-KO-DCs showed a fully regenerated epithelium and a thicker dermis compared to wounds treated with control DCs or blank hydrogels (Fig. 4c–e). Immunofluorescent staining for CD31 revealed a significantly stronger vascularization of healed wound tissue treated with engineered DCs compared to healed wound tissue from the control groups, confirming that the engineered DCs promoted angiogenesis and accelerated wound healing (Fig. 4f).

**Fig. 4:**
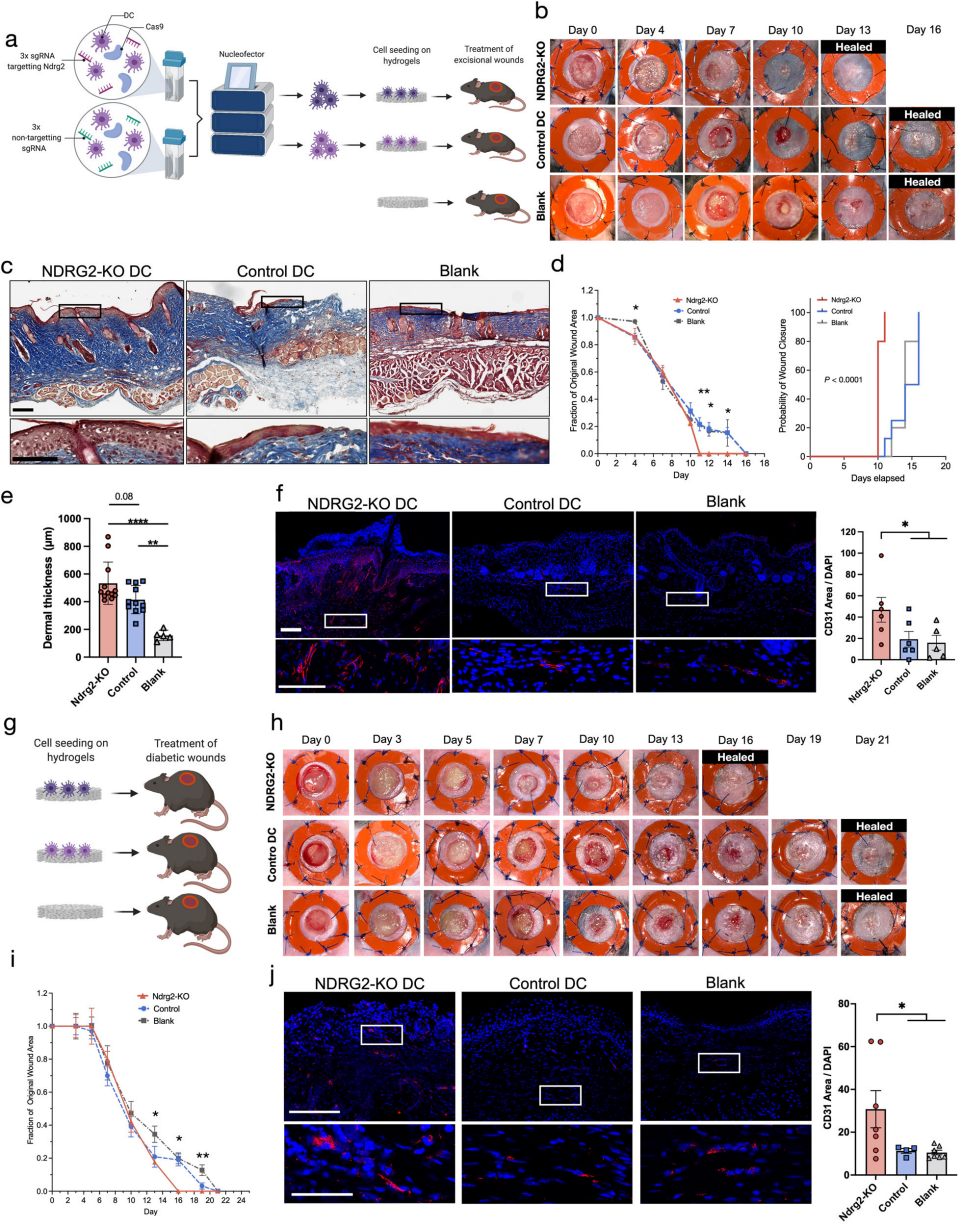
Hydrogel delivery of Ndrg2-KO dendritic cells promotes healing of diabetic and non-diabetic wounds. **a** Schematic of cell seeding experiments on excisional wounds in wild-type mice (*n* = 5 per group). **b** Wounds treated with Ndrg2-KO dendritic cells (DCs) healed significantly faster and were completely re-epithelialized on day 11, 5 days faster than wounds treated with control DCs (nucleofection with 3 non-targeting sgRNAs) or blank hydrogels. **c** Masson’s trichrome staining of explanted wound tissue (day 16) of the three groups. Zoomed-in panels show the regenerated epidermis. **d** Left: Relative wound area over time (Two-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test: Day 4: *P < 0.05, day 11: **P < 0.01, day 12: *P < 0.05, day 14: *P < 0.05, Ndrg2-KO: *n* = 8 biological replicates, Control: *n* = 8 biological replicates, Blank: *n* = 10 biological replicates. Data are presented as mean values ± SEM.), Right: Probability of wound closure in the three groups (reverse Kaplan–Meier estimate, ****P < 0.0001, *n* = 5 biological replicates per group). **e** Comparison of dermal thickness of wound tissue from the three experimental groups. One-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test: ****P < 0.0001, **P = 0.02, *n* = 12 biological replicates for Ndrg2-KO, *n* = 11 biological replicates for Control, n = 5 biological replicates for Blank. Data are presented as mean values ± SEM. **f** Immunofluorescent staining, and quantification of wound tissue for CD31 marking blood vessels. One-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test: *P < 0.05, Ndrg2-KO: *n* = 5 biological replicates, Control: n = 10 biological replicates, Blank: *n* = 8 biological replicates. Data are presented as mean values ± SEM. Scale bars: 200 µm in overview, 100 µm in magnified images. **g** Schematic of cell seeding experiments on excisional wounds in diabetic mice. **h** Wounds treated with Ndrg2-KO DCs healed significantly faster and were epithelialized on day 16, 5 days faster than wounds treated with control DCs or blank hydrogels. **i** Relative wound area over time in diabetic wounds. Two-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test: Day 13: *P < 0.05, day 16: *P = 0.05, day 19: **P = 0.01, *n* = 5 biological replicates per group. Data are presented as mean values ± SEM. **j** Immunofluorescent staining, and quantification of diabetic wound tissue (day 21) for CD31. One-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test: *P < 0.05, *n* = 7 biological replicates for Ndrg2-KO, *n* = 4 biological replicates for Control, *n* = 7 biological replicates for Blank. Scale bars: 200 µm in overview, 100 µm in magnified images. Data are presented as mean values ± SEM. Source data are provided as a Source Data file.

### Hydrogel delivery of Ndrg2-KO DCs promotes healing of diabetic wounds

We then investigated whether our DC therapy might also be beneficial for chronic wounds with impaired healing potential, such as in diabetes mellitus. Therefore, we treated excisional wounds in db/db mice with either Ndrg2-KO-DCs, control DCs (nucleofection with 3 non-targeting sgRNAs), or blank hydrogels (*n* = 5 per group, Fig. 4g). The db/db mice have a homozygous mutation in the leptin receptor gene (Lepr), resulting in morbid obesity, chronic hyperglycemia, and pancreatic beta cell atrophy. It has been shown that excisional wounds in db/db mice show a significant delay in wound closure, decreased granulation tissue formation, severely impaired vascularization, and reduced cell proliferation compared to wounds in WT and other diabetic mouse strains^54^. In accordance with our findings in WT mice, Ndrg2-KO DCs significantly accelerated wound healing in db/db mice, leading to complete re-epithelialization by day 16, five days earlier than in the control groups (Fig. 4h, i, Supplementary Fig. 7a, b) and similar to what we had observed in WT mice. The engineered DCs also promoted angiogenesis, similar to the effects seen in the WT mouse experiments, significantly improving vascularization of diabetic wound tissue compared to control DCs and unseeded hydrogels (Fig. 4j). Additionally, we utilized immunofluorescent staining to confirm that *Ndrg2* expression was not significantly different between unwounded skin and wound tissue explanted 3 days after wounding in wild-type (WT) and diabetic mice, demonstrating that ectopic expression of *Ndrg2* within the wound bed did not influence our findings (Supplementary Fig. 7c).

### Ndrg2-KO DCs target wound fibroblasts via growth factor signaling

We next aimed to further elucidate the molecular mechanisms underlying the accelerated wound healing and increased neovascularization in response to engineered DC therapy. To interrogate how the transplanted DCs interact with different cell types of the wound healing environment and affect their individual transcriptional signatures, we performed scRNA-seq of wound tissue treated with Ndrg2-KO-DCs, control DCs, or blank hydrogels (Fig. 5a). 

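Wound tissue of each of the 3 treatments gave 1 library of single cells, and the paper gives 5 mice per group on day 10, which the files do not tell apart. The authors deposited UMI counts per gene and barcode, made by Cell Ranger 6.0.0 according to the headers of these files, again without normalization. They held 2711 barcodes with 32639817 UMIs for control DCs, 7538 barcodes with 56216477 UMIs for Ndrg2-KO DCs and 4027 barcodes with 38354663 UMIs for blank hydrogels. The filters used for the DC libraries kept 1948, 5681 and 3403 cells, with medians of 10795, 4415 and 5603 UMIs. Cells were clustered over the 3 libraries together as the DCs were, and a cluster was named after a cell type, as fibroblast-like for example, when it held at least 3 markers of a fixed list at 2-fold or more over the other cells. Shares of cells were computed at 1000 UMIs per cell. The main comparison is that of wounds with Ndrg2-KO DCs against wounds with control DCs. According to the paper, control DCs for wounds went through nucleofection with non-targeting guides, while the deposited labels call the DCs of this library untreated, so it stays open whether this comparison controls for nucleofection. Wounds with blank hydrogels stand beside it as a second reference, and their comparison with control DC wounds shows how far 2 libraries differ without edited DCs. Over all genes, the median log2 ratio in fibroblast-like cells was 0.097.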

Tissue was explanted from a second batch of mice (*n* = 5 per group) on day 10 after wounding, when the wound healing curves of the different groups began to diverge (Fig. 4d), indicating critical differences in wound biology. We performed scRNA-seq on 10,612 cells across the three conditions, which were identified as fibroblasts, myeloid cells, neutrophils, lymphoid cells, and erythrocytes (Fig. 5b, c). 

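The filters kept 11032 wound cells. Of these, 4904 were neutrophil-like, 3560 myeloid-like, 1325 fibroblast-like, 549 lymphoid-like and 75 erythroid-like. Other clusters resembled mast cells, wound DCs, keratinocytes and endothelial cells. Wounds with control DCs, Ndrg2-KO DCs and blank hydrogels gave 483, 501 and 341 fibroblast-like cells, or 24.8%, 8.82% and 10.0% of the library. They gave 458, 2895 and 1551 neutrophil-like cells, or 23.5%, 51.0% and 45.6%. A library is a single draw of cells from dissociated tissue, so these shares have no replicate check. The deposited series text speaks of GFP-sorted circulating cells in wounds of parabiosed mice, whereas the paper describes whole wound tissue. The counted features included eGFP, with 0, 1 and 0 UMIs over all barcodes of wounds with control DCs, Ndrg2-KO DCs and blank hydrogels. With the fibroblast-like, keratinocyte-like and endothelial-like cells found, this argues against a sort for GFP-positive circulating cells in these libraries. Whether cells were sorted in another way before these shares arose stays open.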

Fibroblasts had the highest number of differentially expressed genes (DEGs, FC > 0.5, *p* < 0.05) between the groups among all cell types, indicating that our engineered DC therapy had the strongest impact on fibroblast gene expression within the wound bed (Fig. 5d, e, Supplementary Fig. 8a). 

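A number of changed genes rests on tests across cells, which take cells of 1 library as replicates, and grows with the number and depth of the cells. The spread of the log2 CPM ratios over genes was therefore compared between cell types, with every cell type and library drawn down to 907651 UMIs and genes with at least 50 UMIs in the 2 sums together. For Ndrg2-KO DC against control DC wounds, the SD of the log2 ratios was 0.572 in fibroblast-like, 0.522 in myeloid-like, 0.577 in neutrophil-like and 0.798 in lymphoid-like cells. Counting alone gave 0.282 in fibroblast-like cells. For blank against control DC wounds, which share no edited DCs, the SD was 0.429, 0.422, 0.513 and 0.648 in the same order. With the interquartile range in place of the SD, the order changed, and neutrophil-like cells had the widest range at 0.641 against 0.584 in fibroblast-like cells.

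**Figure D1:**
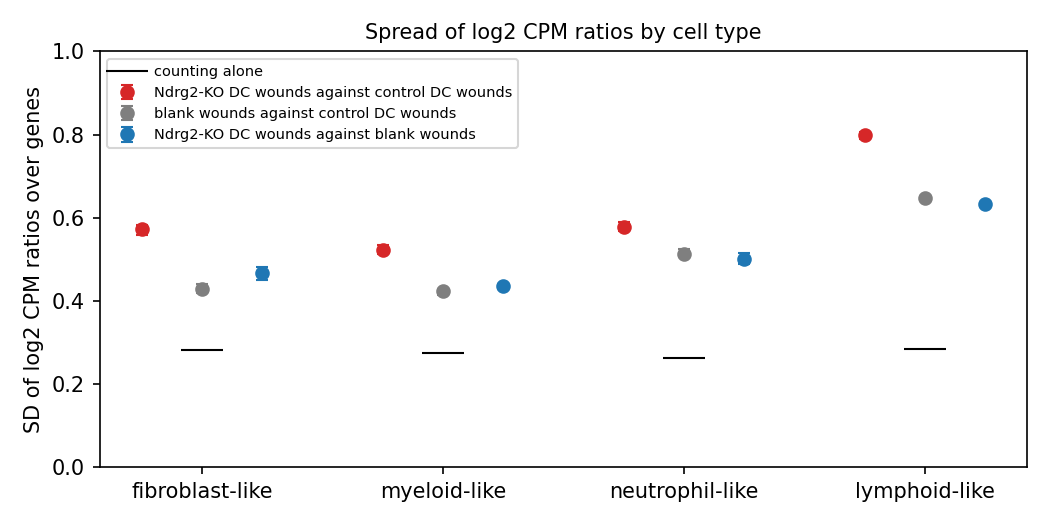
SD over genes of the log2 CPM ratio between 2 wound libraries, by cell type. Points are means over 20 draws, with bars over the central 95% of the draws, and black dashes show the SD from counting alone. Lymphoid-like cells lie highest in each comparison.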

Several genes that have been shown to be critically involved in wound healing were among the most differentially expressed genes in fibroblasts. *Ngfr*, the receptor for nerve growth factor, which has been shown to promote cell proliferation, angiogenesis, and wound healing, was almost exclusively expressed in fibroblasts from wounds treated with Ndrg2-KO DCs.(Fig. 5f, g)^55^. Moreover, treatment with Ndrg2-KO DCs strongly upregulated the expression of *Lgals1* (encoding galectin-1) in fibroblasts, which promotes wound healing in diabetic and non-diabetic wounds^56,57^. 

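In fibroblast-like cells, Ngfr (ENSMUSG00000000120, chromosome 11 from 95568818 to 95587735) had 800 UMIs in wounds with Ndrg2-KO DCs, 2 UMIs in wounds with control DCs and 9 UMIs in wounds with blank hydrogels, or 55.1, 0.129 and 0.833 CPM. The log2 ratio of Ndrg2-KO DC against control DC wounds was 8.74 (95% interval 6.88 to 11.79), and that against blank wounds was 6.05 (95% interval 5.12 to 7.18). At 1000 UMIs per cell, 4.39% (95% interval 2.77 to 6.57) of fibroblast-like cells held an Ngfr UMI in wounds with Ndrg2-KO DCs, and 0 of 483 did with control DCs, with a 95% interval up to 0.761%. At full depth, 178 of 501 cells (35.5%) held one, at a median of 27120 UMIs. Neutrophil-like cells of the same library, taken as background for free RNA, held one in 2 of 2895 cells (0.0691%), at a median of 2927 UMIs.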

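Lgals1 (ENSMUSG00000068220, chromosome 15 from 78926725 to 78930465) was counted at 2809.7 CPM in fibroblast-like cells of wounds with Ndrg2-KO DCs, 1419.7 CPM with control DCs and 1975 CPM with blank hydrogels. The log2 ratio of Ndrg2-KO DC against control DC wounds was 0.98 (95% interval 0.96 to 1.01), and against blank wounds 0.51 (95% interval 0.48 to 0.53).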

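Plod2 (ENSMUSG00000032374, chromosome 9 from 92542223 to 92608428) was counted at 417 CPM in fibroblast-like cells of wounds with Ndrg2-KO DCs and at 179.9 CPM with control DCs, a log2 ratio of 1.21 (95% interval 1.15 to 1.28). Ppib (ENSMUSG00000032383, chromosome 9 from 66060222 to 66066623) was counted at 1008 and 645 CPM, a log2 ratio of 0.64 (95% interval 0.61 to 0.68). Against blank wounds, the log2 ratios of Plod2 and Ppib were 1.18 and 0.51.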

Interestingly, we also found an upregulation of *Plod2*, encoding lysyl hydroxylase 2, which catalyzes the first step of collagen crosslinking, and *Ppib*, encoding peptidyl prolyl cis/trans isomerase, which catalyzes the folding of ECM proteins such as collagen. These findings indicate that wound fibroblasts may be activated by Ndrg2-KO DCs to increase ECM protein synthesis and collagen crosslinking in the proliferative phase of wound healing, leading to accelerated wound closure.

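Among the 6462 genes with at least 200 UMIs in the fibroblast-like cells of either library, the 5 largest rises with Ndrg2-KO DCs were those of Igkc, Ngfr, Ighm, Gzma and Jchain. For Igkc, Ighm, Gzma and Jchain, which plasma cells and cytotoxic lymphocytes express, a single barcode held between 98.9% and 100% of the UMIs. For Ngfr, the barcode with most UMIs held 4.38%. The 5 largest falls were those of Hmcn1, Galnt15, Gm15564, Ctla2a and Zim1, with log2 ratios from -2.91 (Hmcn1) to -2.57 (Zim1). From the rises of Ngfr, Lgals1, Plod2 and Ppib, the paper proposes that Ndrg2-KO DCs may activate wound fibroblasts. In that proposal, the fibroblasts make more ECM protein and crosslink more collagen. The log2 ratios of the collagen genes Col1a1, Col1a2 and Col3a1 were -0.50, -0.31 and -0.18 against control DC wounds. Against blank wounds, they were -0.045, 0.17 and 0.21. These transcript counts measure neither the synthesis of ECM protein nor crosslinking, so they do not test the proposal.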

**Fig. 5:**
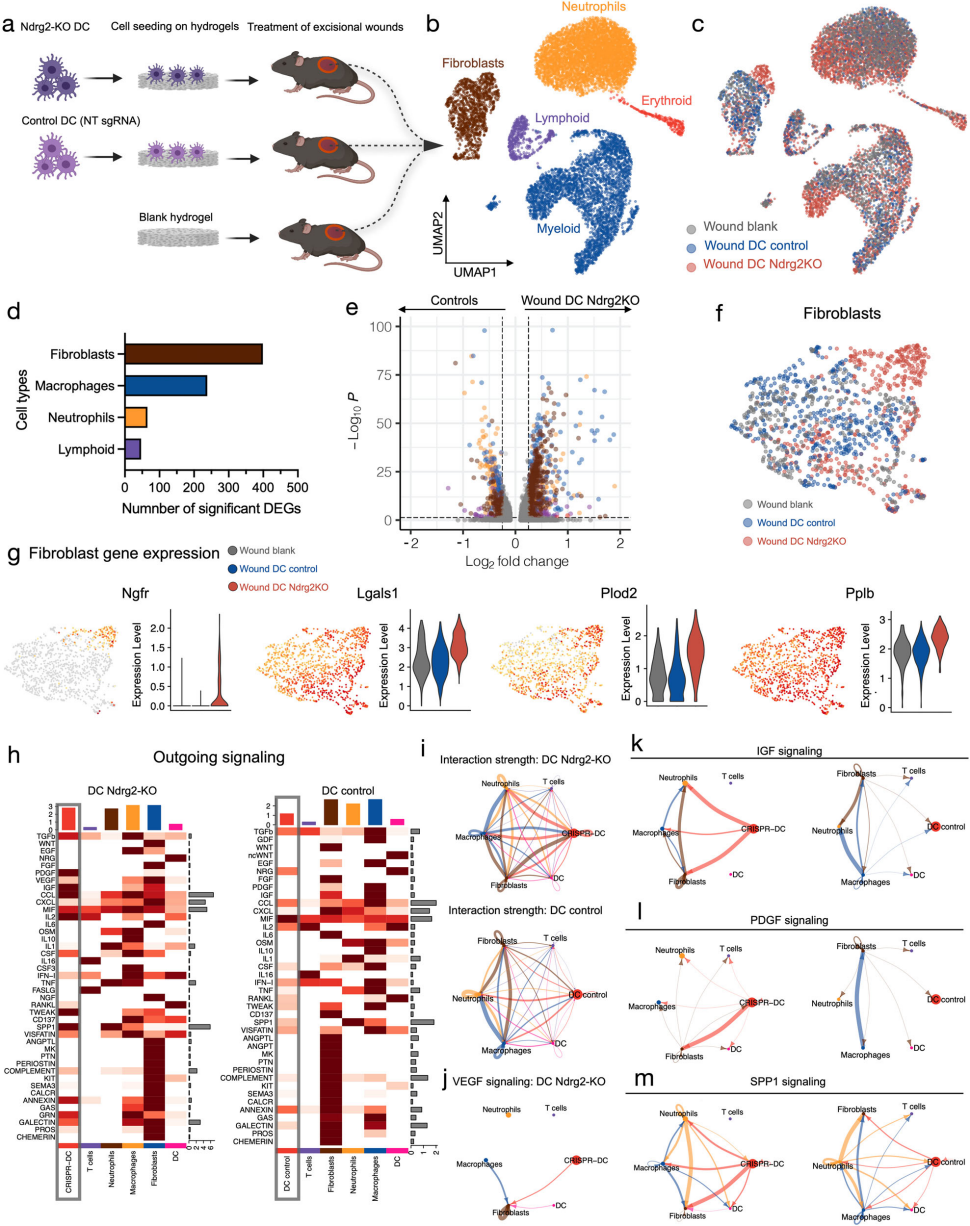
Ndrg2-KO dendritic cells target wound fibroblasts via growth factor signaling. **a** Schematic of cell seeding experiments to analyze wound tissue using single-cell RNA sequencing (scRNA-seq). **b** UMAP embedding of cells from all three conditions, colored by cell type. **c** Cells colored by experimental conditions. **d** Numbers of differentially expressed genes (DEG) colored by cell type (adjusted *p*-value < 0.05, FC > 0.5). Differentially expressed genes were determined using a Wilcoxon Rank Sum test and *P*-values were adjusted using the Benjamini–Hochberg procedure as part of the Seurat package. **e** Volcano plot showing significantly deregulated genes across all cell types. Right half of plot shows cells isolated from wounds treated with Ndrg2-KO dendritic cells (DCs); left half of plot shows cells isolated from control wounds; cells are colored by cell type as in **b** and **d**. **f** Subset of fibroblasts for all three conditions. **g** Expression of wound healing-related genes projected onto fibroblast subset UMAP embedding and as violin plots. **h** Heatmaps showing the expression of outgoing signaling pathways in Ndrg2-KO DCs (left) and control DCs (right) that target wound cells (integrated scRNA-seq data of Figs. 3 and 5). **i** Interaction strength with wound cells across differentially regulated signaling pathways for Ndrg2-KO DCs (top) and control cells (bottom). **j** VEGF signaling between Ndrg2-KO DCs and fibroblasts (not significant for control DCs). **k** IGF signaling in wounds treated with Ndrg2-KO DCs (left) or control DCs (right). **l** PDGF signaling in wounds treated with Ndrg2-KO DCs (left) or control DCs (right). **m** SPP1 signaling in wounds treated with Ndrg2-KO DCs (left) or control DCs (right).

To study the intercellular communication networks between the transplanted DCs and the local cells of the wound, we integrated scRNA-seq data from Ndrg2-KO and control DCs (Fig. 3a) with transcriptomic data from the respective local wound environments (Fig. 5b) and used the CellChat algorithm to analyze ligand-receptor interactions^58^. We found that Ndrg2-KO DCs showed a stronger outgoing signaling activity within their wound environment compared to control DCs (Fig. 5h) and also demonstrated a stronger total interaction strength within the aggregated cell-cell communication network (Fig. 5i). CellChat analysis demonstrated significant VEGF signaling from Ndrg2-KO DCs to fibroblasts, which was not present in control DCs, confirming our previous observations (Fig. 5j). In contrast to control DCs, Ndrg2-KO DCs also communicated with wound fibroblasts via other growth factor pathways, such as the insulin-like growth factor (IGF) and platelet-derived growth factor (PDGF) pathways (Fig. 5l, m), which stimulate cell proliferation and angiogenesis, and showed an upregulation of Spp*1* (osteopontin) signaling, which has been shown to be a critical driver of early wound repair in diabetic wounds (Fig. 5m)^59–61^.

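The CellChat score was not computed here, and the counts of the ligands and receptors behind it are given in its place. For the receptors of VEGF-A in fibroblast-like cells, Flt1 (ENSMUSG00000029648, chromosome 5 from 147561604 to 147726011) was counted at 2.27 CPM with Ndrg2-KO DCs and 7.21 CPM with control DCs, a log2 ratio of -1.67 (95% interval -2.27 to -1.09). Kdr (ENSMUSG00000062960, chromosome 5 from 75932827 to 75978458) had 358 and 182 UMIs, a log2 ratio of 1.07 (95% interval 0.81 to 1.34). Nrp1 (ENSMUSG00000025810, chromosome 8 from 128358604 to 128503363) was at 90.2 and 61.0 CPM, a log2 ratio of 0.56 (95% interval 0.44 to 0.69). Vegfb, another ligand of Flt1, was counted at 17.4 CPM in Ndrg2-KO DCs and 9.69 CPM in untreated DCs. The ligand counts come from cultured DCs before transplantation, and the control DCs of that culture were untreated.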

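In cultured Ndrg2-KO against untreated DCs, the log2 ratio of Igf1 (ENSMUSG00000020053, chromosome 10 from 87858265 to 87937042) was 3.34 (95% interval 3.28 to 3.39), or 4.68 with under 5% mitochondrial UMIs, and that of Spp1 (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050) was 3.08 (95% interval 3.07 to 3.09), at 4392 against 520.5 CPM. The log2 ratios of Pdgfb and Pdgfc were 1.27 (95% interval 1.19 to 1.36) and 2.17 (95% interval 1.95 to 2.40). That of Pdgfa was 0.16 (95% interval 0.069 to 0.25) and changed sign to -0.053 under that filter. In VD3 stimulated DCs, Pdgfa was at 131 CPM, above Ndrg2-KO DCs at 15.5 CPM. Between Ndrg2-KO DC and control DC wounds, the receptors in fibroblast-like cells had log2 ratios of -0.59 for Igf1r, 0.17 for Pdgfra, 0.018 for Pdgfrb, -0.21 for Cd44, and between -0.27 (Itgb5) and 0.20 (Itgav) for the integrins of osteopontin.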

## Discussion

Here, we have applied DC-based immunotherapy to complex diabetic and non-diabetic wounds and developed an effective gene editing approach to potentiate its therapeutic efficacy. While stem cells have been widely investigated in pre-clinical studies as cell-based therapies for the treatment of wounds, the translational advancements many have hoped for have not been realized over the past decades^50,51^. By contrast, adoptive cell transfer using a patient’s own T cells or DCs has been successfully translated to the clinic and has led to oncologic breakthroughs in recent years^62^. Combining gene editing with immunotherapy enabled the development of CAR-T-cell therapy, which has demonstrated unsurpassed effectivity against hematologic malignancies, even in patients who are refractory to multiple lines of therapy^63^. In addition to T cells, using a patient’s own DCs to treat solid tumors and a variety autoimmune conditions has demonstrated adequate safety profiles and strong therapeutic efficacy^11,13,15,17,18^.

Gene editing of DCs for non-therapeutic use has previously been performed using lentiviral vector-based approaches. This technique, however, has several disadvantages for the development of clinical-grade DCs for cell-based therapies. Lentiviral transduction of DCs itself presents considerable challenges compared to other cell types. As professional antigen-presenting cells (APCs), DCs naturally express viral restriction factors, such as SAM domain and HD domain-containing protein 1 (SAMHD1), which allow them to deplete the cytoplasmic pool of deoxynucleoside triphosphates (dNTPs) necessary for the reverse transcription of viral genomes^64^. Hence, previous studies have reported relatively low transduction efficiencies (<40%) or required very high vector doses, which can induce undesired DC maturation or even cell toxicity^65^. Approaches to induce proteasomal degradation of SAMHD1 using Vpx or shRNA-mediated down-regulating of SAMHD1 to improve transduction efficiency have been described; however, these techniques are not suitable for the development of clinical-grade DC therapies since they increase the risk for cell infection with viruses and induce a cytotoxic T-cell response^66,67^.

Recently, Cas9-RNP-based gene editing of CAR-T cells has been utilized for enhanced solid tumor therapy^22^. Furthermore, despite being early in the clinical test stage, Cas9-RNP-editing of murine primary DCs has been demonstrated to be an effective approach leading to high KO rates for several target genes, while preserving cell viability and in vitro functional characteristics^42^. Unlike vector-based approaches, Cas9-RNP-editing does not require the cellular transcription and translation of Cas9 to generate functional Cas9-sgRNA complexes, thus enabling higher peak Cas9 expression after transfection. In addition, rapid protein degradation of Cas9 from cells has been shown to increase CRISPR specificity and reduce the exposure of cells to Cas9, thus minimizing off-target effects^43^.

Our approach for KO of *Ndrg2* in premature DCs using nucleofection with triple-guide Cas9-RNPs allows for streamlined, robust, and high-throughput editing of large quantities of DCs without the need for viral vectors. Our platform for gene editing consistently achieved >90% KO rates in primary DCs. To our knowledge, our study is the first to comprehensively assess off-target effects after Cas9-RNP nucleofection of DCs via ultra-deep DNA sequencing, demonstrating a high specificity of our CRISPR approach without detectable off-target effects.

Previous studies reported that *Ndrg2* is involved in DC maturation, however, its exact role has been poorly defined so far^33^. Using scRNA-seq of over 20,000 BM-DCs, we show that *Ndrg2* marks MDP/CDPs and that its knockout prevents DC maturation, preserving an immature cell state that is characterized by strong regenerative and pro-angiogenic gene expression profiles that cannot be achieved by pharmacologic treatment with VD3. In addition, targeted alteration of cells by CRISPR/Cas9 gene editing has a higher specificity and avoids pleiotropic effects of pharmacologic cell treatment. Moreover, CRISPR-KO provides a durable effect on cells, since target genes are eliminated, which may be of particular importance for future translational applications when genetically edited cell products may be stored as an ‘off-the-shelf’ therapy, or if clinical application of engineered cells must be delayed for other clinical considerations.

DCs edited with our approach were suitable for seeding in therapeutic hydrogels for in vivo application as a cell-based therapy. The collagen-pullulan hydrogels used in our study provide an optimal environment similar to native ECM and have been demonstrated to be an ideal vehicle for efficient cell delivery^49,53^. These hydrogels, even without cells, have a positive impact on wound healing^5,68^. In addition to delivery of CRISPR-edited cells for the treatment of chronic wounds, in vivo gene editing approaches have been developed that enable the local or systemic delivery of RNP to treat a variety of pathologic conditions^69^. Both viral and non-viral vectors have been used for therapeutic gene editing in the liver to treat conditions such as hemophilia, and phenylketonuria^70,71^. CRISPR/Cas9 gene editing can serve as an effective tool to treat various malignancies and has been successfully used to inhibit mechanisms of tumor growth. As gene editing approaches are typically used in advanced and often metastatic tumor stages, systemic injection is typically the preferred route of administration as it enables targeting lesions in multiple organ systems^72^. Systemic and local injection of viral vectors and extracellular vesicles have been used to perform CRISPR/Cas9 editing in muscular tissues^73^. Beyond that, numerous applications of CRISPR technologies for ocular conditions exist that predominantly utilize local injection into the eye, since smaller doses are sufficiently efficacious compared to systemic conditions where larger doses are necessary^69,74^. To our knowledge, our study is the first to describe the local delivery of CRISPR/Cas9 edited cells via hydrogels to improve the healing of chronic wounds in diabetic and non-diabetic models.

Wounds treated with control DCs did not heal faster compared to those treated with unseeded hydrogels, which indicates that DCs alone may not provide an additional benefit over collagen-pullulan hydrogels for wound healing. However, KO of Ndrg2 induced regenerative transcriptomic profiles in DCs, which led to significantly accelerated wound healing of WT as well as diabetic wounds by 5 days, surpassing what has previously been reported for genetically edited MSCs^24^. The improved vascularization of the wound bed after treatment with Ndrg2-KO DCs may be related to VEGF secreted from Ndrg2-KO DCs, which showed a much stronger expression of *Vegfa* compared to VD treated and control DCs. In addition, we found that edited DCs specifically directed growth factor signaling (VEGF, PDGF, and IGF) toward fibroblasts in the wound bed when analyzing the cellular ecology of the healing wounds in the proliferative phase of wound healing at day 10. Fibroblasts from wounds treated with edited DCs showed an upregulation of wound healing and ECM related genes, which indicates their strong therapeutic response to the secreted factors and provides a molecular basis for the observed accelerated wound closure with edited DCs.

A recent study demonstrated high editing efficiencies of human DCs with Cas9-RNP nucleofection^41^, which indicates that our platform for gene editing may be translated to human DCs. Since clinical-grade manufacturing of autologous DCs for adoptive cell transfer is already well established in clinical practice and DC immunotherapy is currently being used in multiple clinical trials^18,75^, we believe that genetically edited DCs have a high potential for successful clinical translation as a cell-based therapy for patients suffering from complex wounds that are refractive to current treatments. For future clinical applications, DC harvest could easily be performed from standard blood samples obtained at wound clinics, without the need for tissue biopsies or other surgical interventions (Supplementary Fig. 8b).

Our study has several limitations that have to be addressed in future studies before clinical translation can be achieved. Rodent models as employed in our study do not perfectly recapitulate human wound healing. Therefore, our findings should next be validated in a large animal models, such as a porcine wound model, since porcine skin more closely mimics the biomechanics and physiology of human skin^52,76^. Future studies should also test different dosages of cells seeded onto the hydrogels to maximize the therapeutic potential of our technology for wound healing. Efforts have been made to optimize the specificity of CRISPR/Cas gene editing through protein engineering of Cas9 to increase its specificity or adoption of other Cas molecules (e.g. Cas12a)^77,78^. Future studies should also test the efficacy of these Cas molecules for KO in DCs for the use of cell-based therapies.

In summary, our genetically edited DC therapy provides a highly effective, robust, and easy-to-use approach for the treatment of chronic wounds. This tunable therapy can be easily delivered to the wound bed using a hydrogel technology and has a strong potential for future translation into clinical trials, providing significant therapeutic opportunities for patients with diabetic and non-diabetic ulcers.

## Methods

All experiments were performed in accordance with Stanford University Institutional Animal Care and Use Committees and the NIH Guide for the Care and Use of Laboratory Animals. The study was approved by the Administrative Panel on Laboratory Animal Care (APLAC) at Stanford University (APLAC protocol number: APB-2965-GG0619).

### Isolation and cultivation of BM-DCs

Cultivation of DCs from the murine bone marrow was performed according to previously published protocols by Lutz et al.^25^. Briefly, after euthanasia, femurs and tibias were excised and the epiphyses on both ends of the long bones were removed. Bone marrow was collected by flushing the bones with 5 ml RPMI. Red blood cells lysis was performed with ACK lysis buffer. Cells were strained and then washed in complete media. Cells were cultured at a concentration of 2 × 10^6^ per 100 mm culture dish in 10 ml RPMI containing 10% fetal bovine serum (FBS), 100 U/ml penicillin, 0.1 mg/ml streptomycin, 2 mM glutamine, 50 μM 2-mercaptoethanol, and 200 murine granulocyte-macrophage colony-stimulating factor (GM-CSF, Peprotech, Frankfurt, Germany). On day 3, 10 ml complete media were added to the culture dishes and on day 6, 10 ml of media were collected, cells were spun down and re-suspended in fresh media. For all experiments, only cells in suspension that represented the DC fraction of the cultures were used, and adherent cells were discarded. For in vitro experiments, DCs were treated on day 7 of culture for 24 h with either 10^−6^M 1,25 dihydroxy-cholecalciferol (Sigma-Aldrich, St. Louis, MO), 10^−6^M 1,25 dihydroxy-cholecalciferol and 100 ng/ml LPS (*Escherichia coli*, 026:B6; ThermoFisher) or 10^−7^ M dexamethasone (Sigma-Aldrich).

### Endothelial cell tube formation assay

Human umbilical vein endothelial cells (HUVECs) were obtained from Cell Applications (San Diego, CA). Tube formation assays were performed according to previously published protocols^79^. Briefly, HUVECs were seeded at 2 × 10^5^ cells per 75 cm^2^ in T75 culture flasks and expanded in Human EC Growth Medium (Cell Applications) until 75% confluence was reached. After washing off growth media, cells were serum starved one day before the assay by incubation in Human EC Basal Medium (Cell Applications) for 24 h. Calcein AM (green; ThermoFisher) was added to cultures at a concentration of 2 µg/ml to stain cells and assess cell viability. Cells were incubated with Calcein AM in the dark at 37 °C and 5% CO_2_ for 30 min, then the stain was washed off using PBS. Assays were performed in 24-well plates coated with Geltrex LDEV (lactose dehydrogenase elevating virus)-Free Reduced Growth Factor Basement Membrane Matrix (ThermoFisher) at 75 µl/cm^2^ according to the manufacturer’s recommendations. Cells were plated at a concentration of 3.5 × 10^4^ in 200 µl Human EC Basal Medium (Cell Applications) per well. For co-culture assays, DCs were stained using CellTrace Calcein Red-Orange (ThermoFisher) and added to the EC cultures at a 1:1 ratio. Assays were run for 12 h and then fixed using 4% paraformaldehyde and imaged using a Zeiss LSM 880 confocal laser scanning microscope.

### CRISPR/Cas9-mediated Ndrg2 knockout and efficiency analysis

Single-guide RNA (sgRNA) design was performed using design tools from Integrated DNA Technologies (IDT, Newark, NJ) and Synthego (Menlo Park, CA). 

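Ndrg2 lies on the minus strand of chromosome 14 of GRCm38. Its main transcript, Ndrg2-201, has 16 exons in GENCODE M21, and its first coding base, 51911540, lies in exon 2, which runs from 51911466 to 51911546. The spacers of Table S2 were matched to the transcripts of this annotation, including those that retain introns. NDRG2_3 (CTCCTGAAGTTCTGCCATGG) matched from 51911523 to 51911542, in exon 2 and across the first coding base, next to the PAM TGG. NDRG2_2 (GCAGTCTCGGGTGTTCGTCC) matched in exon 2 from 51911470 to 51911489, next to the PAM TGG, with 1 mismatch, C16T, counted from 1 at the 5′ end of the guide. NDRG2_1 is listed with 21 bases and matched only when the base at position 6 was left out, as ATGTTCAGAGCATGGGACCG next to the PAM AGG, from 51911416 to 51911435 in intron 2. With cuts 3 bases from each PAM, the cut sites lie 54 and 53 bases apart, or 107 bases from the first to the last. The guides NDRG2.1.AC, NDRG2.1.AA and NDRG2.1.AE matched without mismatch in exons 4, 5 and 7.

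**Figure D2:**
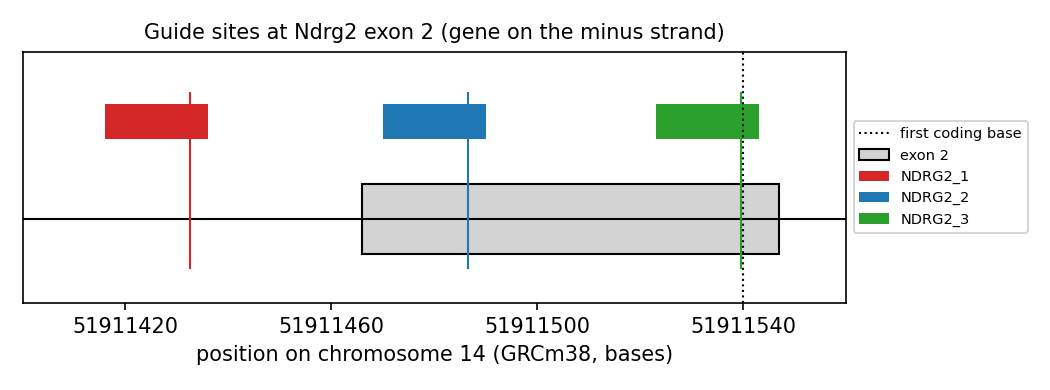
Sites of the 3 Synthego guides around exon 2 of Ndrg2 on chromosome 14 (GRCm38, position in bases). Colored bars are the matched spacers, colored lines the expected cut sites, the gray box exon 2 and the dotted line the first coding base. NDRG2_1 lies outside exon 2.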

All spacer sequences of Ndrg2 sgRNA, negative control sgRNAs, primers for PCR amplification and DNA Sanger sequencing are listed in Table S2. RNPs were assembled using Cas9 Nuclease V3 purchased from IDT and directly synthesized together with Alt-R CRISPR-Cas9 sgRNAs from IDT or three guides as part of a multi-guide design from Synthego. For nucleofection we used the 4D-Nucleofector System and P3 Primary Cell 4D-Nucleofector X Kit L (Lonza, Basel, Switzerland). We optimized the RNP electroporation for DCs by using multiple-guide mixtures and different numbers of cells in a 100 µL total volume. The electroporated cells were plated in Costar Ultra-Low Attachmentat six-well plates (Corning) at 0.5 million cells per well in 2 mL medium. The cells from each well were harvested after 48 h and the total genomic DNA was extracted using Qiagen DNeasy Blood & Tissue kit. To analyze and verify KO efficiency, we amplified about 350 bp genome region covering 175 bp upstream and downstream of sgRNA targeting sites. The PCR products were column purified and then sequenced by Sanger Sequencing. The cutting and knockout efficiency were estimated using the ICE analysis tool (Synthego). After several runs of optimization, we used Cas9-RNP and the Lonza 4D-Nucleofector System together with the P4 Primary Cell 4D-Nucleofector X Kit L (Lonza) to transfect and create Ndrg2-KO DCs. To generate RNP, we used 18.6 pmol of Cas9 and 22 pmol of equimolar mixture of sgNDRG2_1, sgNDRG2_2 and sgNDRG2_3 (Synthego, Table S2, Supplementary Fig. 2a) per 0.5 million cells that were washed with DPBS and suspended in R Buffer (Lonza). After optimization, we processed 3 million DCs in each 100 µL electroporation system for in vitro and in vivo experiments. All other steps followed IDT (Newark, NJ) Alt-CRISPR-Cas9 protocol. Cells were transfected using the program DK-100. We used a mixture of non-targeting sgRNAs (sgNC1, sgNC2, and sgNC3, Table S2) in the control RNP electroporation. For each cell production for in vivo experiments, we processed 30 millions of each Ndrg2-KO DCs and non-targeting control DCs.

### Whole genome sequencing

Genomic DNA from Ndrg2-KO cells and control electroporated cells was extracted and whole genome sequencing (WGS) at ultrahigh depth (100X) was performed to confirm KO efficiency and evaluate off-target effects. WGS was performed by Novogene Corporation Inc. (Scaramento, CA). The genomic DNA was randomly fragmented by sonication to the size of 350 bp, then DNA fragments were end polished, A-tailed, and ligated with the full-length adapters of Illumina sequencing, and followed by further PCR amplification. The PCR products as the final construction of the libraries were purified with AMPure XP system. Then libraries were checked for size distribution by Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), and quantified by real-time PCR (to meet the criteria of 3 nM). Samples were sequenced using Illumina Novaseq 6000 on an S4 Flowcell. Sequencing was performed according to the manufacturer’s recommendations.

### Off-target analysis

The resulting reads for both samples were then aligned to the mouse reference genome (GRCm38) using Burrows-Wheeler Aligner (BWA, Version 0.7.15) in the ‘bwa mem’ setting with default parameters^80^. To identify potential off-target sites, we followed an approach of previous studies using CRISPR-edited cells for clinical applications in human patients^23^. First, we conducted variant calling using the strelka2 ‘somatic workflow‘ setting for paired samples (Version 2.9.2)^81^. All variants were then annotated using the Ensembl Variant Effect Predictor (Version 101, assembly = “GRCm38.p6”, dbSNP = “150”, gencode = “GENCODE M25”). Additionally, we used the Cas-OFFinder webtool (Version 2.4) to predict potential off-target sites using all three sgRNA sequences^45^. Here, we searched for sequences with five or fewer mismatches and DNA and RNA bulge sizes of two or less. To identify variants that might be potential off-target sites, we only considered insertion or deletion events that were not detected in the control sample, that passed all quality control checks (‘FILTER = PASS’), and that did not contain the ‘SNVHPOL’ information in their VCF ‘INFO’ field. Additionally, we checked whether the remaining candidate sites are located within a 200 bp window up- or downstream of any predicted off-target site.

### Immunofluorescent staining and confocal laser scanning microscopy

After fixation, tissue was dehydrated in 30% sucrose in PBS for at least 48 h at 4 °C. Tissue was incubated in optimal cutting temperature compound (O.C.T., TissueTek, Sakura Finetek, Torrance, CA) for 24 h at 4 °C and cryoembedded in tissue molds on dry ice. Frozen sections were performed at 7 μm thickness on a cryostat. Antigen retrieval was performed using 0.01 M sodium citrate buffer in PBS (Abcam, Cambridge, MA), followed by blocking for 2 h in 5% goat serum (Invitrogen, Waltham, MA) in PBS. Sections were then incubated in anti-CD31 antibody (ab28364; Abcam, Waltham, MA) or anti-Ndrg2 antibody (ab174850; Abcam, Waltham, MA) at a 1:100 dilution overnight at 4 °C. Secondary antibodies were applied for 1 h at room temperature (Goat anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 647; Thermo Fisher). For staining of cultured DCs, cells in suspension were collected from the culture dishes, spun down, and washed in PBS. Permeabilization was performed using 0.1% Triton X-100 in 1× PBS and cells were incubated at room temperature for 15 min. Cells were again washed and spun down, and blocking was performed using 1% BSA in 1× PBS for 1 h. Cells were incubated in recombinant Anti-NDRG2 antibody (ab174850; Abcam) in 500 µL of 0.1% BSA for 3 h, then washed three times in 1X PBS. Goat anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody (Alexa Fluor Plus 647, Thermo Fisher) diluted in 500 µL of 0.1% BSA was applied for 45 min. Cells were again washed three times in 1X PBS, then mounted on slides using coverslips. Imaging was performed on a Zeiss LSM 880 confocal laser scanning microscope at the Cell Science and Imaging Facility at Stanford University. To obtain high resolution images, multiple serial images of ×25 magnification were acquired using automatic tile scanning. Individual images were stitched together during acquisition using the ZEN Black software (Zeiss, Oberkochen, Germany).

### Quantification of immunofluorescent staining

Immunofluorescent staining was quantified using a code written in MATLAB adapted from previous image analysis studies by one of the authors (K.C.)^52,82^. Briefly, confocal images were separated into their RGB channels and converted to binary to determine the area covered by each color channel. DAPI stain, corresponding to the blue channel, was converted to binary using *imbinarize* and an image-specific, automated threshold determined from the function *graythresh* in order to optimize the number of DAPI cells counted within the image. For the red and green channels, which corresponded to the actual protein stains, we converted these images to binary with a set a consistent threshold of ~0.3 for all images of the same stain. This consistent threshold ensured that our automated quantification of stain area would be unbiased. The area of red and green stains was then normalized by dividing by the number of cells, which we calculated as the number of DAPI nuclei above size threshold of 15 pixels. 3D reconstruction of confocal microscopy images was performed using Imaris 7.2 (Oxford Instruments, Abingdon, UK).

### Flow cytometry

Flow cytometry for GFP was performed on a BD FACS Aria (Becton Dickinson, San Jose, CA) and data was analyzed using FlowJo (Becton Dickinson, San Jose, CA).

### Single-cell RNA-seq data processing, normalization, and cell cluster identification

Base calls were converted to reads using the Cell Ranger (10X Genomics, Pleasanton, CA, USA; version 3.1) implementation *mkfastq* and then aligned against the mm10 (mouse) genome using Cell Ranger’s count function with SC3Pv3 chemistry and 5000 expected cells per sample^52,53,76^. Cell barcodes representative of quality cells were delineated from barcodes of apoptotic cells or background RNA based on a threshold of having at least 300 unique transcripts profiled, less than 100,000 total transcripts, and less than 10% of their transcriptome of mitochondrial origin. Unique molecular identifiers (UMIs) from each cell barcode were retained for all downstream analyses. Raw UMI counts were normalized with a scale factor of 10,000 UMIs per cell and subsequently natural log transformed with a pseudocount of 1 using the R package Seurat (version 3.1.1)^83^. Aggregated data were then evaluated using uniform manifold approximation and projection (UMAP) analysis over the first 15 principal components^84^. Cell annotations were ascribed using the SingleR package (version 3.11) against the ImmGen database^85,86^ and confirmed by expression analysis of specific cell-type markers. Louvain clustering was performed using a resolution of 0.5 and 15 nearest neighbors.

### Generation of subpopulation markers, over-representation analysis, and cell-cell communication analysis

Cell-type markers were generated using Seurat’s native *FindMarkers* function with a log fold-change threshold of 0.25 using the ROC to assign predictive power to each gene. Using GeneTrail 3 an ORA was performed for each cell using the 500 most expressed protein coding genes on the gene sets of the Gene Ontology^48^. P-values were adjusted using the Benjamini–Hochberg procedure and gene sets were required to have between 2 and 1000 genes. To predict intercellular communication between transplanted DCs and local wound cells, scRNA-seq data from Ndrg2-KO DCs and control DCs (Fig. 3a) were integrated with data from their specific wound environments (Fig. 5a) using Seurat. The CellChat package was used to analyze cellular communication networks using the “Secreted signaling” database^58^.

### Statistical Analysis

Data are shown as mean ± standard error of the mean (SEM) and were analyzed using Prism 8 (GraphPad, La Jolla, CA). Two-group comparisons were performed with Student’s *t-*test (unpaired and two-tailed). One- or two-way analysis of variance (ANOVA), followed by Tukey’s post-hoc test were performed for comparisons of >2 groups as appropriate. *P* < 0.05 was considered statistically significant. The statistical methods used for scRNA-seq analysis are described in the specific sections above.

### Animals

Animals were housed under standard conditions according to protocols of the Stanford University Institutional Animal Care and Use Committees in a 24-h dark/light cycle and a temperature-controlled environment with access to food and water ad libitum. C57BL/6J (wild-type) and C57/BL/6-db/db mice were obtained from the Jackson Laboratory (Bar Harbor, ME). Female and male mice were randomly assigned to the different treatment groups. All animal surgeries were performed on 6-week-old animals under inhalation anesthesia with isoflurane (Henry Schein Animal Health) at a concentration of 1–2% in oxygen at 3 L/min. The mice were placed in prone position, and dorsal fur was shaved. Skin was disinfected with betadine solution followed by 70% ethanol three times.

### Cell seeding on hydrogels

Cells in suspension were collected from cultures and seeded on pullulan-collagen hydrogels with a diameter of 8 mm at a concentration of 500,000 cells per hydrogel and wound, using a previously described capillary force seeding technique^49^. We have previously demonstrated that this approach preserves cell viability as well as hydrogel architecture and enables efficient cell delivery^49,53^.

### Splinted excisional wound model

Splinted full-thickness excisional wounds were created as previously described by Galiano et al. Here, a silicone ring is sutured around the wound margin to stent the skin, mimicking human physiological wound healing by limiting the contraction of the murine panniculus carnosus muscle and allowing the wounds to heal by granulation tissue formation and re-epithelialization^87^. Two full-thickness dermal wounds of 6 mm diameter were created on the dorsum of each mouse using biopsy punches. A silicone ring was fixed to the dorsal skin using an adhesive glue (Vetbond, 3M, Saint Paul, MN) as well as 8 interrupted 6-0 nylon sutures placed around the outer edge of the ring to prevent wound contraction. Collagen-pullulan hydrogels seeded with DCs or blank hydrogels. were placed onto the wound bed and the wounds were covered with sterile dressings (Tegaderm, 3 M, Saint Paul, MN). Digital photographs were taken immediately after wounding and placement of the splints and during every dressing change until the time of wound closure. For the hydrogel treatment study, wounds were harvested on day 16 post wounding, when the wounds in all groups had healed.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

Sequencing reads were aligned to the mouse reference genome (GRCm38). The authors declare that the source data supporting the findings of this study are provided with the manuscript and supplementary information files. The scRNA-seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus88 and are accessible through GEO Series accession number GSE234145. Automated cell- level annotations were ascribed using the SingleR toolkit (version 3.11) against the ImmGen database. Source data are provided with this paper.

## References

[1] Sen CK (2009). Human skin wounds: a major and snowballing threat to public health and the economy. Wound Repair Regen..

[2] Nussbaum SR (2018). An economic evaluation of the impact, cost, and medicare policy implications of chronic nonhealing wounds. Value Health.

[3] desJardins-Park, H. E., Gurtner, G. C., Wan, D. C. & Longaker, M. T. From chronic wounds to scarring: the growing healthcare burden of under- and over-healing wounds. *Adv. Wound Care.*10.1089/wound.2021.0039 (2021).10.1089/wound.2021.0039PMC963498334521257

[4] Veith AP, Henderson K, Spencer A, Sligar AD, Baker AB (2019). Therapeutic strategies for enhancing angiogenesis in wound healing. Adv. Drug Deliv. Rev..

[5] Sivaraj D (2021). Hydrogel scaffolds to deliver cell therapies for wound healing. Front. Bioeng. Biotechnol..

[6] Mushahary D, Spittler A, Kasper C, Weber V, Charwat V (2018). Isolation, cultivation, and characterization of human mesenchymal stem cells. Cytometry A.

[7] Lipsitz YY (2017). A roadmap for cost-of-goods planning to guide economic production of cell therapy products. Cytotherapy.

[8] Banchereau J, Steinman RM (1998). Dendritic cells and the control of immunity. Nature.

[9] Hawiger D (2001). Dendritic cells induce peripheral T cell unresponsiveness under steady state conditions in vivo. J. Exp. Med..

[10] Thurner B (1999). Generation of large numbers of fully mature and stable dendritic cells from leukapheresis products for clinical application. J. Immunol. Methods.

[11] Giannoukakis N, Phillips B, Finegold D, Harnaha J, Trucco M (2011). Phase I (safety) study of autologous tolerogenic dendritic cells in type 1 diabetic patients. Diabetes Care.

[12] Benham H (2015). Citrullinated peptide dendritic cell immunotherapy in HLA risk genotype-positive rheumatoid arthritis patients. Sci. Transl. Med..

[13] Bell GM (2017). Autologous tolerogenic dendritic cells for rheumatoid and inflammatory arthritis. Ann. Rheum. Dis..

[14] Zubizarreta I (2019). Immune tolerance in multiple sclerosis and neuromyelitis optica with peptide-loaded tolerogenic dendritic cells in a phase 1b trial. Proc. Natl Acad. Sci. USA.

[15] Willekens B (2019). Tolerogenic dendritic cell-based treatment for multiple sclerosis (MS): a harmonised study protocol for two phase I clinical trials comparing intradermal and intranodal cell administration. BMJ Open.

[16] Sawitzki B (2020). Regulatory cell therapy in kidney transplantation (The ONE Study): a harmonised design and analysis of seven non-randomised, single-arm, phase 1/2A trials. Lancet.

[17] Jauregui-Amezaga A (2015). Intraperitoneal administration of autologous tolerogenic dendritic cells for refractory Crohn’s disease: a phase I study. J. Crohns Colitis.

[18] Cheever MA, Higano CS (2011). PROVENGE (Sipuleucel-T) in prostate cancer: the first FDA-approved therapeutic cancer vaccine. Clin. Cancer Res..

[19] Rathi N, McFarland TR, Nussenzveig R, Agarwal N, Swami U (2021). Evolving role of immunotherapy in metastatic castration refractory prostate cancer. Drugs.

[20] Razeghian E (2021). A deep insight into CRISPR/Cas9 application in CAR-T cell-based tumor immunotherapies. Stem Cell Res. Ther..

[21] Hou AJ, Chen LC, Chen YY (2021). Navigating CAR-T cells through the solid-tumour microenvironment. Nat. Rev. Drug Discov..

[22] Stadtmauer, E. A. et al. CRISPR-engineered T cells in patients with refractory cancer. *Science***367**10.1126/science.aba7365 (2020).10.1126/science.aba7365PMC1124913532029687

[23] Lu Y (2020). Safety and feasibility of CRISPR-edited T cells in patients with refractory non-small-cell lung cancer. Nat. Med..

[24] Srifa W (2020). Cas9-AAV6-engineered human mesenchymal stromal cells improved cutaneous wound healing in diabetic mice. Nat. Commun..

[25] Lutz MB (1999). An advanced culture method for generating large quantities of highly pure dendritic cells from mouse bone marrow. J. Immunol. Methods.

[26] Nakano H, Lyons-Cohen MR, Whitehead GS, Nakano K, Cook DN (2017). Distinct functions of CXCR4, CCR2, and CX3CR1 direct dendritic cell precursors from the bone marrow to the lung. J. Leukoc. Biol..

[27] Harada S (2007). Flt3 ligand promotes myeloid dendritic cell differentiation of human hematopoietic progenitor cells: possible application for cancer immunotherapy. Int. J. Oncol..

[28] Dieu MC (1998). Selective recruitment of immature and mature dendritic cells by distinct chemokines expressed in different anatomic sites. J. Exp. Med..

[29] Lutz MB, Inaba K, Schuler G, Romani N (2016). Still alive and kicking: in-vitro-generated GM-CSF dendritic cells!. Immunity.

[30] Brown CC (2019). Transcriptional basis of mouse and human dendritic cell heterogeneity. Cell.

[31] Makaryan V (2014). TCIRG1-associated congenital neutropenia. Hum. Mutat..

[32] Ugajin T (2009). Basophils preferentially express mouse Mast Cell Protease 11 among the mast cell tryptase family in contrast to mast cells. J. Leukoc. Biol..

[33] Choi SC (2003). Expression and regulation of NDRG2 (N-myc downstream regulated gene 2) during the differentiation of dendritic cells. FEBS Lett..

[34] Riboldi E (2005). Cutting edge: proangiogenic properties of alternatively activated dendritic cells. J. Immunol..

[35] Henn D (2019). MicroRNA-regulated pathways of flow-stimulated angiogenesis and vascular remodeling in vivo. J. Transl. Med..

[36] Liu S (2010). NDRG2 induced by oxidized LDL in macrophages antagonizes growth factor productions via selectively inhibiting ERK activation. Biochim. Biophys. Acta.

[37] Hu W (2016). Emerging role of N-myc downstream-regulated gene 2 (NDRG2) in cancer. Oncotarget.

[38] Waskow C (2008). The receptor tyrosine kinase Flt3 is required for dendritic cell development in peripheral lymphoid tissues. Nat. Immunol..

[39] Poltorak MP, Schraml BU (2015). Fate mapping of dendritic cells. Front Immunol..

[40] Cabeza-Cabrerizo M, Cardoso A, Minutti CM, Pereira da Costa M, Reis ESC (2021). Dendritic cells revisited. Annu. Rev. Immunol..

[41] Hiatt J (2021). Efficient generation of isogenic primary human myeloid cells using CRISPR-Cas9 ribonucleoproteins. Cell Rep..

[42] Riggan L (2020). CRISPR-Cas9 ribonucleoprotein-mediated genomic editing in mature primary innate immune cells. Cell Rep..

[43] DeWitt MA, Corn JE, Carroll D (2017). Genome editing via delivery of Cas9 ribonucleoprotein. Methods.

[44] Miller JC (2012). Deciphering the transcriptional network of the dendritic cell lineage. Nat. Immunol..

[45] Bae S, Park J, Kim JS (2014). Cas-OFFinder: a fast and versatile algorithm that searches for potential off-target sites of Cas9 RNA-guided endonucleases. Bioinformatics.

[46] Bergen V, Lange M, Peidli S, Wolf FA, Theis FJ (2020). Generalizing RNA velocity to transient cell states through dynamical modeling. Nat. Biotechnol..

[47] Gulati GS (2020). Single-cell transcriptional diversity is a hallmark of developmental potential. Science.

[48] Gerstner N (2020). GeneTrail 3: advanced high-throughput enrichment analysis. Nucleic Acids Res.

[49] Garg RK (2014). Capillary force seeding of hydrogels for adipose-derived stem cell delivery in wounds. Stem Cells Transl. Med..

[50] Rustad KC (2012). Enhancement of mesenchymal stem cell angiogenic capacity and stemness by a biomimetic hydrogel scaffold. Biomaterials.

[51] Wong VW (2011). Pullulan hydrogels improve mesenchymal stem cell delivery into high-oxidative-stress wounds. Macromol. Biosci..

[52] Chen K (2021). Disrupting biological sensors of force promotes tissue regeneration in large organisms. Nat. Commun..

[53] Henn D (2021). Xenogeneic skin transplantation promotes angiogenesis and tissue regeneration through activated Trem2(+) macrophages. Sci. Adv..

[54] Michaels JT (2007). db/db mice exhibit severe wound-healing impairments compared with other murine diabetic strains in a silicone-splinted excisional wound model. Wound Repair Regen..

[55] Liu Z, Wu H, Huang S (2021). Role of NGF and its receptors in wound healing (Review). Exp. Ther. Med..

[56] Kim MH (2018). Galectin-1 from conditioned medium of three-dimensional culture of adipose-derived stem cells accelerates migration and proliferation of human keratinocytes and fibroblasts. Wound Repair Regen..

[57] Lin YT (2015). Galectin-1 accelerates wound healing by regulating the neuropilin-1/Smad3/NOX4 pathway and ROS production in myofibroblasts. J. Investig. Dermatol..

[58] Jin S (2021). Inference and analysis of cell-cell communication using CellChat. Nat. Commun..

[59] Liaw L (1998). Altered wound healing in mice lacking a functional osteopontin gene (spp1). J. Clin. Investig..

[60] Sharma A, Singh AK, Warren J, Thangapazham RL, Maheshwari RK (2006). Differential regulation of angiogenic genes in diabetic wound healing. J. Investig. Dermatol.

[61] Wang W (2017). Osteopontin activates mesenchymal stem cells to repair skin wound. PLoS ONE.

[62] Park JH (2018). Long-term follow-up of CD19 CAR therapy in acute lymphoblastic leukemia. N. Engl. J. Med..

[63] Lundh S (2020). Clinical practice: chimeric antigen receptor (CAR) T cells: a major breakthrough in the battle against cancer. Clin. Exp. Med..

[64] Laguette N (2011). SAMHD1 is the dendritic- and myeloid-cell-specific HIV-1 restriction factor counteracted by Vpx. Nature.

[65] Breckpot K (2007). Activation of immature monocyte-derived dendritic cells after transduction with high doses of lentiviral vectors. Hum. Gene Ther..

[66] Witkowski W (2015). Vpx-independent lentiviral transduction and shRNA-mediated protein knock-down in monocyte-derived dendritic cells. PLoS ONE.

[67] Norton TD, Miller EA, Bhardwaj N, Landau NR (2015). Vpx-containing dendritic cell vaccine induces CTLs and reactivates latent HIV-1 in vitro. Gene Ther..

[68] Wong VW (2011). Engineered pullulan-collagen composite dermal hydrogels improve early cutaneous wound healing. Tissue Eng. Part A.

[69] Behr M, Zhou J, Xu B, Zhang H (2021). In vivo delivery of CRISPR-Cas9 therapeutics: Progress and challenges. Acta Pharm. Sin. B.

[70] Singh K (2021). CRISPR/Cas9 generated knockout mice lacking phenylalanine hydroxylase protein as a novel preclinical model for human phenylketonuria. Sci. Rep..

[71] Nguyen TH, Anegon I (2016). Successful correction of hemophilia by CRISPR/Cas9 genome editing in vivo: delivery vector and immune responses are the key to success. EMBO Mol. Med..

[72] Deng S (2020). Codelivery of CRISPR-Cas9 and chlorin e6 for spatially controlled tumor-specific gene editing with synergistic drug effects. Sci. Adv..

[73] Gee P (2020). Extracellular nanovesicles for packaging of CRISPR-Cas9 protein and sgRNA to induce therapeutic exon skipping. Nat. Commun..

[74] Chou SJ (2020). Dual supramolecular nanoparticle vectors enable CRISPR/Cas9-mediated knockin of Retinoschisin 1 Gene-A potential nonviral therapeutic solution for X-linked juvenile retinoschisis. Adv. Sci..

[75] Hopewell EL, Cox C (2020). Manufacturing dendritic cells for immunotherapy: monocyte enrichment. Mol. Ther. Methods Clin. Dev..

[76] Chen, K. et al. Mechanical strain drives myeloid cell differentiation toward pro-inflammatory subpopulations. *Adv. Wound Care.*10.1089/wound.2021.0036 (2021).10.1089/wound.2021.0036PMC980586634278820

[77] Oakes BL, Nadler DC, Savage DF (2014). Protein engineering of Cas9 for enhanced function. Methods Enzymol..

[78] Zhou J (2022). Cas12a variants designed for lower genome-wide off-target effect through stringent PAM recognition. Mol. Ther..

[79] Donovan D, Brown NJ, Bishop ET, Lewis CE (2001). Comparison of three in vitro human ‘angiogenesis’ assays with capillaries formed in vivo. Angiogenesis.

[80] Li H, Durbin R (2009). Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics.

[81] Kim S (2018). Strelka2: fast and accurate calling of germline and somatic variants. Nat. Methods.

[82] Chen K (2018). Role of boundary conditions in determining cell alignment in response to stretch. Proc. Natl Acad. Sci. USA.

[83] Stuart T (2019). Comprehensive integration of single-cell data. Cell.

[84] Diaz-Papkovich A, Anderson-Trocme L, Ben-Eghan C, Gravel S (2019). UMAP reveals cryptic population structure and phenotype heterogeneity in large genomic cohorts. PLoS Genet..

[85] Mostafavi S (2014). Variation and genetic control of gene expression in primary immunocytes across inbred mouse strains. J. Immunol..

[86] Aran D (2019). Reference-based analysis of lung single-cell sequencing reveals a transitional profibrotic macrophage. Nat. Immunol..

[87] Galiano RD, Michaels JT, Dobryansky M, Levine JP, Gurtner GC (2004). Quantitative and reproducible murine model of excisional wound healing. Wound Repair Regen..

# Supplementary material for: Cas9-mediated knockout of Ndrg2 enhances the regenerative potential of dendritic cells for wound healing
**Source:** Nat Commun. 2023 Aug 7;14:4729. doi: 10.1038/s41467-023-40519-z
**Supplement:** Supplementary file 1 — Supplementary Information

**Table S1: Top differentially expressed genes in clusters in Figure 1b.** Differentially expressed genes were determined using a Wilcoxon Rank Sum test and P-values were adjusted using the Benjamini-Hochberg procedure as part of the Seurat package.

|                |   |            |   |   |
|----------------|---|------------|---|---|
| <b>Itgae</b>   | 6 | 1.18020713 | 0 | 0 |
| <b>Tcea3</b>   | 6 | 0.9833812  | 0 | 0 |
| <b>Kmo</b>     | 6 | 0.75531085 | 0 | 0 |
| <b>Tespa1</b>  | 6 | 0.67434064 | 0 | 0 |
| <b>Kctd14</b>  | 6 | 0.67423954 | 0 | 0 |
| <b>Havcr2</b>  | 6 | 0.63435135 | 0 | 0 |
| <b>Klrb1b</b>  | 6 | 0.63037814 | 0 | 0 |
| <b>Clec9a</b>  | 6 | 0.60050402 | 0 | 0 |
| <b>Dmpk</b>    | 6 | 0.59482933 | 0 | 0 |
| <b>Rtn1</b>    | 6 | 0.5290375  | 0 | 0 |
| <b>Prss34</b>  | 7 | 1.44942023 | 0 | 0 |
| <b>Mcpt8</b>   | 7 | 1.41800277 | 0 | 0 |
| <b>Cpa3</b>    | 7 | 1.30794931 | 0 | 0 |
| <b>Ctla2a</b>  | 7 | 1.27443479 | 0 | 0 |
| <b>Cyp11a1</b> | 7 | 1.17349468 | 0 | 0 |
| <b>Cd200r3</b> | 7 | 1.02752842 | 0 | 0 |
| <b>Gata2</b>   | 7 | 0.99394836 | 0 | 0 |
| <b>Fcer1a</b>  | 7 | 0.87978124 | 0 | 0 |
| <b>Ms4a2</b>   | 7 | 0.87253855 | 0 | 0 |
| <b>Ptprcap</b> | 7 | 0.87038202 | 0 | 0 |

**Table S2: Spacer sequences of NdrG2 sgRNA, negative control sgRNAs, primer sequences**

| <b>NDRG2 sgRNA</b>                   | <b>sgRNA Space Sequence</b> | <b>sgRNA targeting Exon/intron</b> | <b>Manufacturer</b> |
|--------------------------------------|-----------------------------|------------------------------------|---------------------|
| NDRG2.1.AC                           | GTAAAAGTGACCGAGCCATA        | Exon4                              | IDT                 |
| NDRG2.1.AA                           | CCAGCCACTGTTTCGGTTCG        | Exon5                              | IDT                 |
| NDRG2.1.AE                           | ACAATAATTGGAGTTGGTGT        | Exon7                              | IDT                 |
| NDRG2_1                              | ATGTTCCAGAGCATGGGACCG       | Exon2                              | Synthego            |
| NDRG2_2                              | GCAGTCTCGGGTGTTCGTCC        | Exon2                              | Synthego            |
| NDRG2_3                              | CTCCTGAAGTTCTGCCATGG        | Intron2                            | Synthego            |
| <b>Negative control sgRNA</b>        |                             |                                    |                     |
| NC1                                  | CGTTAATCGCGTATAATACG        |                                    | IDT                 |
| NC2                                  | CATATTGCGCGTATAGTCGC        |                                    | IDT                 |
| NC3                                  | GGCGCGTATAGTCGCGCGTA        |                                    | IDT                 |
| <b>Primer for PCR and sequencing</b> | <b>Primer sequence</b>      |                                    |                     |
| NDRG2.1.AC_For                       | TCTGCATCCCTCCCATTATCCTCT    |                                    |                     |
| NDRG2.1.AC_Rev                       | CAGAACCCACCCTCTTGCTCTGATG   |                                    |                     |
| NDRG2.1.AA_For                       | CCATGATGTAGGCCTCAACTGTAAGAC |                                    |                     |
| NDRG2.1.AA_Rev                       | TCTTCTCTGGAGCAACCTCCGCA     |                                    |                     |
| NDRG2.1.AE_For                       | CAGAGAGCCGAGAATTGATAAACTC   |                                    |                     |
| NDRG2.1.AE_Rev                       | GCAGGAACTCGGACCATTCTGCAA    |                                    |                     |
| NDRG2-3mix-F                         | CTGGTGTTGCTCTGCACCTTGCAATG  |                                    |                     |
| NDRG2-3mix-R                         | TGGTTACCTGTCCCTGGTCCAGGAG   |                                    |                     |

**Table S3: 14 sites with detected indels, located 200 base pairs up- and down-stream of the sites predicted by CasOFFinder**

| Genomic Position | REF   | ALT | AffectedGene | VEP_Consequence                              | VariantClass |
|------------------|-------|-----|--------------|----------------------------------------------|--------------|
| chr3:113572900   | ATG   | A   | Amy1         | intron_variant                               | deletion     |
| chr3:113572900   | ATG   | A   | Amy1         | intron_variant                               | deletion     |
| chr3:113572900   | ATG   | A   | Amy1         | intron_variant                               | deletion     |
| chr3:113572900   | ATG   | A   | Amy1         | intron_variant                               | deletion     |
| chr4:31726093    | T     | TG  |              | intergenic_variant                           | insertion    |
| chr9:89597121    | AT    | A   | Minar1       | intron_variant                               | deletion     |
| chr9:89597121    | AT    | A   | Minar1       | intron_variant&NMD_transcript_variant        | deletion     |
| chr15:32342480   | GA    | G   | Sema5a       | intron_variant                               | deletion     |
| chr15:32342480   | GA    | G   | Sema5a       | intron_variant&non_coding_transcript_variant | deletion     |
| chr15:32342480   | GA    | G   | Sema5a       | intron_variant&non_coding_transcript_variant | deletion     |
| chr15:32342480   | GA    | G   | Sema5a       | intron_variant&non_coding_transcript_variant | deletion     |
| chr15:32342480   | GA    | G   | Sema5a       | intron_variant&non_coding_transcript_variant | deletion     |
| chr15:32342480   | GA    | G   | Sema5a       | intron_variant&non_coding_transcript_variant | deletion     |
| chr15:32342480   | GA    | G   | Sema5a       | intron_variant&non_coding_transcript_variant | deletion     |
| chrX:8236875     | GT    | G   | Ftsj1        | downstream_gene_variant                      | deletion     |
| chrX:8236875     | GT    | G   | Ftsj1        | downstream_gene_variant                      | deletion     |
| chrX:8236875     | GT    | G   | Ftsj1        | downstream_gene_variant                      | deletion     |
| chrX:48305938    | AT    | A   | Gm7212       | upstream_gene_variant                        | deletion     |
| chrX:48305938    | AT    | A   | Gm22612      | upstream_gene_variant                        | deletion     |
| chrX:52002943    | AACAC | A   |              | intergenic_variant                           | deletion     |
| chrX:63795577    | TCA   | T   |              | regulatory_region_variant                    | deletion     |
| chrX:63795577    | TCA   | T   |              | intergenic_variant                           | deletion     |
| chrX:73054780    | ATC   | A   | Gm6858       | downstream_gene_variant                      | deletion     |
| chrX:73054780    | ATC   | A   |              | regulatory_region_variant                    | deletion     |
| chrX:96613198    | TTTG  | T   |              | intergenic_variant                           | deletion     |
| chrX:116833769   | GTA   | G   |              | intergenic_variant                           | deletion     |
| chrX:126131620   | TA    | T   | Gm14957      | intron_variant&non_coding_transcript_variant | deletion     |
| chrX:136367996   | G     | GT  | Gm14998      | downstream_gene_variant                      | insertion    |
| chrX:136367996   | G     | GT  | Gm14993      | upstream_gene_variant                        | insertion    |

**Table S4: Top differentially expressed genes in clusters in Figure 3b.** Differentially expressed genes were determined using a Wilcoxon Rank Sum test and P-values were adjusted using the Benjamini-Hochberg procedure as part of the Seurat package.

|                 |    |          |                      |                      |
|-----------------|----|----------|----------------------|----------------------|
| <b>Psmb81</b>   | 10 | 0.402373 | 2.50850659998633E-92 | 4.36379808133622E-88 |
| <b>Txndc172</b> | 10 | 0.423891 | 3.72860878246512E-92 | 6.48628783797633E-88 |
| <b>Pkib3</b>    | 10 | 0.683942 | 3.90394446698253E-84 | 6.79130179476281E-80 |
| <b>Pfdn51</b>   | 10 | 0.260391 | 6.78175200949878E-77 | 1.17975357957241E-72 |
| <b>Cox7a2l2</b> | 10 | 0.32868  | 5.83019739923882E-75 | 1.01422113957158E-70 |
| <b>Prss34</b>   | 11 | 1.131666 | 0                    | 0                    |
| <b>Mcpt8</b>    | 11 | 1.106258 | 0                    | 0                    |
| <b>Ctla2a</b>   | 11 | 1.094147 | 0                    | 0                    |
| <b>Cpa3</b>     | 11 | 0.989774 | 0                    | 0                    |
| <b>Gata2</b>    | 11 | 0.74884  | 0                    | 0                    |
| <b>Ptprcap</b>  | 11 | 0.663903 | 0                    | 0                    |
| <b>Ms4a2</b>    | 11 | 0.64438  | 0                    | 0                    |
| <b>Itga2b</b>   | 11 | 0.544366 | 0                    | 0                    |
| <b>Hdc</b>      | 11 | 0.535634 | 0                    | 0                    |
| <b>F2r</b>      | 11 | 0.42335  | 0                    | 0                    |

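The fold changes listed in Table S5 were set beside values computed from the deposited counts, for the 99 of 100 listed genes whose symbols were found in the counts. On the scale of log2 of the mean UMIs per 10000 UMIs of a cell plus 1, a scale chosen after the values were seen, fibroblast-like cells gave differences from the table with a root mean square of 0.0707 when compared with control DC wounds and 0.0381 when compared with control DC and blank wounds pooled. On that scale, a gene with few UMIs has a small fold change, since 1 is added to both means. Ngfr had 0.678 against control DC wounds there, where the paper's value in the table is 0.683. For Plod2, the value was 0.978 and the paper's 0.966.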

**Table S5: Top differentially expressed genes in fibroblasts of wounds treated with control dendritic cells (Wound\_Controls) or Ndrp2KO dendritic cells (Wound\_DC\_Ndrp2KO).** Differentially expressed genes were determined using a Wilcoxon Rank Sum test and P-values were adjusted using the Benjamini-Hochberg procedure as part of the Seurat package.

**Table S6: Top differentially expressed genes in myeloid cells of wounds treated with control dendritic cells (Wound\_Controls) or Ndr2KO dendritic cells (Wound\_DC\_Ndr2KO). Differentially expressed genes were determined using a Wilcoxon Rank Sum test and P-values were adjusted using the Benjamini-Hochberg procedure as part of the Seurat package.**

**Table S7: Top differentially expressed genes in neutrophils of wounds treated with control dendritic cells (Wound\_Controls) or Ndrp2KO dendritic cells (Wound\_DC \_Ndrp2KO).** Differentially expressed genes were determined using a Wilcoxon Rank Sum test and P-values were adjusted using the Benjamini-Hochberg procedure as part of the Seurat package.

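On the same scale, the root mean square difference from the paper's values in Table S7 was 0.243 for neutrophil-like cells against control DC wounds, 0.103 against blank wounds and 0.0171 against both pooled, over 99 genes.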

| Gene          | Group          | Average log2 fold-change | P value  | Adjusted p value |
|---------------|----------------|--------------------------|----------|------------------|
| Txnip         | Wound_Controls | 0.8384334                | 1.21E-89 | 2.25E-85         |
| Mrpl52        | Wound_Controls | 0.81891786               | 2.29E-76 | 4.27E-72         |
| Lrg1          | Wound_Controls | 0.97216121               | 1.19E-70 | 2.22E-66         |
| Ctsd          | Wound_Controls | 0.59438495               | 5.80E-63 | 1.08E-58         |
| Ptafr         | Wound_Controls | 0.56997212               | 3.12E-58 | 5.80E-54         |
| Hp            | Wound_Controls | 0.64359302               | 8.09E-57 | 1.51E-52         |
| Malat1        | Wound_Controls | 0.34241373               | 2.30E-52 | 4.27E-48         |
| Nfam1         | Wound_Controls | 0.62448536               | 6.31E-51 | 1.17E-46         |
| Dedd2         | Wound_Controls | 0.61873369               | 4.51E-48 | 8.39E-44         |
| Lfng          | Wound_Controls | 0.60397385               | 7.85E-48 | 1.46E-43         |
| Fgl2          | Wound_Controls | 0.68012472               | 2.99E-46 | 5.56E-42         |
| F630028O10Rik | Wound_Controls | 0.69799912               | 1.49E-44 | 2.77E-40         |
| Csf3r         | Wound_Controls | 0.47873564               | 8.73E-44 | 1.62E-39         |
| Asprv1        | Wound_Controls | 0.65863567               | 2.57E-42 | 4.78E-38         |
| Igsf6         | Wound_Controls | 0.58581319               | 4.57E-41 | 8.51E-37         |
| Ogfrl1        | Wound_Controls | 0.47423111               | 1.25E-40 | 2.33E-36         |
| Midn          | Wound_Controls | 0.48611359               | 5.69E-40 | 1.06E-35         |
| Lars2         | Wound_Controls | 0.27692665               | 1.88E-39 | 3.50E-35         |
| Neat1         | Wound_Controls | 0.44897273               | 9.28E-38 | 1.73E-33         |
| Alas1         | Wound_Controls | 0.57266246               | 9.70E-38 | 1.81E-33         |
| Son           | Wound_Controls | 0.40380689               | 1.28E-37 | 2.39E-33         |
| Selplg        | Wound_Controls | 0.48213521               | 1.66E-37 | 3.09E-33         |
| Alox5ap       | Wound_Controls | 0.45292187               | 2.56E-36 | 4.76E-32         |
| Ppia          | Wound_Controls | 0.43769837               | 2.47E-35 | 4.59E-31         |
| 2310001H17Rik | Wound_Controls | 0.47197921               | 3.18E-35 | 5.93E-31         |
| Fgr           | Wound_Controls | 0.45038793               | 6.49E-35 | 1.21E-30         |
| Slc38a2       | Wound_Controls | 0.39758415               | 6.56E-35 | 1.22E-30         |
| Zfp36l2       | Wound_Controls | 0.53852346               | 1.08E-34 | 2.01E-30         |
| Adgre5        | Wound_Controls | 0.67288216               | 2.70E-34 | 5.03E-30         |
| Atf7ip        | Wound_Controls | 0.54678587               | 8.47E-34 | 1.58E-29         |
| Sirpb1b       | Wound_Controls | 0.42579389               | 1.05E-33 | 1.96E-29         |
| Jun           | Wound_Controls | 0.54210023               | 2.18E-33 | 4.06E-29         |
| Osgin1        | Wound_Controls | 0.63313958               | 2.75E-33 | 5.11E-29         |
| Rnf149        | Wound_Controls | 0.37879332               | 9.41E-33 | 1.75E-28         |
| Cd300a        | Wound_Controls | 0.52045695               | 1.07E-32 | 2.00E-28         |
| Il1r2         | Wound_Controls | 0.48191482               | 2.42E-32 | 4.50E-28         |
| Cxcr4         | Wound_Controls | 0.67391116               | 2.60E-32 | 4.84E-28         |
| Marcksl1      | Wound_Controls | 0.47219476               | 2.78E-32 | 5.18E-28         |
| Rsrp1         | Wound_Controls | 0.37844026               | 3.23E-32 | 6.01E-28         |
| Fam111a       | Wound_Controls | 0.486718                 | 3.63E-31 | 6.75E-27         |
| Vmp1          | Wound_Controls | 0.4652904                | 3.21E-30 | 5.97E-26         |
| Il6ra         | Wound_Controls | 0.39266044               | 7.34E-30 | 1.37E-25         |
| BC005537      | Wound_Controls | 0.41808714               | 1.11E-29 | 2.07E-25         |

|        |                  |            |          |          |
|--------|------------------|------------|----------|----------|
| Clec4e | Wound_DC_Ndrg2KO | 0.36196454 | 1.11E-12 | 2.07E-08 |
| Pts    | Wound_DC_Ndrg2KO | 0.55757257 | 1.75E-12 | 3.26E-08 |
| Rab20  | Wound_DC_Ndrg2KO | 0.26192394 | 1.78E-12 | 3.31E-08 |
| Cd14   | Wound_DC_Ndrg2KO | 0.25071535 | 2.86E-12 | 5.33E-08 |
| Dgat1  | Wound_DC_Ndrg2KO | 0.34782142 | 6.46E-12 | 1.20E-07 |
| Arpc3  | Wound_DC_Ndrg2KO | 0.28386606 | 6.47E-12 | 1.20E-07 |

**Table S8: Top differentially expressed genes in lymphoid cells of wounds treated with control dendritic cells (Wound\_Controls) or Ndr2KO dendritic cells (Wound\_DC\_Ndr2KO). Differentially expressed genes were determined using a Wilcoxon Rank Sum test and P-values were adjusted using the Benjamini-Hochberg procedure as part of the Seurat package.**

| Gene          | Group          | Average log2 fold-change | P value  | Adjusted p value |
|---------------|----------------|--------------------------|----------|------------------|
| Lars2         | Wound_Controls | 0.39807811               | 3.62E-13 | 6.75E-09         |
| Sik1          | Wound_Controls | 0.6530768                | 3.37E-11 | 6.28E-07         |
| Nr4a3         | Wound_Controls | 0.70177356               | 1.13E-10 | 2.10E-06         |
| Cxcr4         | Wound_Controls | 0.96969081               | 5.47E-10 | 1.02E-05         |
| Hnrnpa2b1     | Wound_Controls | 0.49838029               | 3.37E-08 | 0.00062678       |
| Junb          | Wound_Controls | 0.75723865               | 5.25E-08 | 0.00097752       |
| Vps37b        | Wound_Controls | 0.76753497               | 6.70E-08 | 0.00124715       |
| Setd2         | Wound_Controls | 0.43461982               | 7.80E-08 | 0.00145088       |
| Csrnp1        | Wound_Controls | 0.45210524               | 1.37E-07 | 0.00255695       |
| Kdm6b         | Wound_Controls | 0.74858098               | 1.51E-07 | 0.00280523       |
| Zfp36         | Wound_Controls | 0.64776399               | 3.41E-07 | 0.00634271       |
| Impdh2        | Wound_Controls | 0.4420843                | 3.71E-07 | 0.00689962       |
| Il4ra         | Wound_Controls | 0.42853145               | 4.85E-07 | 0.00903269       |
| Dusp1         | Wound_Controls | 0.69472386               | 5.68E-07 | 0.01057313       |
| Fosl2         | Wound_Controls | 0.50595346               | 7.31E-07 | 0.01361036       |
| St13          | Wound_Controls | 0.33652571               | 8.19E-07 | 0.01525285       |
| Fbxo11        | Wound_Controls | 0.34389502               | 8.65E-07 | 0.01609691       |
| Tob2          | Wound_Controls | 0.59441577               | 8.75E-07 | 0.01629283       |
| Ankrd12       | Wound_Controls | 0.50378843               | 9.62E-07 | 0.01789823       |
| Spty2d1       | Wound_Controls | 0.44200251               | 1.08E-06 | 0.02005932       |
| Slc38a1       | Wound_Controls | 0.54212042               | 1.15E-06 | 0.02149589       |
| Tex2          | Wound_Controls | 0.33205072               | 1.33E-06 | 0.02470105       |
| Huwe1         | Wound_Controls | 0.4174962                | 1.37E-06 | 0.02556051       |
| Slc38a2       | Wound_Controls | 0.65807219               | 1.39E-06 | 0.02596002       |
| Tuba1b        | Wound_Controls | 0.33579267               | 1.58E-06 | 0.029321         |
| Hnrnp1        | Wound_Controls | 0.4240159                | 1.62E-06 | 0.03016999       |
| Fosb          | Wound_Controls | 0.73796615               | 1.79E-06 | 0.03339964       |
| Herc1         | Wound_Controls | 0.35490067               | 2.26E-06 | 0.04200129       |
| Dennd4a       | Wound_Controls | 0.56027461               | 3.35E-06 | 0.06231804       |
| 4932438A13Rik | Wound_Controls | 0.49672755               | 4.86E-06 | 0.09053693       |
| Eprs          | Wound_Controls | 0.57818458               | 5.03E-06 | 0.09358639       |
| Nup98         | Wound_Controls | 0.33952624               | 5.59E-06 | 0.10413301       |
| Kdm2b         | Wound_Controls | 0.40280621               | 8.27E-06 | 0.1539226        |
| Ddx5          | Wound_Controls | 0.37159088               | 8.60E-06 | 0.1600053        |
| Ddx21         | Wound_Controls | 0.42410383               | 9.22E-06 | 0.17158282       |
| Ern1          | Wound_Controls | 0.33358784               | 1.33E-05 | 0.24704237       |
| Nr4a2         | Wound_Controls | 0.74164556               | 1.37E-05 | 0.25548436       |
| Ptp4a1        | Wound_Controls | 0.40661265               | 1.40E-05 | 0.26058074       |
| Nars          | Wound_Controls | 0.40413117               | 1.59E-05 | 0.29506083       |
| Cebpb         | Wound_Controls | 0.56500843               | 1.63E-05 | 0.30309137       |
| Nucks1        | Wound_Controls | 0.34334541               | 1.75E-05 | 0.32613531       |
| Smg7          | Wound_Controls | 0.27493659               | 1.85E-05 | 0.34391573       |
| Clk1          | Wound_Controls | 0.46225826               | 1.95E-05 | 0.36237982       |

|                 |                  |            |            |   |
|-----------------|------------------|------------|------------|---|
| <b>Arf5</b>     | Wound_DC_Ndrd2KO | 0.43261204 | 5.97E-05   | 1 |
| <b>AA467197</b> | Wound_DC_Ndrd2KO | 0.40676839 | 6.78E-05   | 1 |
| <b>Aldoa</b>    | Wound_DC_Ndrd2KO | 0.61616468 | 7.20E-05   | 1 |
| <b>H2-K1</b>    | Wound_DC_Ndrd2KO | 0.27309117 | 0.00010017 | 1 |
| <b>Lptm5</b>    | Wound_DC_Ndrd2KO | 0.35115269 | 0.00010218 | 1 |
| <b>Myl6</b>     | Wound_DC_Ndrd2KO | 0.35653691 | 0.00010859 | 1 |
| <b>Naca</b>     | Wound_DC_Ndrd2KO | 0.27118392 | 0.0001088  | 1 |

Supplementary Figure 1

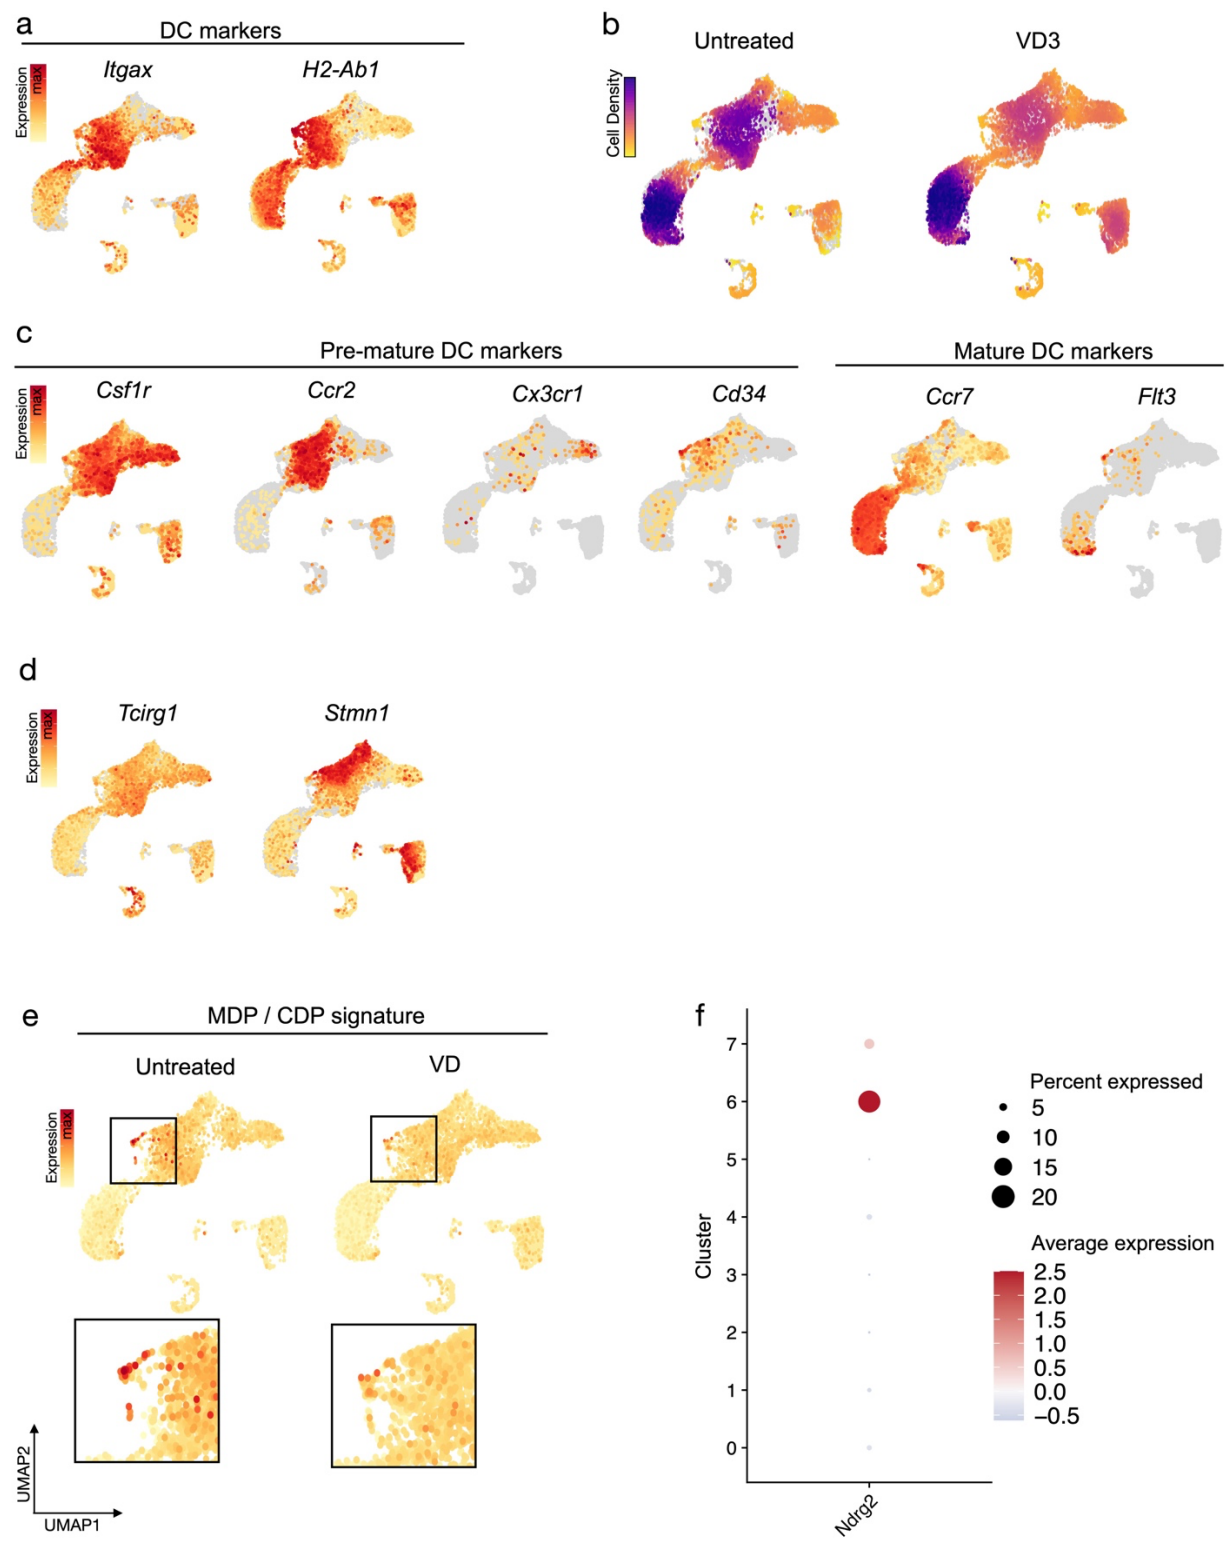

### Supplementary Figure 1

**a**, Expression of *Itagx* and *H2-Ab1* projected onto UMAP embedding of Figure 1. **b**, UMAP embedding of Fig. 1 with untreated and vitamin D3 (VD3) treated cells colored by cell density. **c**, Expression of markers pre-mature and mature DCs projected onto the UMAP embedding. **d**, Expression of *Tcirg1* and *Stmn1* projected onto UMAP embedding. **e**, macrophage dendritic cell progenitor (MDP) / common dendritic cell progenitor (CDP) expression score computed using expression levels for *Ndrp2*, *Csf1r*, *Flt3*, *Clec9a* projected onto UMAP embedding. **f**, Dot plot indicating *Ndrp2* expression in different Seurat clusters of Figure 1b.

Supplementary Figure 2

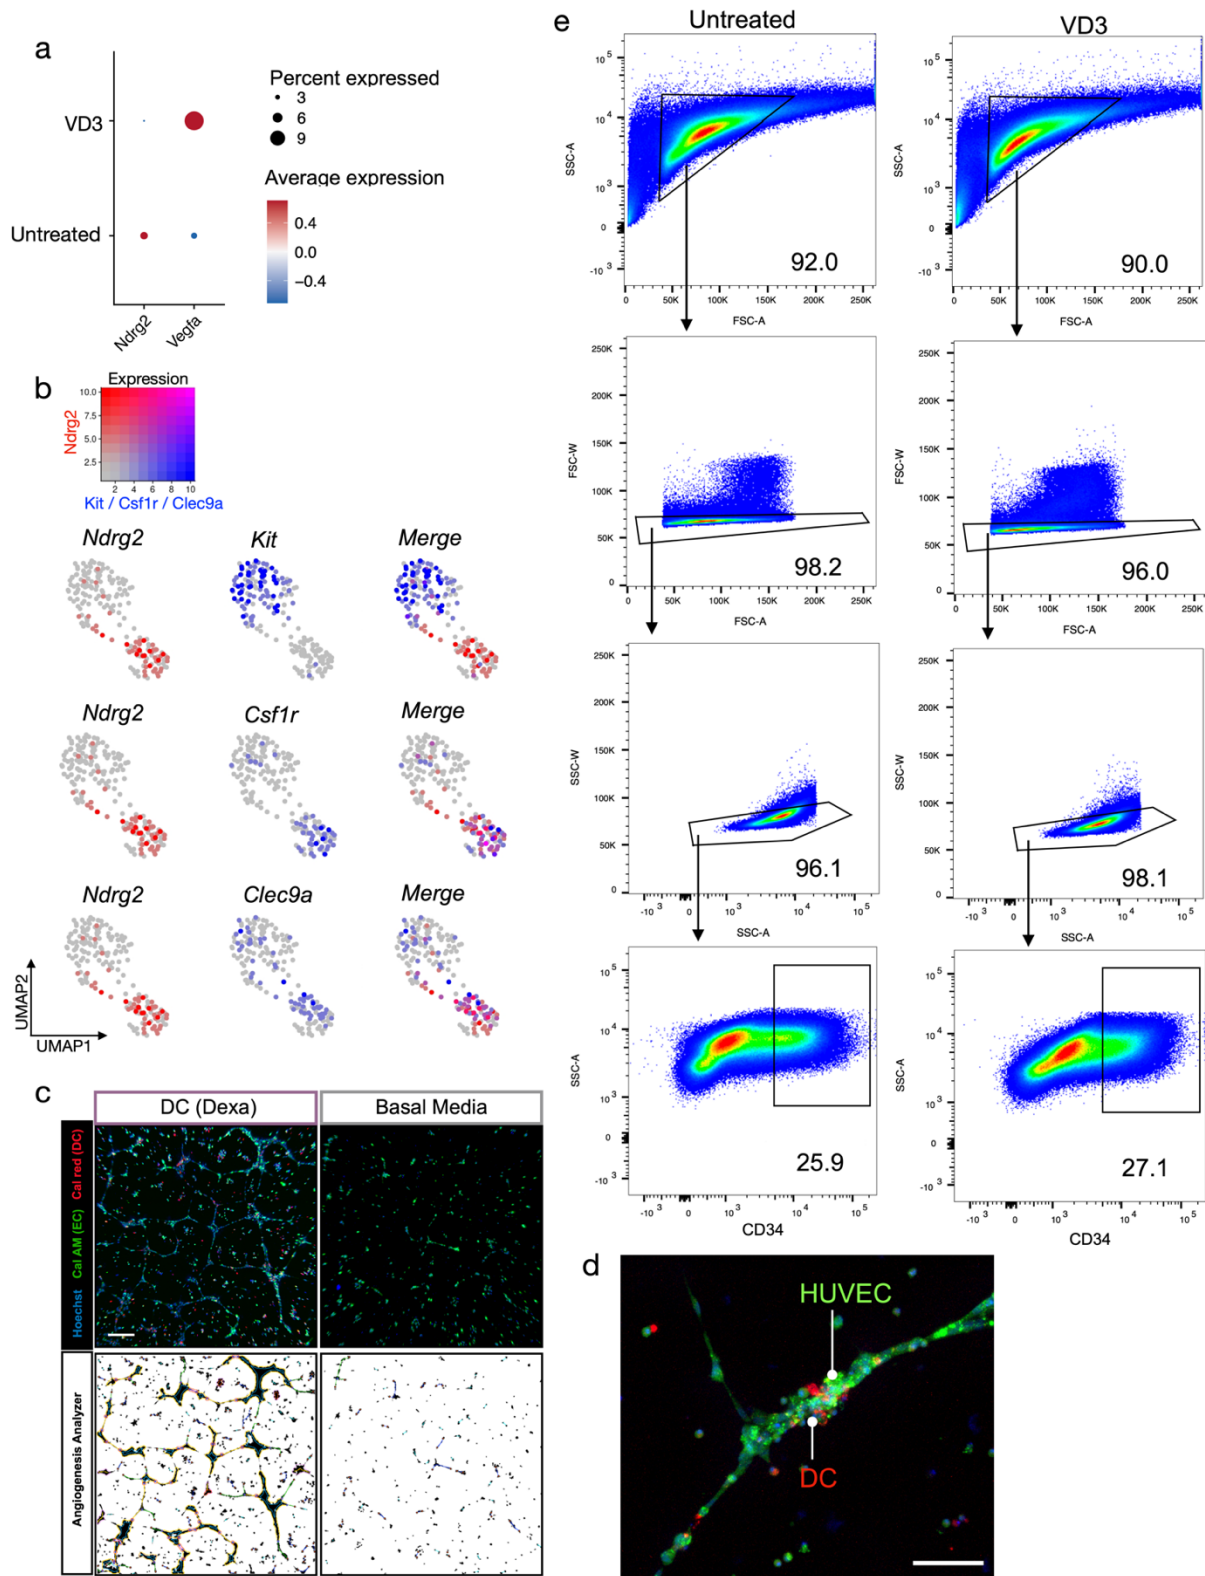

## Supplementary Figure 2

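At the full depth of each cell, 405 of 7257 untreated cells (5.58%) and 132 of 8825 VD3 stimulated cells (1.50%) held an Ndrg2 UMI. Vegfa UMIs were held by 4.85% and 12.8% of the cells. In a cluster of shallow cells with granulocyte markers, taken as background for free RNA, 4 of 926 untreated cells (0.432%) held an Ndrg2 UMI, at a median of 2934 UMIs per cell. For Vegfa, this cluster is no background, since 7.45% of its untreated cells held a UMI.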

**a**, Dot plot indicating *Ndr2* and *Vegfa* expression in vitamin D3 (VD3) treated and control (untreated) cells. **b**, Expression of *Ndr2* (red) and *Kit*, *Csf1r*, and *Clec9a* (blue) projected onto UMAP embedding of cluster 6 subset. Right column shows merged expression of *Ndr2* and co-expressed genes. **c**, Endothelial cell (EC) tube formation after co-culture of ECs together with dexamethasone stimulated dendritic cells (DCs) and after EC monoculture in basal media (negative control), n = 3 biological replicates. **d**, Magnified image of EC tube formation after co-culture of ECs with VD3-stimulated DCs indicating close interaction of DCs and ECs. Scale bars: 200  $\mu$ m in overview and 100  $\mu$ m in magnified image. **e**, Pre-gating strategy for untreated and VD3 treated DCs in Figure 1f.

Supplementary Figure 3

a

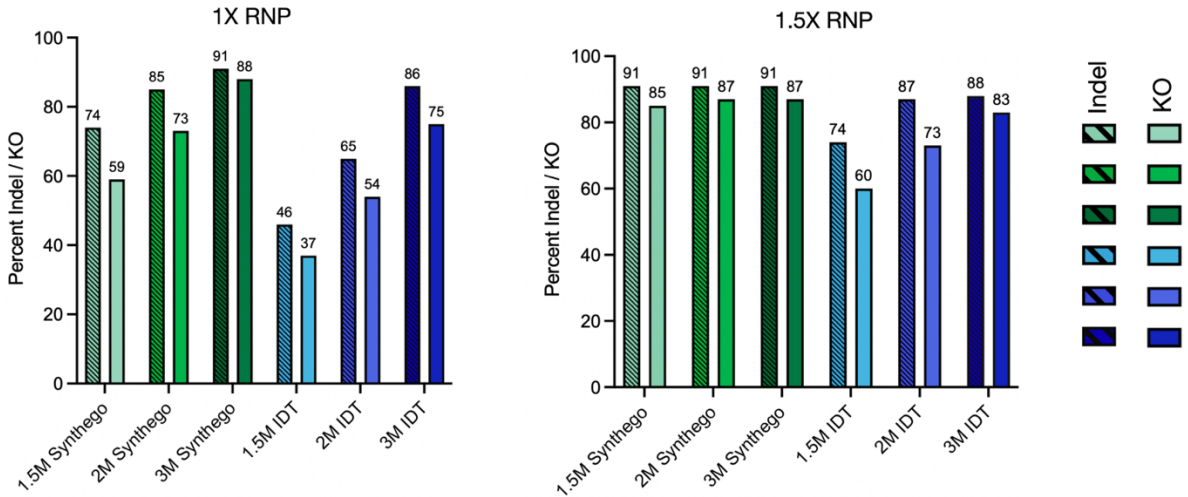

b

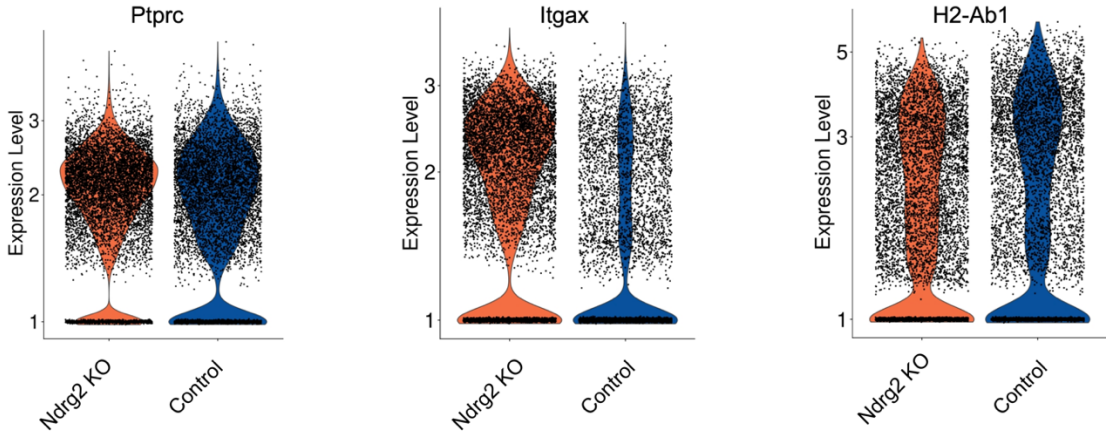

c Alignment between predicted off-target sites and sgRNA sequences

```
chrX:126131778-126131801 -----CCAGAAGAAACAAGTGAGATGCT----- 23
chr15:32342483-32342507 -----ATGTGTAGTAGTATGGGACCTGGG----- 24
chrX:145775172-145775196 -----GTGTTTGTAGTCAATGTGACTGGGG----- 24
sgNdr2_2 Ndr2+51911486 -----GCAGTCTCGGGTGTTCCTCC----- 20
chrX:116833564-116833587 -----TTCCTTGATGTGCCAAGGTGGGG----- 23
chr4:31726284-31726307 -----CCCCATGGCATAAGCACATGAG----- 23
chr16:92812400-92812424 -----CCATGGGACCCATGTTCTTATCAT----- 24
chr8:123766177-123766202 -----ATGTCTCAGAGCTTAGGACCCAGG----- 25
→ chr3:113572680-113572703 -----ATCTTCAGAGCTTGGCCCGGAA----- 23
sgNdr2_1 Ndr2+51911432 -----ATGTTTCAGAGCATGGGACCG----- 20
chrX:8236822-8236846 CCGGACTGGCTAGAACTACAGGTG----- 24
chrX:63795690-63795713 -----CCCTCCCATGCCCTGAATACA----- 23
chrX:60844817-60844840 CCACTGACATGCTCCCTACATGA----- 23
chrX:48305848-48305871 -----CCCCAGTCCCATCTCTGAAAGCC----- 23
chrX:73054709-73054732 CCTCCTTCCCTCTCTGAACTC----- 23
chrX:74953083-74953106 -----CCTCTCTCTCTCTCTGAACATGG----- 23
chrX:136367862-136367885 -----CCTCCATAGGA-TCGTGAGGATAA----- 23
chrX:52002777-52002802 CCTAGGTTCCATGACC-TCTGGAGAA----- 25
chrX:11424965-11424988 -----CCCTGAAACACCCACAAGTGTCT----- 23
→ chrX:96613063-96613088 -----CTACATTTGAGTTTCATTCATGGAGG----- 25
→ chr9:89597186-89597209 -----CTACTGAAAGCCTGCGCTGGAGG----- 23
sgNdr2_3 Ndr2+51911539 -----CTCCTGAAGTCTTGCCATGG----- 20
```

d Off-target varian classes

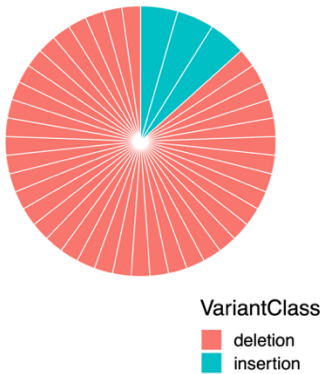

### Supplementary Figure 3

**a**, Optimization of Cas9 RNP approach using sgRNAs obtained from different manufacturers (Synthego and Integrated DNA Technologies, IDT) at different cell concentrations (1.5 M, 2 M, 3 M). Left: Nucleofection performed with 18.6 pmol Cas9 and 22 pmol sgRNA mix (1 X RNP), right: Nucleofection performed with 27.9 pmol Cas9 and 33 pmol sgRNA mix (1.5 X RNP). **b**, single-cell RNA sequencing of Ndrp2-knockout (Ndrp2-KO) and control (untreated) dendritic cells. The expression of *Ptprc*, *Itgax*, and *H2-Ab1* is shown as violin plots. **c**, Alignment between predicted off-target sites and sgRNA sequences (blue). Rows with arrows demonstrate a high alignment. Red arrows indicate potential off-target sites that show a protospacer adjacent motif (PAM) sequence. **d**, Off-target variant classes. White lines indicate the numbers of different consequences per group.

Supplementary Figure 4

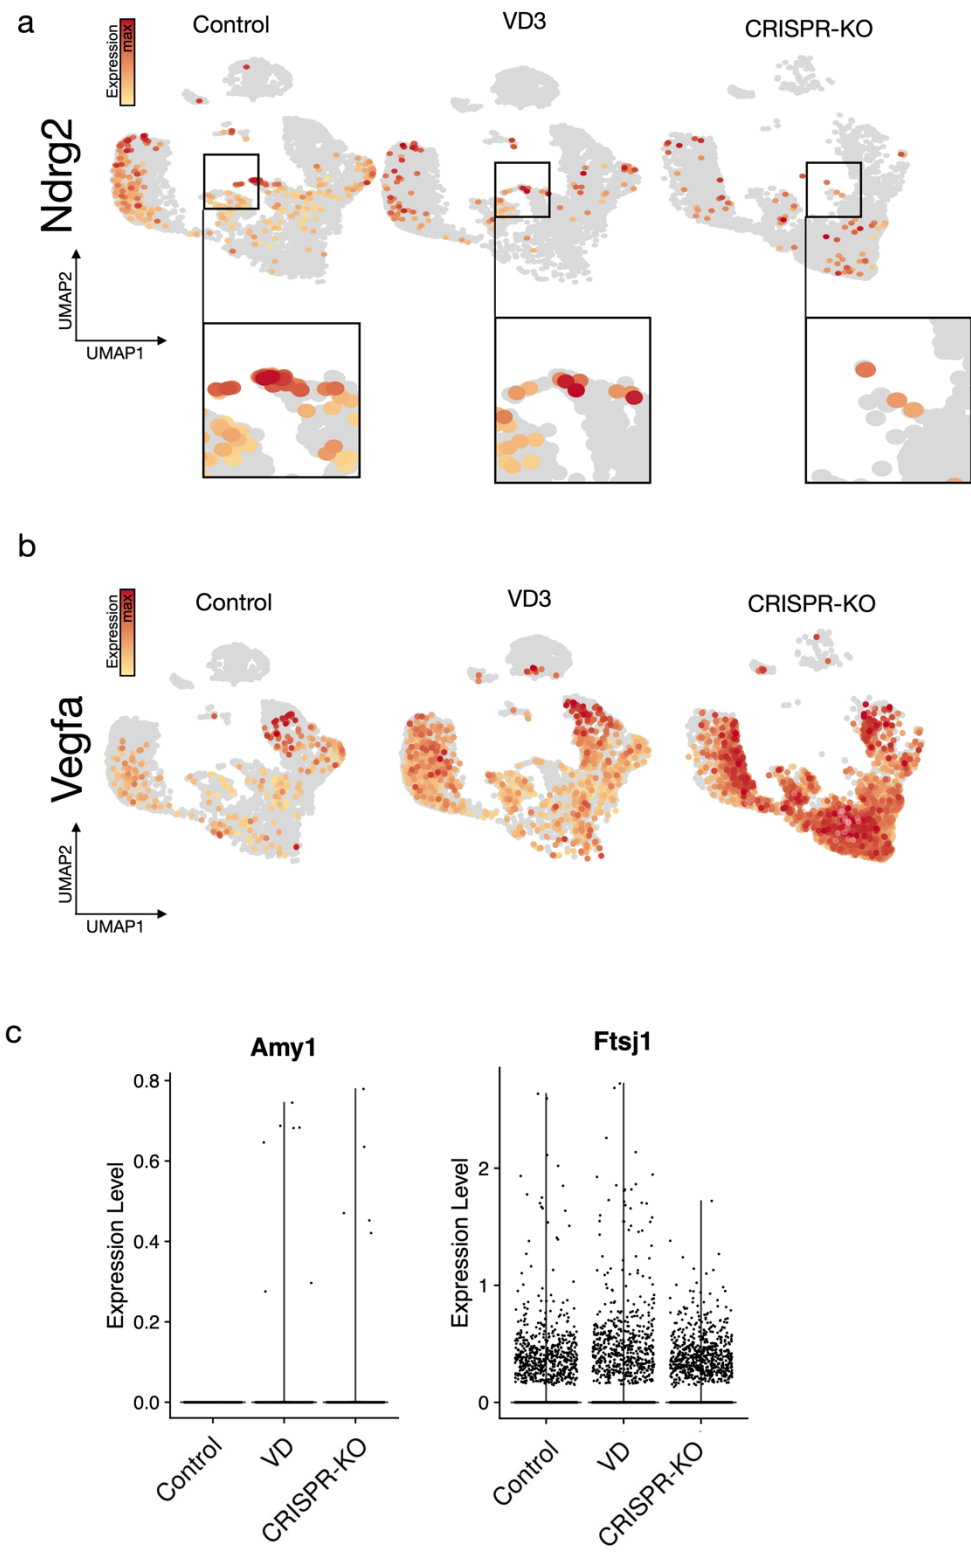

#### **Supplementary Figure 4**

**a**, *Ndrp2* expression projected onto UMAP embedding of in vitro scRNA-seq dataset, plot split by experimental group. Zoom-in panels showing cluster 9 (*Ndrp2*<sup>+</sup> progenitors). **b**, *Vegfa* expression projected onto UMAP embedding of in vitro scRNA-seq dataset, plot split by experimental group. **c**, Violin plots showing expression of genes (*Amy1* and *Ftsj1*) at potential off-target sites.

Supplementary Figure 5

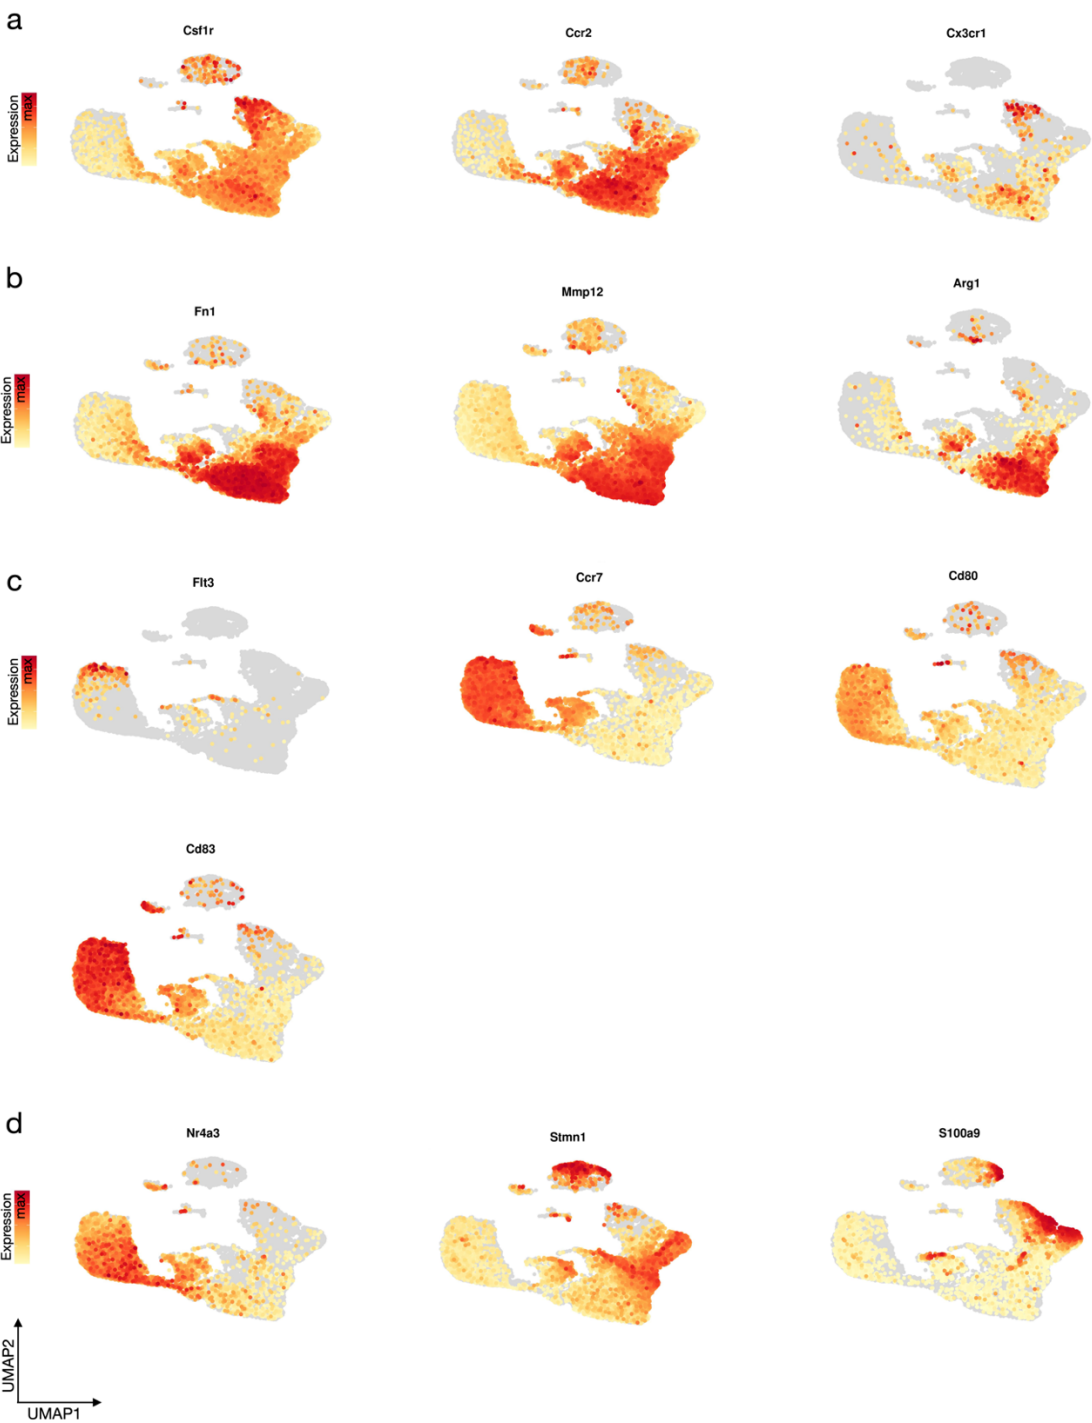

### Supplementary Figure 5

**a**, Expression of markers of premature dendritic cells (DCs) projected onto UMAP embedding of Figure 3. **b**, Expression of *Fn1*, *Mmp12*, *Arg1* projected onto UMAP embedding. **c**, Expression of mature DC markers projected onto UMAP embedding. **d**, Expression of *Nr4a3*, *Stmn1*, *S100a9* projected onto UMAP embedding.

Supplementary Figure 6

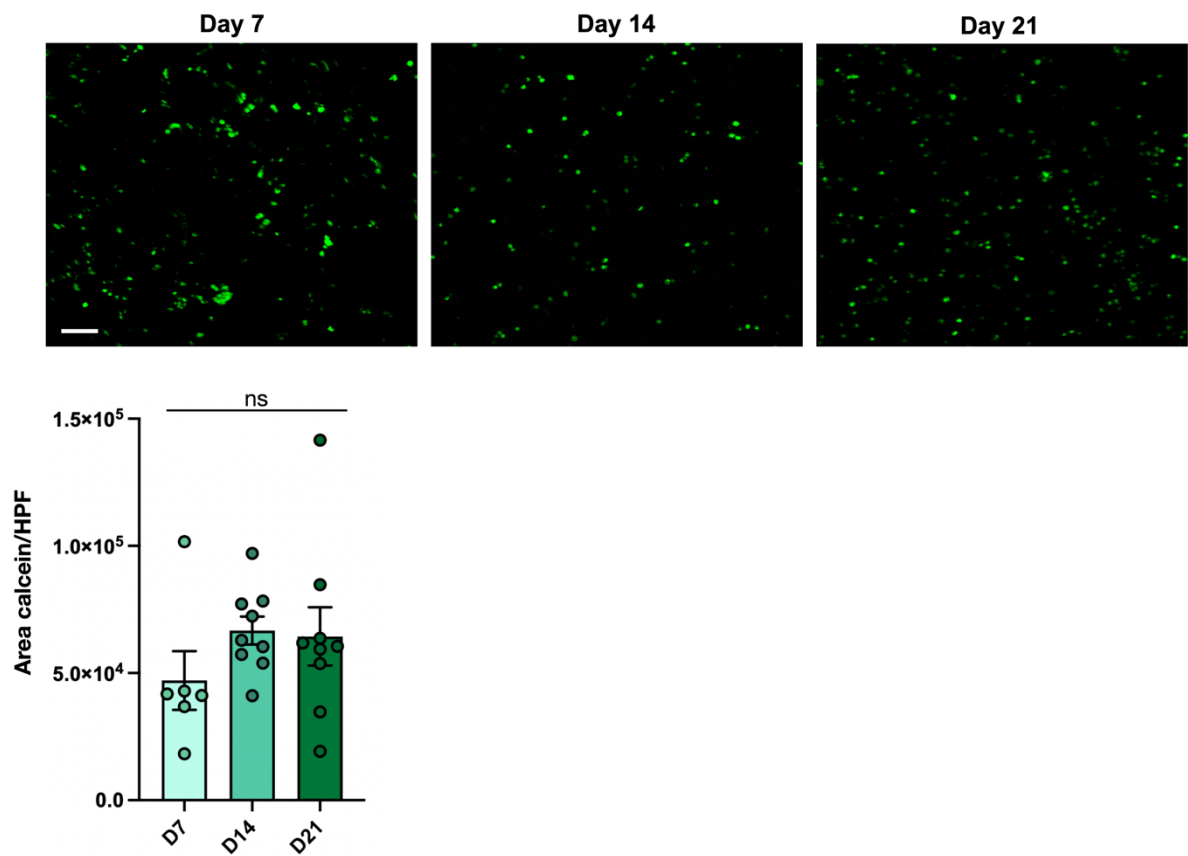

### **Supplementary Figure 6**

Dendritic cells cultured on collagen-pullulan hydrogels for 7, 14, and 21 days labeled with Calcein AM (green). Scale bar: 200  $\mu\text{m}$ . The bar plot shows the quantification of calcein AM (green) area per high power field (HPF),  $n = 8$  biological replicates for Day 7,  $n = 9$  biological replicates for D14,  $n = 9$  biological replicates for Day 21. One-way analysis of variance (ANOVA) with Tukey's multiple comparisons test.  $P = 0.36$ . Data are presented as mean values  $\pm$  SEM.

Supplementary Figure 7

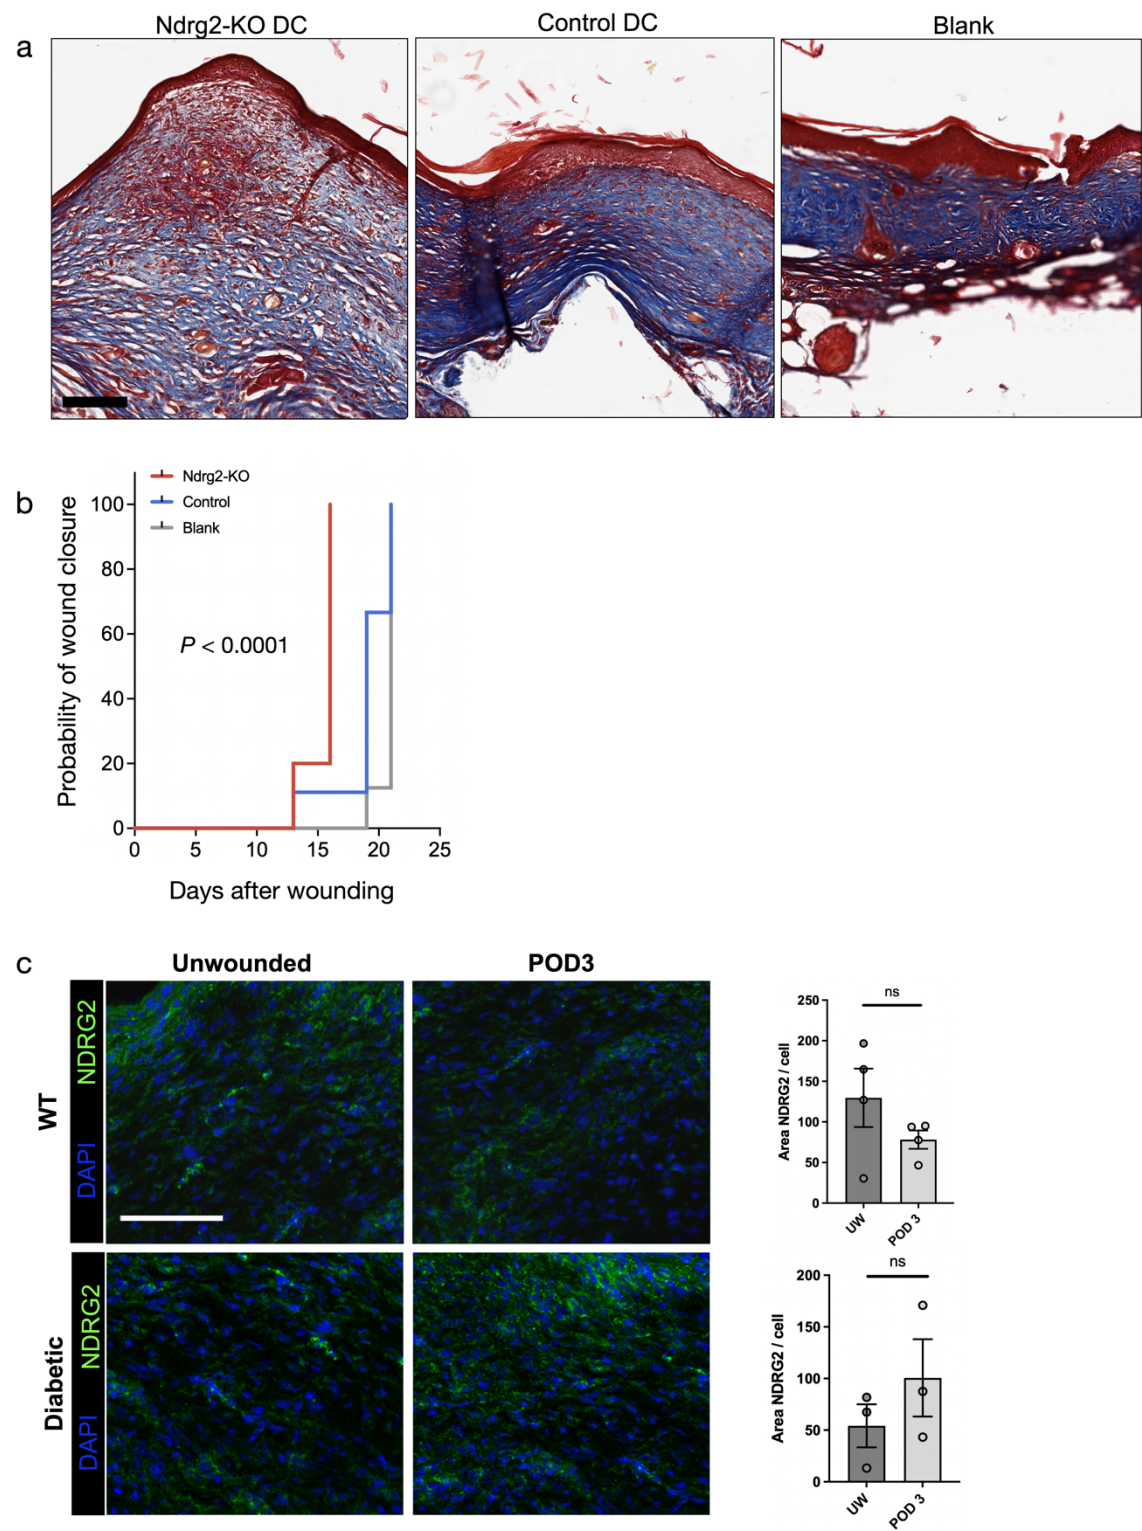

### Supplementary Figure 7

**a**, Masson's trichrome staining of explanted wound tissue from diabetic mice (day 21). Scale bar: 200  $\mu\text{m}$ . **b**, Probability of wound closure in diabetic mice after treatment with Ndr2-KO dendritic cells (DCs), control DCs (nucleofection with 3 non-targeting sgRNAs), and blank hydrogels (reverse Kaplan-Meier estimate, \*\*\*\* $P < 0.0001$ ),  $n = 7$  biological replicates for Ndr2-KO,  $n = 4$  biological replicates for Control,  $n = 7$  biological replicates for Blank. **c**, Immunofluorescent staining of unwounded skin and wound tissue explanted on postoperative day (POD) 3 for NDRG2 in wild-type (WT,  $n = 4$  biological replicates per group) and diabetic (db/db) mice ( $n = 3$  biological replicates per group). Unpaired two-tailed T-test:  $P = 0.22$  for WT and  $0.34$  for db/db mice. Data are presented as mean values  $\pm$  SEM. Scale bar: 200  $\mu\text{m}$ .

Supplementary Figure 8

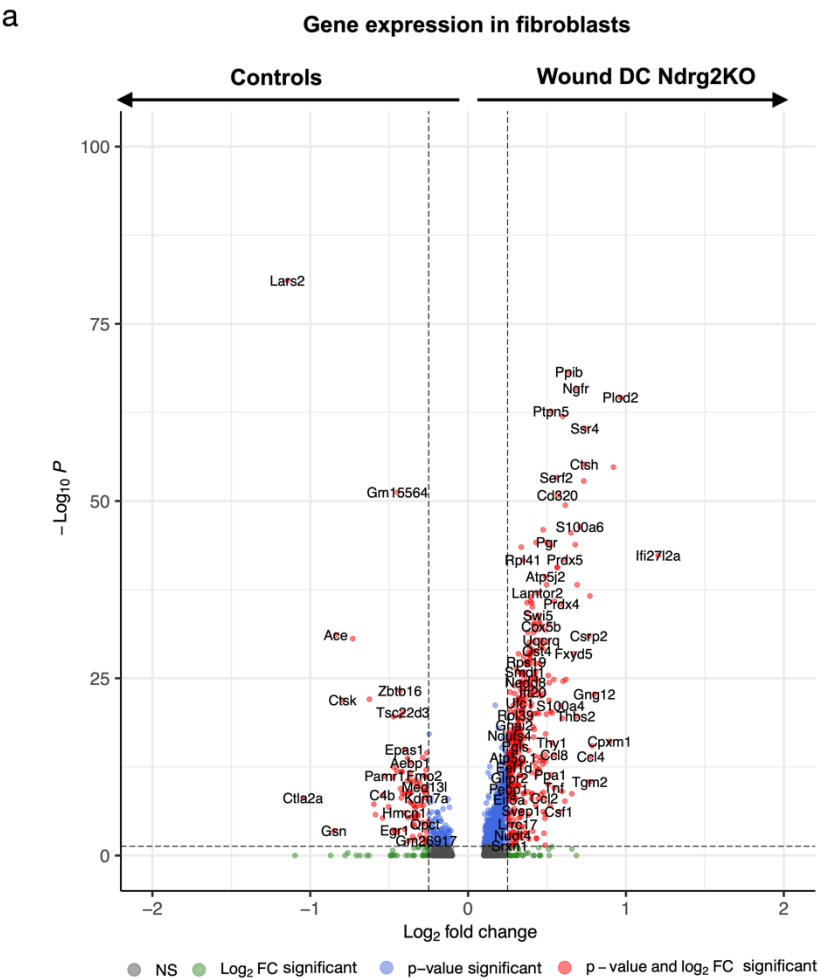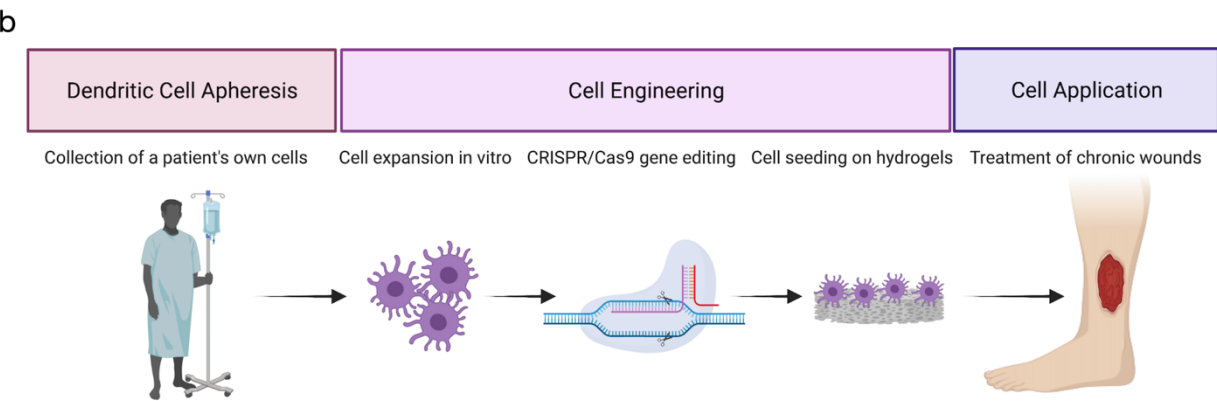

### **Supplementary Figure 8**

**a**, Volcano plot showing gene expression in fibroblasts from excisional wounds that had been treated with Ndr2KO dendritic cells (DCs) or control DCs (controls). Differentially expressed genes were determined using a Wilcoxon Rank Sum test and P-values were adjusted using the Benjamini-Hochberg procedure as part of the Seurat package. **b**, Workflow for possible future clinical application of genetically edited DCs for the treatment of chronic wounds.

# Supplementary material for: Cas9-mediated knockout of Ndrg2 enhances the regenerative potential of dendritic cells for wound healing
**Source:** Nat Commun. 2023 Aug 7;14:4729. doi: 10.1038/s41467-023-40519-z
**Supplement:** Supplementary file 3 — Reporting Summary

Last updated by author(s): Feb 13, 2023

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection.

Data analysis R packages Seurat (version 3.1.1), scVelo (v0.2.3), GeneTrail (v3.0), SingleR (v3.11), CytoTRACE(v1, code from <https://cytotrace.stanford.edu>) were used for single cell analyses. MatFiber code was previously developed and may be found on GitHub at <https://github.com/cardiabiomechanicsgroup/MatFiber>. Prism8 was used for statistical analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing reads were aligned to the mouse reference genome (GRCm38). The authors declare that the source data supporting the findings of this study are provided with the manuscript and supplementary information files. The scRNA-seq data discussed in this publication have been deposited in NCBI's Gene Expression

Omnibus and are accessible through GEO Series accession number . Automated cell- level annotations were ascribed using the SingleR toolkit (version 3.11) against the ImmGen database.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |    |
|-----------------------------|----|
| Reporting on sex and gender | NA |
| Population characteristics  | NA |
| Recruitment                 | NA |
| Ethics oversight            | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The mice were assigned randomly to the different treatment groups (n = 5 mice per condition) to receive either Ndr2-KO cells, control DCs or blank hydrogels. A sample size of n=5 mice per group is common for highly inbred mouse strains and was determined according to previously published studies using the stented full-thickness excisional wound model.                                                                                                                                                                                                                         |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Replication     | To verify the reproducibility of our findings, we performed each major experiment multiple times in order to generate biological replicates. All attempts at replication were successful. For mouse studies, 5 mice were used per treatment condition. All attempts at replication of the mouse experiments were successful. For in vitro tube formation assays 3 independent replicates (cell culture assays) were used. For staining of cultured dendritic cells, 6 independent replicates were used.                                                                                   |
| Randomization   | The mice were randomly assigned to receive either Ndr2-KO cells, control DCs or blank hydrogels. Cell culture plates of dendritic cells were randomly assigned to undergo knockout of Ndr2 using Cas9-RNP or remain untreated.                                                                                                                                                                                                                                                                                                                                                            |
| Blinding        | Days to wound closure were determined for each wound based on blinded assessment of gross photography. Immunofluorescent staining was made in an unbiased manner using MATLAB image processing to quantify the amount of stain in each sample. The same threshold was used for all images. For scRNA-seq, cells were processed by a core facility (SFGF) blinded to treatment allocation. For analysis, data were normalized and processed according to the Seurat package in an unbiased manner. The investigators were blinded to group allocation during data collection and analysis. |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |    |
|-------------------|----|
| Study description | NA |
| Research sample   | NA |
| Sampling strategy | NA |
| Data collection   | NA |
| Timing            | NA |
| Data exclusions   | NA |

|                   |    |
|-------------------|----|
| Non-participation | NA |
| Randomization     | NA |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |    |
|--------------------------|----|
| Study description        | NA |
| Research sample          | NA |
| Sampling strategy        | NA |
| Data collection          | NA |
| Timing and spatial scale | NA |
| Data exclusions          | NA |
| Reproducibility          | NA |
| Randomization            | NA |
| Blinding                 | NA |

Did the study involve field work? ☐ Yes ☒ No

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Immunofluorescent staining was performed using primary antibodies targeting CD31 (ab28364; Abcam, Waltham, MA) and Ndr2 (ab174850; Abcam, Waltham, MA).                                                                                                                                                                                                                                                                                       |
| Validation      | All antibodies used were validated by the suppliers they were acquired from and were used at the optimized conditions according to the manufacturer's recommendations. Additional validation information and relevant publications are available on the manufacturers' website: <a href="https://www.abcam.com/primary-antibodies/how-we-validate-our-antibodies">https://www.abcam.com/primary-antibodies/how-we-validate-our-antibodies</a> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                     |                          |
|---------------------|--------------------------|
| Cell line source(s) | No cell lines were used. |
| Authentication      | NA                       |

|                                                                      |    |
|----------------------------------------------------------------------|----|
| Mycoplasma contamination                                             | NA |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | NA |

## Palaeontology and Archaeology

|                                                                                                                                                 |    |
|-------------------------------------------------------------------------------------------------------------------------------------------------|----|
| Specimen provenance                                                                                                                             | NA |
| Specimen deposition                                                                                                                             | NA |
| Dating methods                                                                                                                                  | NA |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |    |
| Ethics oversight                                                                                                                                | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J (wild-type) and C57BL/6-db/db mice were obtained from the Jackson Laboratory (Bar Harbor, ME). Only 6 weeks old mice were used for experiments. Animals were housed under standard conditions according to protocols of the Stanford University Institutional Animal Care and Use Committees in a 24-hour dark/light cycle and a temperature and humidity-controlled environment with access to food and water ad libitum. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                             |
| Reporting on sex        | Female and male mice were randomly assigned to the different treatment groups to receive wound treatment with either Ndr2-KO cells, control DCs or blank hydrogels.                                                                                                                                                                                                                                                                 |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | All experiments were performed in accordance with Stanford University Institutional Animal Care and Use Committees and the NIH Guide for the Care and Use of Laboratory Animals. The study was approved by the Administrative Panel on Laboratory Animal Care (APLAC) at Stanford University (APLAC protocol number: APB-2965-GG0619).                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |    |
|-----------------------------|----|
| Clinical trial registration | NA |
| Study protocol              | NA |
| Data collection             | NA |
| Outcomes                    | NA |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

ChIP seq was not used in this study.

Files in database submission

NA

Genome browser session

(e.g. [UCSC](#))

NA

### Methodology

Replicates

NA

Sequencing depth

NA

Antibodies

NA

Peak calling parameters

NA

Data quality

NA

Software

NA

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                                                                                                                                                                                                                        |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Bone marrow derived dendritic cells were washed in FACS buffer and stained with PE anti-mouse CD135 antibody, Brilliant Violet 421 anti-mouse CD103 antibody, and Alexa Fluor® 647 anti-mouse CD34 antibody according to the manufacturer's recommendation (Biolegend, San Diego, CA). |
| Instrument                | BD FACS Aria (Becton Dickinson, San Jose, CA) at the Stanford University Flow cytometry core facility.                                                                                                                                                                                 |
| Software                  | FlowJo (Becton Dickinson, San Jose, CA) provided by the Stanford University Flow cytometry core facility.                                                                                                                                                                              |
| Cell population abundance | Flow cytometry showed that 3% of all CD34+ DC progenitors in untreated cultures co-expressed Flt3 (CD135) and CD103, while this population was reduced to 0.8% after VD3 treatment.                                                                                                    |
| Gating strategy           | Preliminary gating strategy consisted of FSC-A/SSC-A, FSC-A/FSC-W, and SSC-A/SSC-W gates to identify single cells and exclude doublets.                                                                                                                                                |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

|                                 |                                                        |
|---------------------------------|--------------------------------------------------------|
| Design type                     | Magnetic resonance imaging was not used in this study. |
| Design specifications           | NA                                                     |
| Behavioral performance measures | NA                                                     |

### Acquisition

|                               |                                                                            |
|-------------------------------|----------------------------------------------------------------------------|
| Imaging type(s)               | NA                                                                         |
| Field strength                | NA                                                                         |
| Sequence & imaging parameters | NA                                                                         |
| Area of acquisition           | NA                                                                         |
| Diffusion MRI                 | <input type="checkbox"/> Used <input checked="" type="checkbox"/> Not used |

### Preprocessing

|                            |    |
|----------------------------|----|
| Preprocessing software     | NA |
| Normalization              | NA |
| Normalization template     | NA |
| Noise and artifact removal | NA |
| Volume censoring           | NA |

### Statistical modeling & inference

|                                                                           |                                                                                                       |
|---------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | NA                                                                                                    |
| Effect(s) tested                                                          | NA                                                                                                    |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | NA                                                                                                    |
| Correction                                                                | NA                                                                                                    |

## Models & analysis

| n/a                                 | Involvement in the study                                              |
|-------------------------------------|-----------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

How the deposited data were processed for this re-analysis (not part of the article)

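The data are 6 droplet libraries of single-cell RNA, 1 per condition: untreated, VD3 stimulated and Ndrg2-KO DCs in culture, and wounds treated with control DCs, Ndrg2-KO DCs or blank hydrogels, explanted on day 10. The deposited counts are UMI counts per gene and cell barcode made by the authors with Cell Ranger, version 3.1.0 for the DC libraries and 6.0.0 for the wound libraries per the file headers (the paper names 3.1), from reads aligned to the mouse genome mm10. They were not normalized, and only barcodes called as cells were deposited. Checked on the files, all values are whole numbers. No reads were processed here, and RNA velocity, CytoTRACE, GeneTrail and CellChat were not run.

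Cells with at least 300 genes, under 100000 UMIs and under 10% mitochondrial UMIs were kept in each library, which left 24051 DC cells with 392663274 UMIs and 11032 wound cells with 113821589 UMIs. Doublets were scored per library with Scrublet as in scanpy 1.11.5 and kept in the main analysis. Its automatic threshold marked at most 0.873% of the cells, so the alternative without doublets left out the highest 6% of the scores, a threshold set after this was seen. Gene models were taken from GENCODE M21 (GRCm38).

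UMIs were summed per gene over the kept cells of a library, or over the cells of a type, and scaled to 1000000 UMIs (CPM). The kept depth was 132574308, 116461484 and 143627482 UMIs for untreated, VD3 stimulated and Ndrg2-KO DCs and 29675507, 49240341 and 34905741 UMIs for wounds with control DCs, Ndrg2-KO DCs and blank hydrogels. At this depth, Ndrg2 at 613 UMIs in untreated DCs has a 95% interval of 4.26 to 5.00 CPM, and Ngfr at 2 UMIs in fibroblast-like cells of control DC wounds one of 0.0156 to 0.465 CPM. Folds against a count of 0 were computed with 3 UMIs in its place and are lower bounds. Since the 3′ ends of transcripts are counted, indels are not seen. With 1 library per condition, no test between conditions was made. Intervals were exact and held counting error only. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 were used, and clustering was done with Seurat 5.3.0 and Matrix 1.6.5 in R 4.3.3.

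The sets clustered were untreated and VD3 stimulated DCs, all DCs, and all wound cells. Counts were log-normalized to 10000 UMIs per cell, and 2000 variable genes, 15 principal components, 15 neighbours and Louvain resolution 0.5 were used, as in the paper's methods where it gives them. Ndrg2 was kept out of the variable genes of the DC sets. Wound clusters were named when at least 3 markers of a list reached 50 CPM and a 2-fold level over the other cells. The highest cluster for Ndrg2 was sought among clusters with at least 20 untreated cells. Shares of cells were computed after each cell was drawn to 2000 UMIs (DCs) or 1000 UMIs (wounds) without replacement, leaving out shallower cells. The spread of log2 ratios is the SD over genes with at least 50 UMIs in the 2 sums together, over 20 draws to a common total. Medians of gene lists were placed among 10000 random lists of genes with similar counts.

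Named genes were set by a rule fixed, with the lists and the alternatives, before the data were examined: every gene that the paper names for these libraries, the genes of the lists, and the 5 largest rises and 5 largest falls per comparison among genes with at least 200 UMIs in 1 of 2 libraries, without mitochondrial and ribosomal protein genes. Of the genes so set, 2 are not reported here. The alternatives covered 300 UMIs in place of 300 genes, all barcodes, under 5% mitochondrial UMIs, no doublets, median-ratio scaling, the mean over cells, sums without mitochondrial and ribosomal protein genes, other depths and numbers of markers, 30 principal components, resolution 1.0, clustering per library, other controls, a minimum of 200 UMIs and the interquartile range.

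The methods were tested on simulated data. Counts were drawn with counting error only from the pooled profile of both libraries of a comparison, with 200 genes changed. The intervals held the true ratio of 96.5%, 94.5% and 97.5% of the changed genes for VD3 against untreated DCs, Ndrg2-KO against untreated DCs and fibroblast-like cells of Ndrg2-KO DC against control DC wounds. Such coverage follows from how the counts were drawn and does not cover variation between cells or libraries. An added SD of 0.4 between libraries was recovered as 0.403, 0.405 and 0.403 in these comparisons once counting was removed.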

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

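The tests of the clusters and of single droplets, and the use of the stress genes to weigh nucleofection, were chosen only after the results were seen.

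Among 10824 genes with at least 200 UMIs in 1 of the 2 libraries, the 5 largest rises in VD3 stimulated against untreated DCs belong to genes that the paper does not discuss, and these signals lie above the untreated DCs. The log2 ratios were Cyp24a1 15.35 (95% interval 12.87 to 20.65, 36662 against 1 UMIs), Robo4 7.12 (95% interval 5.25 to 10.17, 244 against 2 UMIs), Cpm 6.94 (95% interval 5.38 to 9.23, 324 against 3 UMIs) and Ocm 6.48 (95% interval 4.91 to 8.77, 235 against 3 UMIs). Drd4 had 383 UMIs against 0, so it was at least 145-fold higher, or 7.18 on the log2 scale. Cells of the smaller clusters are argued against as the only source of Cyp24a1 and Cpm, since the large clusters, with at least 10% of the UMIs of the library each, held 95.6% and 98.5% of their UMIs and 90.3% of all UMIs, where free RNA from smaller clusters would give a lower share. For Drd4 (66.3%), Ocm (83.8%) and Robo4 (86.5%), cells of the smaller clusters cannot be told apart from a rise in the large ones, since their shares are lower and no level of free RNA was measured. Cyp24a1 was found in 39.7% of the cells, but Drd4, Robo4, Cpm and Ocm in 3.14, 2.39, 2.59 and 2.16%, and a small group within the large clusters was not tested for these 4 genes. A difference in depth is small beside these ratios, as the median over all genes shows. A response to VD3 stays open as an explanation, and 1 library per condition gives no test of it.

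The 5 largest rises in Ndrg2-KO against untreated DCs include, besides Arg1, genes that the paper does not discuss. The log2 ratios were Col24a1 9.00 (95% interval 7.45 to 11.28, 1662 against 3 UMIs), Cfap161 7.70 (95% interval 5.21 to 13.01, 225 against 1 UMIs) and Tie1 7.56 (95% interval 6.00 to 9.84, 612 against 3 UMIs). Cells of the smaller clusters are again argued against as the only source, since the 3 large clusters held at least 92.8% of the UMIs of each of these genes and Arg1, and 87.4% of all UMIs. Arg1, Col24a1, Tie1 and Cfap161 were found in 54.9, 14.5, 6.35 and 2.48% of the cells, and a small group within the large clusters was not tested. Nucleofection and the culture of the edited cells, in place of the loss of Ndrg2, cannot be told apart from it, since no nucleofected control library was analysed here. A list of 9 stress response genes (Fos, Fosb, Jun, Junb, Egr1, Atf3, Hspa1a, Hspa1b and Ier2) had a median log2 ratio of -0.92, with 3 higher and 6 lower, so these genes were not raised as a set, and other effects of nucleofection are not covered. A change in the cell types of the culture stays open as well.

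In fibroblast-like cells of Ndrg2-KO DC wounds, 4 of the 5 largest rises against control DC wounds were of genes that the paper does not discuss. Igkc had 6267 UMIs against 0, so it was at least 2235-fold higher, or 11.13 on the log2 scale. The others were Ighm 8.20 (95% interval 7.45 to 9.07, 3840 against 14 UMIs), Gzma 7.87 (95% interval 5.38 to 13.18, 219 against 1 UMIs) and Jchain 6.56 (95% interval 5.43 to 8.01, 528 against 6 UMIs). A candidate explanation is 1 droplet per gene that held a lymphoid cell besides a fibroblast, since 1 barcode held at least 98.9% of the UMIs of each gene. This barcode was the same for Igkc, Ighm and Jchain, and both barcodes concerned were scored as doublets. Without it, 10 UMIs remained for Igkc, 41 for Ighm, 0 for Gzma and 4 for Jchain. These rises therefore say nothing about fibroblasts. When the barcode with most UMIs of a gene was left out in both libraries, the 5 largest rises were those of Ngfr (9.68), Arg1 (6.06), Ptpn5 (5.93), Il1a (5.78) and Hbb-bt (5.63). Arg1, Il1a and Hbb-bt were among the genes highest over other cells in a myeloid-like, a neutrophil-like and the erythroid-like cluster. Free RNA of such cells was not tested for these genes, and leaving out 1 barcode does not remove it, so their rises may not belong to fibroblasts. No biological explanation was tested.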

How the results depend on the processing

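The draws with equal cell numbers and the scale of log2 of the mean plus 1 were chosen only after the results were seen. All 434 other alternatives, for 59 results, were set beforehand and run. With 1 library per condition, a value counts here as moved when it left the 95% interval for counting error of the main value. That interval is narrow for deeply counted genes, so a move says little on its own. By this measure, 231 values stayed, 200 moved and 3 changed sign. No paired analysis was possible because no sample pairs with another. The cause was not tested for any move below unless the alternative itself gives it.

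The log2 ratios of Ndrg2 and Vegfa kept their sign under every alternative run. For Ndrg2, they lay between -1.83 and -1.61 in VD3 stimulated and between -2.51 and -2.14 in Ndrg2-KO DCs against untreated DCs. For Vegfa, they lay between 1.50 and 2.08 and between 4.08 and 4.60. With every cell weighing the same, the log2 ratios of Vegfa were 1.50 for VD3 and 4.08 for Ndrg2-KO, and that of Ptprc changed sign to 0.036. Without mitochondrial and ribosomal protein genes, Vegfa in Ndrg2-KO against VD3 stimulated DCs was 2.36. The cause was not tested.

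Under 5% mitochondrial UMIs in place of 10%, 33 of 58 values moved and 2 changed sign. The share was larger for the mean over cells, with 23 of 33 moved and 1 of other sign, and without mitochondrial and ribosomal protein genes, with 22 moved. This filter of 5% kept 8465 DC cells. The log2 ratios of Vegfa were 1.62 for VD3 against untreated and 2.80 for Ndrg2-KO against VD3 stimulated DCs. Pdgfa changed sign to -0.053 and Ptprc to 0.23 in Ndrg2-KO against untreated DCs. Mature-marker shares were 41.4, 40.0 and 25.5% in untreated, VD3 stimulated and Ndrg2-KO DCs, so that the order of untreated and VD3 stimulated DCs changed, and median genes per cell were 894, 861 and 957. The Ndrg2-cluster-marker share of untreated DCs was 1.16%. Shares of all DCs with a UMI were 0.0236% for Amy1, 5.00% for Ftsj1, 0% for Sema5a and 0.0945% for Minar1. The share of fibroblast-like cells with an Ngfr UMI was 0% in blank wounds. The smaller number of cells follows from the filter, and the cause of the other moves was not tested.

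Shares of cells grow with depth by construction. Drawn to 5000 UMIs, the mature-marker shares were 53.9, 64.4 and 46.2%, the Ndrg2-cluster-marker shares 1.87 and 1.32% in untreated and VD3 stimulated DCs, the shares with an Ndrg2 UMI 1.96, 0.786 and 0.497% and the median genes per cell 1719, 1652 and 1772. Without drawing down, they were 65.8, 59.2 and 80.9%, 4.95, 2.33 and 0.439%, 5.58, 1.50 and 1.23% and 3297, 2808 and 3625, where the mature-marker share of untreated DCs passed that of VD3 stimulated DCs and Ndrg2-KO DCs had the highest. In Ndrg2-KO DC wounds, Ngfr UMIs were held by 9.78% of fibroblast-like cells drawn to 2000 UMIs and 35.5% at full depth.

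With 2 markers in place of 3, the mature-marker shares were 49.9, 57.6 and 45.9% and the Ndrg2-cluster-marker shares 1.47, 0.964 and 0.115%. With 4 markers, they were 43.4, 48.3 and 29.0% and 0.368, 0.130 and 0%. Shares fall as more markers are asked for. Without cells scored as doublets, the mature-marker shares were 43.3, 49.3 and 32.2%, untreated DCs had a median of 909 genes and 7.22% of all DCs held an Ftsj1 UMI. With all barcodes, Ndrg2-KO DCs had shares of 37.4% and 0% and a median of 927 genes. The cause was not tested for the doublets and barcodes.

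With 30 principal components, Ndrg2 was at 60.6 CPM in its highest cluster and Ngfr UMIs were held by 6.76% of fibroblast-like cells of Ndrg2-KO DC wounds. At resolution 1.0, the Ngfr share was 6.90%, and 0% in blank wounds. Against blank wounds, the log2 ratio of Ngfr was 6.05, the largest shift of a log2 ratio under the alternatives set beforehand. Against control DC wounds, it was 0.68 on the scale of log2 of the mean plus 1, chosen after seeing the data, and 0.67 with control DC and blank wounds pooled, since adding 1 shrinks the ratio of a gene with few UMIs. The cause was not tested for the clustering settings.

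The spread of the log2 ratios over genes moved under most settings. In fibroblast-, myeloid-, neutrophil- and lymphoid-like cells, it was 0.602, 0.568, 0.515 and 1.32 with 30 principal components, 0.467, 0.435, 0.501 and 0.632 against blank wounds, 0.491, 0.438, 0.480 and 0.597 against both pooled, 0.594, 0.492, 0.546 and 1.01 for genes with at least 200 UMIs, 0.584, 0.585, 0.641 and 0.596 as interquartile range and 0.620, 0.571, 0.635 and 0.855 with equal cell numbers, an alternative chosen after seeing the data. Clustered per library, it was 0.661, 0.504 and 0.856 in fibroblast-, myeloid- and lymphoid-like cells, and without doublets 0.530, 0.505 and 0.666. With at least 300 UMIs in place of 300 genes, it was 0.543 and 0.762 in neutrophil- and lymphoid-like cells. With all barcodes, it was 0.546 in neutrophil-like cells, and at resolution 1.0 0.453 in myeloid-like cells. The spread was largest in lymphoid-like cells under each of these settings but the interquartile range, where neutrophil-like cells came highest. The cause was not tested.

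For 27 other ratios of single genes, 99 of 204 values stayed, 102 moved with the same sign and 3 changed sign, those of Pdgfa and Ptprc above. The depth limits genes with few UMIs, such as Ndrg2 in the Ndrg2-KO library and Ngfr in control DC wounds, to wide intervals.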

Differences from the paper's values

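The scale of log2 of the mean UMIs per 10000 UMIs of a cell plus 1 was chosen only after the values were seen. On it, fibroblast-like cells of Ndrg2-KO DC against control DC wounds gave 1.03 for Lgals1, against the paper's 0.921 in Table S5, a gap above the counting error of 0.0312 (the main log2 CPM ratio was 0.98). Of the alternatives set before the data were examined, pooling control DC and blank wounds as the control gave 0.895 and closed the gap. The other alternatives did not: blank wounds as the control gave 0.724, clustering per library 0.828, and the other filters, resolution 1.0 and 30 principal components between 1.01 and 1.06.

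The paper gives an upper limit for the share of cells with Ftsj1 that the counts passed, with 7.60% of all kept DCs. Under 5% mitochondrial UMIs, the share was 5.00% and within the paper's limit. Under the other filters, it lay between 7.22% and 7.59%. The paper states that Sema5a and Minar1 were not detected in any group. Minar1, listed in the deposited counts as AF529169, had 44 UMIs in 42 cells, and Sema5a 1 UMI. Under 5% mitochondrial UMIs, no cell held a Sema5a UMI and 0.0945% held one of Minar1.

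The paper states that VD3 almost abolished Ndrg2, Cd34, Csf1r, Flt3, Itgae and Clec9a. Within the Ndrg2 cluster, all 6 genes were lower. Ndrg2, Flt3 and Csf1r had log2 ratios of -4.27, -2.63 and -2.42, and Cd34, Itgae and Clec9a had -0.92, -0.88 and -0.59, so these 3 genes were lower by less than 1 on the log2 scale.

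The paper places most cells of the proliferating cluster in the VD3 group. Of the cells drawn to 2000 UMIs, 1105 untreated, 999 VD3 stimulated and 711 Ndrg2-KO cells held at least 3 of the 6 proliferation markers. This draw left out 1149 shallow VD3 stimulated cells, and this share is not the cluster of the paper. In the clustering of all DCs, 3 clusters were named as proliferating. The largest of them, of shallow cells, held 1458 VD3 stimulated cells among 2131 and so goes the way of the paper's statement. The other 2 held mostly untreated (1684 of 1828) and mostly Ndrg2-KO cells (1070 of 1072).

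The paper states that fibroblasts had the highest number of changed genes among the cell types of the wounds. The spread of the log2 ratios, another measure, which was used because cells of 1 library are no replicates, was larger in lymphoid-like cells (0.798) than in fibroblast-like cells (0.572). For blank against control DC wounds, which share no edited DCs, it was likewise larger in lymphoid-like (0.648) than in fibroblast-like cells (0.429). The order of the cell types therefore does not show where edited DCs had the strongest effect. Under none of the settings run was the spread largest in fibroblast-like cells.

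Table S2 places NDRG2_1 in exon 2 and NDRG2_3 in intron 2. The best matches lay in intron 2 for NDRG2_1, with the base at position 6 left out, and in exon 2 for NDRG2_3. Supplementary Fig. 3c of the paper lists positions 51911432, 51911486 and 51911539 for NDRG2_1, NDRG2_2 and NDRG2_3. These are the bases before the cut sites found here, so the difference lies in the entries of Table S2 and not in the sites. NDRG2_2 matched with the mismatch C16T, counted from 1 at the 5′ end of the guide.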

Other observations

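The tests of the granulocyte and basophil markers, of the cells with Ngfr, of the control of Tables S5 to S8, of equal cell numbers and of the clock genes were chosen only after the results were seen.

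Lower Ndrg2 in the Ndrg2-KO library is not explained by the loss of the Ndrg2 cluster alone. Against untreated cells outside that cluster, the log2 ratio of Ndrg2 over the whole Ndrg2-KO library was still -2.16 (95% interval -2.45 to -1.88), and most of the Ndrg2 UMIs of untreated DCs lay outside the cluster. Whether the transcripts were degraded after editing or the cells express less stays open.

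The Ndrg2 cluster may hold conventional type 1 DC-like cells (cDC1), in place of progenitors or beside them. Of 8 cDC1 genes set as a list, Clec9a and Itgae are markers of the cluster and were left out. The other 6 had a median log2 ratio of 3.40 in the cluster against other untreated cells, with Xcr1 at 5.70, Cadm1 at 5.47, Tlr3 at 3.81, Wdfy4 at 2.98 and Irf8 at 2.97, and Batf3 lower at -1.18. H2-Ab1, an MHC-II gene, was at 7930.7 CPM in the cluster and ranked highest there among 11 clusters of untreated cells. Of the 8 progenitor genes, Cd34, Flt3 and Kit (2.35, 95% interval 1.28 to 3.26) were higher in the cluster. Kit goes against a cluster of cDC1 alone but rests on 10 UMIs and ranked 3 of 11. Flt3 is also on the list of conventional DC genes used here, so it does not separate progenitors from DCs. Csf1r was lower at -0.34, Mpo, Ctsg and Elane had no UMI there and Prtn3 was at -6.52. Most of these genes are also expressed by other DCs, and no reference of sorted cells was compared.

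Fn1, Mmp12, Arg1, Apoe and Spp1 were higher in Ndrg2-KO than in untreated DCs, and a candidate explanation is a larger share of macrophage-like cells in that culture. A list of 8 macrophage genes, of which Apoe was left out as part of the pattern, had a median log2 ratio of 1.09 (5 of 7 higher), and a list of 7 conventional DC genes had a median of -1.24 (6 lower). The DC cultures also express most of the macrophage genes, so the lists cannot separate more such cells from a change within each cell.

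Donors of another sex are argued against as the cause of the difference between the Ndrg2-KO and untreated DC libraries. Xist was counted at 788, 972 and 579.8 CPM in untreated, VD3 stimulated and Ndrg2-KO DCs, a log2 ratio of -0.44 for Ndrg2-KO against untreated DCs, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 2, 1 and 0 UMIs together. In fibroblast-like cells of the wounds, where Pgr and Greb1 were higher with Ndrg2-KO DCs, the log2 ratio of Xist was -0.26 against control DC wounds, and the Y-linked genes had 0, 0 and 1 UMIs with control DCs, Ndrg2-KO DCs and blank hydrogels. Another mix of female and male mice is thus argued against as well, and all of these libraries look female.

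Fewer Ndrg2-KO cells held granulocyte, monocyte or basophil markers. For granulocytes and monocytes, free RNA of such cells at the same level, with fewer of their droplets called, cannot be told apart from fewer such cells. It was looked for in the cells with under 3 of the markers, but these may be such cells themselves when they hold 1 or 2, and more so in untreated DCs, where 30.4% of the cells held 3 granulocyte or monocyte markers against 4.83% in Ndrg2-KO DCs. In the cells with under 3, the 7 granulocyte or monocyte markers had a median log2 ratio of -1.85 (6 lower), and their summed UMIs one of -2.03, while the intervals of Lcn2 (-0.16) and Camp (0.87) included 0. For basophils, such free RNA is argued against. Prss34, Mcpt8, Cpa3, Ms4a2 and Fcer1a together had 0 UMIs in the whole Ndrg2-KO library, whereas 70 untreated cells held exactly 1 of their UMIs, as free RNA gives, a log2 ratio of at most -4.66 with the count of 0 set to 3. The other 2 basophil markers, Gata2 and Cd200r3, were left out since Ndrg2-KO cells held them without these 5 genes, and the sum of all 7 in the cells with under 3 of them rose by 1.17, carried by Cd200r3 with 1678 UMIs in Ndrg2-KO against 469 in untreated cells. An effect of nucleofection on these cells stays open.

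Ngfr, Pgr, Greb1 and Ptpn5 were higher in fibroblast-like cells of Ndrg2-KO DC wounds. Free RNA is argued against, since 0.0691% of the neutrophil-like cells of this library held an Ngfr UMI. A candidate explanation is a group of fibroblast-like cells of another kind in this library. Among the cells with an Ngfr UMI, 65.2% also held one of Pgr, against 13.3% of the others at a similar depth. For Greb1, the shares were 59.0% and 17.6%, and for Ptpn5 64.0% and 22.6%. Lgals1, in contrast, was lower in the cells with Ngfr, with a log2 ratio of -0.70, and Plod2 had 0.022. Whether such cells come from the treatment, from 1 of the pooled mice or from the part of the wound that was taken was not tested.

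Tsc22d3, Fkbp5 and Zbtb16 were lower in fibroblast-, myeloid- and neutrophil-like cells of Ndrg2-KO DC than of control DC wounds, with a median log2 ratio of -1.72 in fibroblast-like cells. A difference in glucocorticoids or in the time of day between the mice cannot be told apart from the treatment. Of 6 other glucocorticoid-responsive genes in 3 cell types, 15 of 18 values were lower, with a median of -0.12 and a range from -1.46 to 0.27, and in myeloid-like cells 3 of the 6 were higher. The clock genes Dbp, Nr1d1, Tef and Per3 were higher in fibroblast-like cells of blank than of control DC wounds. The time of day at which tissue was collected cannot be told apart from the treatment here, since in myeloid- and neutrophil-like cells only 5 values rest on 20 UMIs or more, with a median log2 ratio of 0.604, a range from -0.21 to 0.92 and 3 of them higher.

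A difference between 2 libraries regardless of the treatment cannot be told apart from an effect of Ndrg2-KO DCs on the many fold changes in fibroblast-like cells. The only reference, blank against control DC wounds, had a spread of 0.429 where Ndrg2-KO DC against control DC wounds had 0.572, and 1 such pair gives no range. The larger spread in lymphoid-like cells does not come from their lower number alone, since with equal cell numbers it was 0.855 against 0.620 in fibroblast-like cells. A mix of lymphoid subtypes that differs between the libraries stays open.

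The fold changes of Tables S5 to S8, whose legends name control DCs, came closer to the values with control DC and blank wounds pooled as the control in all 4 tables. For Table S7, the root mean square difference was 0.0171 with the pooled control. For Tables S6 and S8, it was 0.0798 and 0.176 with the pooled control and 0.200 and 0.320 with control DC wounds. This is consistent with tables made against both groups together. In neutrophil-like cells, Ndrg2-KO DC wounds had a median log2 ratio over all genes of -0.26 against blank wounds, which shifts every ratio of that comparison.

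Among the 5 largest falls in VD3 stimulated against untreated DCs were those of Ccr2 (-8.85), Slc36a2 (-5.43), Serpinb12 (-5.39) and Smim5 (-5.24). The median log2 ratio of the 10 inflammatory genes was 0.42 after VD3, that of the 9 stress genes 0.60, and that of the 8 clock genes 0.68. Hbb-bs UMIs were held by 12.4%, 26.2% and 12.5% of neutrophil-like cells drawn to 1000 UMIs in wounds with control DCs, Ndrg2-KO DCs and blank hydrogels, so free RNA of erythrocytes was highest in the Ndrg2-KO DC library.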
